# MDI1228, a topical pan-JAK inhibitor, disrupts dermal fibroblast-T cell chemokine crosstalk to resolve allergic contact and atopic dermatitis

**DOI:** 10.3389/fimmu.2026.1875876

**Published:** 2026-07-20

**Authors:** Youxi Liu, Meimei Yin, Yichun Yang, Shujun Heng, Wenlu Zhang, Jinqiu Song, Binxing Feng, Yihan Yang, Wenjie Liu, Ling-juan Zhang

**Keywords:** allergic contact dermatitis, atopic dermatitis, chemokine signaling axis, dermal fibroblast, JAK-STAT signaling pathway, MDI1228, T cell

## Abstract

**Introduction:**

Allergic contact dermatitis (ACD) and atopic dermatitis (AD) are driven by distinct T cell programs, and safe long-term topical therapies remain limited. Dermal fibroblasts (dFBs) have emerged as active immunomodulators, but whether they can be therapeutically targeted remains unexplored.

**Methods:**

Here we developed MDI1228, a novel topical pan‑JAK inhibitor with nanomolar potency against JAK1/2/3/TYK2 (IC₅₀ 0.11-0.85 nM) and high selectivity. MDI1228 was evaluated in DNFB‑induced ACD and MC903‑induced AD mouse models, as well as in primary mouse and human cell‑based assays.

**Results:**

Topical MDI1228 ameliorated both ACD and AD in mice, reducing T cell infiltration and cytokine production. Mechanistically, MDI1228 not only directly inhibited T cell activation and cytokine production but also disrupted fibroblast‑T cell crosstalk by reducing dFB‑derived chemokine expression. Single‑cell transcriptomics identified dFBs as the primary source of CXCL9/10 in ACD and CCL2 in AD. Conditioned medium and neutralization experiments demonstrated that CXCL9/10‑CXCR3 and CCL2‑CCR2 signaling axes contribute to T cell polarization in a context‑dependent manner. Compared with glucocorticoids, prolonged topical application of MDI1228 showed minimal systemic toxicity and preserved tissue homeostasis.

**Discussion:**

These findings identify dFBs as a central therapeutic node and demonstrate that MDI1228, by directly targeting T cells and disrupting dFB‑derived chemokine axes via JAK inhibition, offers a potent and safe topical treatment for both ACD and AD.

## 1 Introduction

Allergic contact dermatitis (ACD) and atopic dermatitis (AD) are common, chronic inflammatory skin diseases that impose a major burden on quality of life and healthcare resources. ACD is a delayed-type hypersensitivity reaction driven by hapten-specific CD8+ cytotoxic T (Tc1) cells producing IFNγ (1, 2), whereas AD is dominated by Th2-type immunity with IL4/IL13-mediated barrier dysfunction and pruritus (3, 4). Despite divergent immune signatures, both diseases progress through reciprocal fibroblast-immune cell circuits that amplify and perpetuate cutaneous inflammation (5, 6).

Although pro-inflammatory factors have traditionally been attributed to keratinocytes and infiltrating immune cells in dermatitis, emerging evidence suggests that non-hematopoietic stromal cells may also play a critical role in shaping the inflammatory microenvironment. Dermal fibroblasts (dFBs) are increasingly recognized as active immunomodulators rather than passive structural elements. Activated by IFNγ or IL4/IL13, dFBs secrete chemokines (e.g. CXCL9/10, CXCL1/12, CCL2), cytokines (e.g. IL6, IL8), and extracellular-matrix remodelling factors that recruit and retain pathogenic T cells, neutrophils and macrophages, creating self-sustaining inflammatory loops (5–12). Targeting dFB signaling therefore represents an unexplored therapeutic opportunity.

Topical glucocorticoids (GCs) remain first-line therapy for ACD/AD. They rapidly suppress inflammation by trans-repressing NF-κB and AP-1, thereby silencing multiple cytokines (e.g. IL1β, TNFα, IL2, IL4, IFNγ) (13). Because NF-κB sits at the apex of both innate and adaptive inflammatory cascades, GCs provide broad, non-specific immunosuppression that quickly reduces erythema, oedema and pruritus. However, this “upstream” mode of action is also their major weakness: prolonged or high-potency topical GC use causes well-documented local adverse events including epidermal atrophy, telangiectasia, striae, delayed wound healing, steroid acne and rosacea-like eruptions (14).

The Janus kinase (JAK)-STAT pathway represents a more targeted therapeutic node. Cytokines central to ACD (e.g. IFNγ, IL2, IL15) and AD (e.g. IL4, IL13, IL31) signal exclusively through JAK1/JAK2/JAK3/TYK2; thus pan-JAK inhibition can interrupt disease-specific circuits without global NF-κB blockade (15, 16). Proof-of-concept has been established with topical tofacitinib and delgocitinib in AD, and with oral baricitinib/upadacitinib for moderate-to-severe AD (17, 18). However, available topical agents are either JAK1-selective or have not been evaluated in ACD, and none have been optimized to suppress cytokine-activated dermal fibroblasts that sustain chronic inflammation.

In this study, we developed MDI1228, a novel small-molecule pan-JAK inhibitor with nanomolar potency against JAK1/2/3 and TYK2 and a favorable safety profile. MDI1228 was formulated as a stable, cosmetically acceptable hydrogel. Using DNFB-induced ACD and MC903-induced AD mouse models, we identified dFBs as a predominant source of key chemokines, specifically CXCL9/10 in ACD and CCL2 in AD. MDI1228 not only directly inhibits T cell activation, but also suppressed these dFB-derived chemokine axes, thereby disrupting fibroblast-T cell crosstalk and limiting T cell polarization in lesional skin. These findings reveal an underappreciated role of dFBs as central regulators of pathogenic T cell differentiation and highlight the therapeutic potential of targeting dFB-derived chemokine axes via JAK inhibition in both ACD and AD.

## 2 Materials and methods

### 2.1 Animals and animal cares

The C57BL/6 mice used in this study were purchased from GemPharmatech (Nanjing, China) and bred under specific pathogen-free (SPF) conditions at the Xiamen University Laboratory Animal Center. All animal experiments were conducted in accordance with the relevant standards of the Xiamen University Animal Care and Use Committee (Protocol No. XMULAC20240069).

### 2.2 Preparation and toxicokinetic studies of MDI1228 and blank hydrogel

MDI1228 hydrogel (0.5% and 1%) was prepared by dissolving disodium edetate, anhydrous sodium sulfite, glycerin, and vitamin C in purified water to form “Solution 1”, with 10% reserved for container rinsing. Chlorobutanol was dissolved in 5.0% of the propylene glycol to obtain “Solution 2”. The remaining propylene glycol and Solution 2 were transferred to a homogenizing emulsifier, containers were rinsed with reserved Solution 1, and the rinsate was added. Sieved MDI1228 was incorporated under homogenization until uniform. Solution 1 was added under homogenization, followed by a portion of triethanolamine, and the mixture was homogenized under vacuum. Carbomer ETD2020 NF was added portionwise, homogenized under vacuum, and stirred continuously under vacuum for at least 13 h to ensure complete polymer swelling. The remaining triethanolamine, diluted with the final portion of propylene glycol, was added to adjust pH to 5.8~6.8. The final gel was defoamed under vacuum with stirring. Blank hydrogel was prepared identically without MDI1228.

Toxicokinetic studies were conducted in 7~9-week-old Sprague-Dawley rats receiving once-daily topical doses of 20, 40, or 120 mg/kg MDI1228 for 14 days. Blood and skin samples were collected at designated time points for LC-MS/MS analysis of MDI1228 concentrations. In parallel, safety assessments were performed including body weight, hematology (white blood cell count, WBC), serum biochemistry (alanine aminotransferase, ALT; aspartate aminotransferase, AST), Draize score for local skin irritation, gross necropsy, and absolute and relative organ weights (heart, liver, spleen, kidneys). Draize scoring was performed at each application site using a 0–4 scale for erythema/edema (0 = none, 1 = very slight, 2 = well defined, 3 = moderate to severe, 4 = severe). All evaluations were conducted by Pharmaron Inc. (TSP project code: 03303-201175). Dose conversions between species were performed using the FDA-recommended body surface area normalization method, applying the standard Km factors (mouse: 3, rat: 6, human: 37) (19).

### 2.3 Kinase inhibition profiling of MDI-1228

MDI1228 was dissolved in DMSO to 100× the final concentration and diluted 25−fold with assay buffer (20 mM HEPES, 0.01% Triton X−100, 1 mM DTT, pH 7.5) to a working concentration of 0.2 μM. Kinase reactions were performed in 384−well plates by mixing 5 μL of 4× compound, 5 μL of 4× substrate/ATP/metal solution (20 mM HEPES, 0.01% Triton X−100, 5 mM DTT, pH 7.5), and 10 μL of 2× kinase solution. After incubation at room temperature for 1 or 5 hrs. (kinase−dependent), the reaction was terminated with 70 μL of termination buffer (Carna Biosciences). Product and substrate peptides were separated and quantified using a LabChip™ system (Perkin Elmer). Percent inhibition was calculated with the complete reaction mixture as 0% inhibition and the enzyme−free control as 100% inhibition.

### 2.4 *In vitro* JAK kinase inhibition assay of MDI1228

MDI1228 inhibitory activity against JAK1, JAK2, JAK3, and TYK2 was determined using the ADP-Glo™ kinase assay (Promega, #V9101). Test compounds (MDI1228 and filgotinib) were serially diluted in 100% DMSO in 384-well dilution plates (Labcyte, #PP-0200) and transferred (0.1 μL/well) into assay plates (PerkinElmer, #6007290) using an Echo acoustic dispenser (Labcyte, #550). Kinase solutions prepared in reaction buffer (50 mM HEPES, 10 mM MgCl_2_, 0.01% Brij-35, 1 mM EGTA, 2 mM DTT) were added (5 μL/well) and pre-incubated for 15 mins at 25 °C. Reactions were initiated by adding 5 μL of substrate mixtures containing ATP and specific peptides (IRS1 for JAK1/TYK2, IGF1Ride for JAK2, or Poly (4:1 Glu, Tyr) for JAK3). After 60 mins incubation at 25 °C, 10 μL ADP-Glo™ reagent was added for 40 mins, followed by 20 μL detection reagent for another 40 mins. Luminescence (RLU) was measured using an Envision plate reader (PerkinElmer, #2104). IC_50_ values were calculated by four-parameter logistic curve fit. Z’ factors > 0.7 confirmed assay quality for all kinases.

### 2.5 Establishment of DNFB-induced ACD and MC903-induced AD mouse model

The DNFB-induced ACD mouse model was established following a previously described protocol (20). For sensitization, 25 μL of 1.0% DNFB (dissolved in acetone and olive oil at a 4:1 ratio; Rhawn, #R010240) was applied to the abdominal skin of 8-week-old male mice (n=10/group). Six days later, ACD was elicited by applying 20 μL of 0.2% DNFB to the dorsal skin. Dorsal skin tissues were collected at 60 hrs. after elicitation for further analysis. For therapeutic intervention, 50 mg 0.5% or 1% MDI1228 was topically applied to the dorsal skin twice daily (25 or 50 mg/kg/day) from 12 hrs. post-elicitation. A 1% hydrocortisone (HC) ointment (Aveeno, UK) was used as a positive control, while blank hydrogel served as the vehicle control. The Eczema Area and Severity Index (EASI) score for mouse dorsal skin was assessed by a blinded observer based on the sum of scores for erythema, edema/papulation, excoriation, and lichenification, each graded on a scale of 0 (none) to 3 (severe).

Atopic dermatitis (AD)-like skin inflammation was triggered by topical application of 45μL MC903 (100μM, MCE, #HY-10001) once a day from day 0 to day 10 on dorsal skin, and dorsal skin samples were collected at day 10 for analysis. For treatments, 50 mg 0.5% or 1% MDI1228 was topically applied to dorsal skin once a day (12.5 or 25 mg/kg/day) from day4 to day 9. 1% HC ointment was used as the positive drug, and blank hydrogel was used as the vehicle control. The SCORAD index (SCORing atopic dermatitis) was assessed by a blinded observer based on the sum of scores for erythema, edema/papulation, excoriation, and lichenification, each graded on a scale of 0 (none) to 3 (severe).

### 2.6 Bulk RNA sequencing and bioinformatic analysis

For RNA extraction and quality assessment, total RNA was isolated using TRIzol reagent (Sigma, #T9424) in combination with the RNAExpress Total RNA Kit (NCM, #M050). RNA integrity was evaluated using a bioanalyzer, and only samples with an RNA Integrity Number (RIN) greater than 7 were selected for sequencing.

Sequencing libraries were constructed from poly(A)-enriched RNA using the NEBNext Ultra RNA Library Preparation Kit (for Illumina) following the manufacturer’s protocol. The procedure encompassed mRNA fragmentation, cDNA synthesis, end repair and A-tailing, adapter ligation, and size selection targeting insert fragments of approximately 300 bp. After quality and quantity verification, the libraries were subjected to 2×150 bp paired-end sequencing on the Illumina NovaSeq platform.

Bioinformatics analysis was conducted by GENEWIZ for raw data processing. Venn diagrams were generated using BioVenn software, and KEGG enrichment analysis of differentially expressed genes was performed using OmicShare Tools (21).

### 2.7 Single-cell RNA sequencing and data analysis

Single-cell suspensions were prepared from mouse dorsal skin samples as previously described (6). Briefly, skin was minced and digested with 0.25% collagenase IV (Gibco) and 0.1% DNase I (Sigma) for 1 hr. at 37 °C. The resulting cell suspension was filtered through a 40 μm strainer, and red blood cells were removed using ACK lysis buffer. Viability (>85%) was confirmed by trypan blue exclusion. Libraries were constructed using the Chromium Next GEM Single Cell 3' Reagent Kit v3.1 (10x Genomics) according to the manufacturer’s protocol. Sequencing was performed on an Illumina NovaSeq 6000 platform with a target depth of 50,000 reads per cell. Raw sequencing data were processed with Cell Ranger (v6.0.0) using the mouse reference genome (mm10-2020-A). Downstream analysis including quality control, dimensionality reduction, clustering, and marker gene identification was performed using the Seurat package (v4.3.0) in R. Cells with <200 or >6000 detected genes, or >10% mitochondrial reads, were excluded. Clusters were annotated based on canonical marker genes (e.g., *Pdgfra* for fibroblasts, *Cd3e* for T cells, *Cd68* for macrophages). Cell-cell communication was inferred using CellChat (v1.6.0) with default parameters.

### 2.8 Flow cytometry analysis

The procedure for flow cytometric analysis of T cells was adapted from previously established protocols (22). To evaluate cytokine production in inhibitor-treated T lymphocytes, isolated skin-draining lymph node T cells were treated as described and incubated with PMA (50 ng/mL, Yeasen, China) and ionomycin (500 ng/mL, Sigma-Aldrich, USA) for 2 hours, followed by the addition of a Golgi transport inhibitor (1:1000, BD Biosciences, USA) for another 1 hr. before staining. Viability was assessed using Zombie Violet™ Fixable Viability Kit (BioLegend, #423114) to exclude dead cells. After Fc receptor blockade with anti-mouse CD16/32 antibody (eBioscience, #14016185), surface staining was performed using PECy7-conjugated anti-CD45 (BioLegend, #147704), PerCP-Cy5.5-conjugated anti-CD8 (eBioscience, #45-0081-82), and APC-conjugated anti-CD4 (BioLegend, #100516). For intracellular cytokine detection, cells were fixed and permeabilized using the Intracellular Fixation and Permeabilization Buffer Kit (eBioscience, #00-8333-56) and subsequently stained with FITC-conjugated anti-IL4 (BioLegend, #504109), FITC-conjugated anti-IL13 (eBioscience, #53-7133-82), AF700-conjugated anti-IFNγ (BioLegend, #505824), and PE-conjugated anti-IL17A (eBioscience, #12-7177-81).

Data acquisition was carried out on a Thermo Attune NxT flow cytometer, and all analyses were performed using FlowJo V10 software. Cells positive for Zombie Violet dye were excluded from the final analysis to ensure data accuracy.

### 2.9 Histology, Masson, EVG-Weigert, and immunohistochemistry staining

Immunohistochemical staining was performed on frozen sections as previously described (22). Hematoxylin-eosin (HE) staining was used for histological assessment. Collagen and elastic fibers were visualized using Masson’s trichrome and EVG-Weigert staining kits (Solarbio, China), respectively. For immunostaining, sections were fixed, permeabilized with 0.1% saponin (Sigma-Aldrich), and blocked with 5% BSA. Primary antibodies were incubated overnight at 4 °C, followed by fluorophore-conjugated secondary antibodies (AF488, Cy5, or Cy3; 1:250; Jackson Immunological Research) for 4 h at 4 °C in the dark. Sections were mounted with ProLong Gold antifade reagent containing DAPI (Thermo Fisher). Images were acquired using an Aperio VERSA scanner or Leica TCS SP8 confocal microscope and analyzed with Photoshop and Aperio ImageScope software.

Primary antibodies used were: PE-conjugated anti-CD8a (1:100, BioLegend, #100708); rabbit anti-CD4 (1:100, CST, #25229S); Alexa Fluor^®^ 488-conjugated anti-IFNγ (1:100, BioLegend, #505813); Alexa Fluor^®^ 488-conjugated anti-IL4 (1:100, BioLegend, #504109); rabbit anti-pSTAT1 (1:100, CST, #9167S); and rabbit anti-pSTAT6 (1:100, CST, #56554S). Secondary antibodies (Jackson Immunological Research) included Cy3- or AF647-conjugated anti-rabbit IgG, Cy3- or AF647-conjugated anti-goat IgG, and AF647-conjugated anti-rat IgG, all used at 1:250.

For quantitative histopathological analysis of HE-stained sections, three non-overlapping fields were randomly selected from each section. Epidermal acanthosis was measured as the vertical distance from the basal membrane to the outermost layer of the stratum granulosum using ImageJ software. Dermal thickness was defined as the distance from the basement membrane to the upper border of the subcutaneous adipose tissue. dWAT thickness was measured as the vertical height of the subcutaneous white adipose tissue layer. Cellular infiltration density in the dermis and dWAT was quantified by counting the number of infiltrating inflammatory cells per square millimeter using ImageJ. Dermal edema was evaluated using a semiquantitative scoring system on a 0 to 4 scale based on interstitial fluid accumulation and collagen fiber separation. All quantifications were performed in a blinded manner, with the observer unaware of the treatment group assignments.

### 2.10 Quantitative reverse transcription-quantitative PCR analyses

RNA isolation from total cellular content was performed with the RNA Express Total RNA Kit (NCM, Suzhou, China). For cDNA synthesis, 50 ng of RNA was reverse-transcribed using the HiScript III Q RT SuperMix Kit (Vazyme, China). Quantitative real-time PCR was subsequently carried out on a Qtower real-time system (Analytik Jena, Germany) employing SYBR Green Mix (Bimake, Houston, Texas, USA). To avoid non-specific amplification from genomic DNA, all SYBR Green primers were deliberately designed to span at least one exon-exon junction. Gene expression levels were normalized to the housekeeping genes *Tbp* or *Rplp0*. The primer sequences employed are provided in **Supplementary Table 1**.

### 2.11 Cell extract preparation and ELISA assay

To ensure protein integrity and prevent degradation, skin biopsy samples or cells were lysed in buffer supplemented with a complete protease inhibitor cocktail (Apexbio, USA), following a previously described protocol (23). The lysates were homogenized using a Digital Sonifier FS-350T ultrasonic processor (Sxsonic, China) and subsequently centrifuged to remove DNA and cellular debris. Protein concentrations were determined using a BCA Protein Assay Kit (Thermo, #A65453). For enzyme-linked immunosorbent assay (ELISA), protein lysates were diluted into 50μg per 100 μL and processed with the Mouse DuoSet^®^ ELISA Kit (R&D Systems, USA) according to the manufacturer’s instructions.

### 2.12 Cell extract preparation and western blotting analyses

Western blot analysis was performed on skin biopsy specimens or cultured cells lysed in denaturing buffer (20 mM HEPES pH 7.4, 250 mM NaCl, 2 mM EDTA, 1% SDS) supplemented with protease and phosphatase inhibitor cocktails (Apexbio, Roche) as described (24). Lysates were boiled for 3 mins, sonicated (FS-350T, Sxsonic), and centrifuged to remove debris. Protein concentrations were determined by BCA assay (Thermo Fisher). For Western blot, 20 μg protein was mixed with 2× loading buffer (Sigma-Aldrich) containing 20% β-mercaptoethanol, denatured at 95 °C for 5 mins, resolved on 10–20% Tris-Tricine precast gels (Thermo Fisher), and transferred to PVDF membranes (Roche). Membranes were probed with primary antibodies overnight at 4 °C, followed by fluorescent secondary antibodies (LI-COR). Bands were visualized using the Odyssey Imaging System (LI-COR). All blots are representative of three independent experiments.

Primary antibodies used: rabbit anti-total STAT1 (CST, #9172S), rabbit anti-total STAT6 (CST, #9362S), mouse anti-β-actin (Proteintech, #66009-1-Ig). Secondary antibodies: IRDye^®^ 680RD donkey anti-mouse IgG (LI-COR, #926-68072) and IRDye^®^ 800CW donkey anti-rabbit IgG (LI-COR, #926-32213). All antibodies were used at manufacturer-recommended dilutions. Additional primary antibody details are provided in Method 2.9.

### 2.13 Primary culture of mouse or human dermal fibroblasts

Primary mouse dFBs were isolated from murine skin as described (22). Neonatal human dFBs (back skin) were obtained from IIAM (Exton, PA). Fibroblasts were cultured in DMEM with 10% FBS and antibiotics at 37 °C with 5% CO_2_. For experiments, first-passage cells were plated at 1×10^5^ cells/mL, pre-incubated with 0.01-10 μM MDI1228, dexamethasone (Selleck, #S1322), tofacitinib (bidepharm, #BD33742), or delgocitinib (bidepharm, #BD00778677) for 30 mins (DMSO as control), and then stimulated for 24 hrs. with recombinant cytokines: mouse IFNγ (5 ng/mL, #485-MI-100), mouse IL4 (5 ng/mL, #404-ML-010), human IFNγ (5 ng/mL, #285-IF-100), or human IL4 (10 ng/mL, #204-IL-050). All cytokines were from R&D Systems. Supernatants, cell lysates, and RNA were collected for ELISA and qRT-PCR analysis.

### 2.14 Primary T cell culture and dermal fibroblast conditioned medium-T cell co-culture

For T cell culture, primary lymphocytes from skin-draining lymph nodes of adult C57BL/6 mice were seeded onto plates with or without pre-coated anti-CD3 (3 μg/ml, Biolegend, #100340) and anti-CD28 (3 μg/ml, Biolegend, #102116). Cells were cultured in RPMI with 10% FBS and 1% antibiotics. For treatment, T cells were exposed to 1 μM MDI1228, dexamethasone, or tofacitinib (DMSO as control). After 5 days, supernatants and cells were collected for ELISA and flow cytometry.

For collection of fibroblast-conditioned medium (CM), primary dFBs were pre-incubated with 5 μM MDI1228, dexamethasone, tofacitinib, or delgocitinib (DMSO as control) for 30 mins, then stimulated with IFNγ (10 ng/ml), IL4 (20 ng/ml), or PBS for 2 hrs., washed twice with PBS, replenished with fresh medium, and incubated for 48 hrs. before CM collection. As a drug-only washing control, MDI1228 was added to cell-free wells and subjected to the same washing and medium change steps, after which the resulting medium was used for T cell culture to exclude the possibility that trace amounts of residual MDI1228 after washing could enter the conditioned medium.

For co-culture, T cells were first pre-incubated with 20 μg/mL of neutralizing antibody against CXCR3 (BioLegend, #126513), or against CCL2 (BioLegend, #505902) for 30 mins, with the corresponding IgG isotype control (BioLegend, #400940). After incubation, cells were then cultured in 1:1 dFB-CM: RPMI medium. After 5 days, supernatants and cells were collected for ELISA and flow cytometry.

### 2.15 Human T cell isolation and culture

Human T cells isolated from peripheral blood mononuclear cells (Milecell Biotechnologies, #PB100C) were cultured in RPMI with 10% FBS and 1% antibiotics. Activation was achieved using CD3/CD28 Dynabeads (1:10, Thermo Fisher, #11161D) plus human IL2 (10 ng/mL, Novoprotein, #C013) and IL7 (10 ng/mL, Novoprotein, #CX47) for 5 days. For treatment, activated T cells were exposed to 1 μM MDI1228, dexamethasone, or tofacitinib (DMSO as control). After 5 days, supernatants and cells were collected for ELISA and qRT-PCR.

For conditioned medium collection, hdFBs were pre-stimulated with hIFNγ (20 ng/mL), hIL4 (5 ng/mL), or PBS for 2 hrs., washed twice with PBS, replenished with fresh medium, and incubated for 48 hrs. before CM collection. For co-culture, human T cells were pre-incubated with 1 μM MDI1228, dexamethasone, or tofacitinib for 30 mins, then cultured in 1:1 hdFB-CM: RPMI medium. After 5 days, supernatants and cells were collected for ELISA and qRT-PCR.

### 2.16 Statistical analysis

All experiments in this study were performed a minimum of three independent times, and statistical analyses were conducted using GraphPad Prism 10 software. For comparisons between two groups, statistical significance was assessed using an unpaired two-tailed Student’s t-test. For experiments involving multiple groups, one-way or two-way analysis of variance (ANOVA) was employed for multiple comparisons. A P value of less than 0.05 was considered statistically significant (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

## 3 Result

### 3.1 Physicochemical properties and pharmacological activity evaluation of MDI1228

To develop an efficacious and safe topical treatment for ACD and AD, we designed a novel pan-JAK inhibitor, MDI1228, formulated as a hydrogel (**Figure 1A**). To assess kinase selectivity, we profiled MDI1228 against a panel of 148 kinases at 0.2 µM. Among these, MDI1228 inhibited only four kinases (JAK1, JAK2, JAK3, TYK2) by more than 95%, and two additional kinases (FGFR2 and LTK) by more than 90% (**Figure 1B**; **Supplementary Table 2**). Nevertheless, GSEA analysis of differentially expressed genes in mouse skin treated with MDI1228 versus blank hydrogel for two weeks revealed no significant enrichment of FGFR or cell surface receptor tyrosine kinase (RTK) signaling pathways (**Supplementary Figure 1A**). We therefore excluded the possibility that MDI1228 alleviates ACD and AD inflammation through targeting FGFR2 or LTK rather than the JAK-STAT signaling pathway. Pharmacological activity evaluation showed that MDI1228 potently inhibited JAK1, JAK2, JAK3, and TYK2 at extremely low concentrations, with IC50 values of 0.38, 0.85, 0.36, and 0.11 nM, respectively. This inhibitory potency was markedly superior to that of the classic JAK1 inhibitor filgotinib, which had IC50 values of 88, 71, 1463, and 532 nM for JAK1, JAK2, JAK3, and TYK2, respectively (**Figure 1C**).

**Figure 1:**
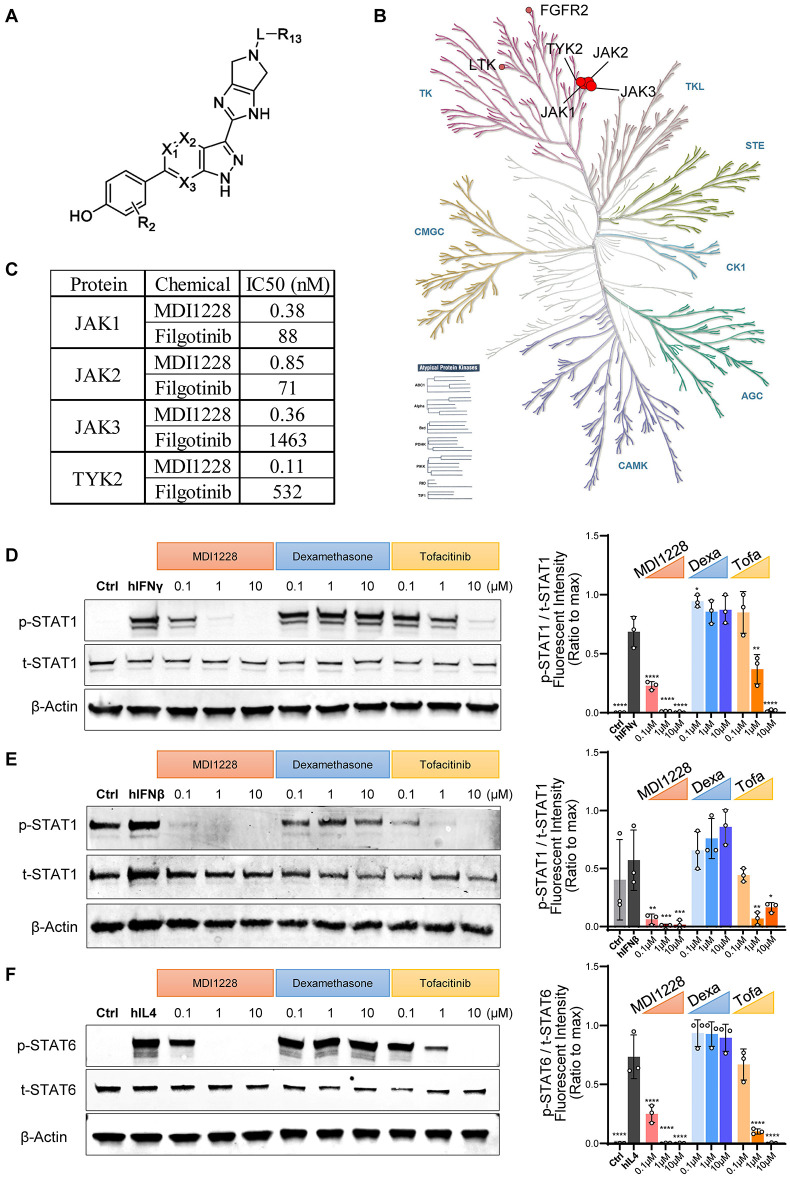
Physicochemical properties and pharmacological activity evaluation of MDI1228. **(A)** Chemical structural formula of MDI1228. **(B)** Kinase selectivity profile of MDI1228. Measurement of 148 kinases was performed at 0.2 μM of MDI1228 and only kinases with an inhibition rate > 90% are shown. The inhibition rate is encoded by the size of red circles. This plot was generated by the online tool KinMap (http://kinhub.org/kinmap/). **(C)** Inhibitory activity evaluation of MDI1228 on JAK protein. 0–1000 nM of MDI1228 or Filgotinib were mixed with JAK1, JAK2, JAK3, and TYK2 substrates, and the RLU signal intensity was measured and the IC_50_ for JAK inhibition activity by JAK inhibitors was calculated. **(D–F)** Human dFBs were pre-treated with MDI1228, tofacitinib or dexamethasone (0.1 μM, 1 μM, or 10 μM) for 30 min and then treated with hIFNγ (in D), hIFNβ (in E) or hIL4 (in F) for 1 hr. Control or cytokine-treated samples were subjected to western blot analysis of STAT1 or STAT6 phosphorylation levels (n=3/group). Quantified results were shown on the right panel. All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Based on CCK-8 assays, 10 μM MDI1228 and tofacitinib showed toxicity to macrophages (Raw264.7) and T cells (EL4) but not to primary mouse dFBs. Consequently, we selected 10 μM as the highest concentration for dFB treatments and 1 μM for T cell treatments in subsequent experiments (**Supplementary Figure 1B**). Toxicokinetic evaluation in rats confirmed a safety profile of topical MDI1228. Following 14-day repeated dermal application, the maximum tolerated dose (MTD) was determined as 120 mg/kg/day. Systemic plasma exposure (C_max_ and AUC_last_) generally increased in a less-than-dose-proportional manner over the 20–120 mg/kg/day range. Noticeable drug accumulation occurred only at the highest dose (120 mg/kg/day in rats corresponds to a human equivalent topical dose of ~19.4 mg/kg/day) (19), which is far exceeds the projected human exposure (~1.84 mg/kg/day for topical 1.5% ruxolitinib twice a day) (25). At the MTD of 120 mg/kg/day, local skin concentrations reached extremely high levels (e.g., male: 51,367 ng/g; **Table 1**). Even with elevated systemic exposure in males at this dose (C_max_ 38.7 ng/mL, AUC_last_ 177 hr·ng/mL; accumulation ratio of 10.2) (**Table 2**), no drug-related changes were detected in hematological or biochemical parameters (including WBC, ALT, and AST), organ weights, or local skin reactions at any dose (**Supplementary Tables 3**–**5**). Collectively, these data suggest that topical MDI1228 is well tolerated with no detectable systemic or local toxicity under the tested conditions.

**Table 1:** Concentration of MDI1228 in rat skin homogenate following topical application.

Post-treatment day	Dose (mg/kg/day)	Sexual	Concentration of MDI1228 (ng/mL)	Concentration of MDI1228 in skin (ng/g)
Day15	20	Male	3820	19100
		Female	3540	17700
	40	Male	6013	30067
		Female	8583	42917
	120	Male	10273	51367
		Female	17000	85000

**Table 2:** Mean toxicokinetic parameters of MDI1228 in rat plasma following topical application.

Post-treatment day	Dose (mg/kg/day)	Sexual	C_max_ (ng/mL)	AUC_last_ (hr*ng/mL)
Day 1	20	Male	1.3	6.09
		Female	1.74	13.3
	40	Male	1.93	10.6
		Female	2.66	16.2
	120	Male	3.4	17.3
		Female	3.51	21.8
Day 14	20	Male	1.04	5.23
		Female	1.42	8.93
	40	Male	1.27	6.65
		Female	3.2	30.4
	120	Male	38.7	177
		Female	5.82	50.5
Day 14/Day 1	20	Male	0.796	0.86
		Female	0.815	0.674
	40	Male	0.661	0.627
		Female	1.2	1.88
	120	Male	11.4	10.2
		Female	1.66	2.31

C_Max_, maximum concentration; AUC_last_, area under the concentration-time curve (from the start to the last dosing time point).

Given the crucial role of dFBs in autoimmune dermatitis pathogenesis mediated by type I or type II cytokines (5, 6), we evaluated the anti-inflammatory effects of MDI1228 on dFBs stimulated by type I (IFNγ, IFNβ) and type II (IL4) cytokines. Western blot analysis showed that MDI1228 significantly suppressed STAT1 or STAT6 phosphorylation in human dFBs (hdFBs) stimulated by IFNγ, IFNβ, or IL4 at 0.1 µM. This inhibition reached 99% at 1 µM, outperforming the JAK1/3 inhibitor tofacitinib. In contrast, dexamethasone had no inhibitory effect on STAT phosphorylation (**Figures 1D–F**).

These results demonstrate that MDI1228 exhibits potent inhibitory activity against JAKs and suppresses type I/II cytokine-driven JAK-STAT signaling in human dFBs, without detectable cytotoxicity at the tested concentrations.

### 3.2 Topical MDI1228 ameliorates ACD- and AD-like skin inflammation in mice

To evaluate the therapeutic efficacy of MDI1228, 0.5% or 1% MDI1228 hydrogel (~1.05 or 2.10 mM; 12.5–50 mg/kg/day in mice corresponding to ~6.25–25 mg/kg/day safe in rats) (19), 1% hydrocortisone ointment (~2.76 mM), or a blank hydrogel were applied topically in DNFB-elicited ACD-like and MC903-induced AD-like dermatitis mouse models (**Figure 2A**). In the ACD model, MDI1228 treatment significantly ameliorated DNFB-induced clinical phenotypes, including erythema, crusting, and angiogenesis, as assessed by skin phenotyping and EASI scores (**Figures 2B, C**). H&E staining revealed that MDI1228 markedly reduced inflammatory cell infiltration in the dermis and dWAT (**Figures 2D, E**) and significantly suppressed epidermal acanthosis in ACD mice, without significantly affecting dermal thickening or edema compared to the control group (**Supplementary Figures 2A, B**). In contrast, hydrocortisone treatment appeared to exacerbate the inflammatory response. Mouse body weight, spleen weight, and lymph node weight remained unaltered across all treatment groups in ACD (**Supplementary Figures 2C–E**).

**Figure 2:**
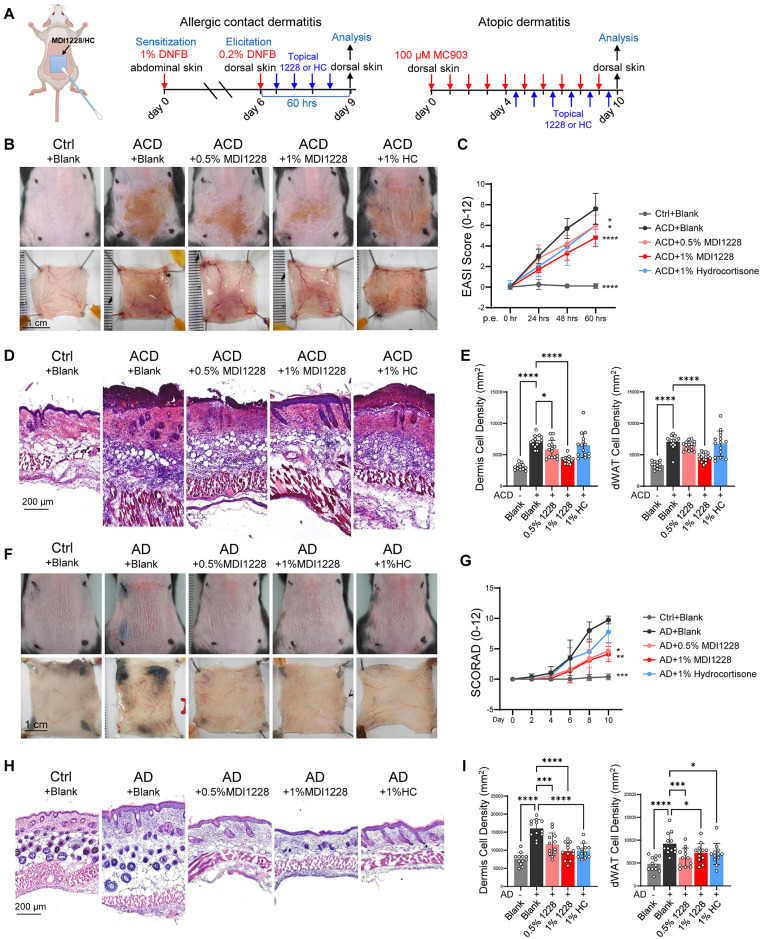
Topical MDI1228 ameliorates ACD- and AD-like skin inflammation in mice. **(A)** Overview of the experimental setting. ACD-like skin inflammation was triggered by sequential sensitization at Day 0 and elicitation at Day 6 of ACD by topical application of 1% or 0.2% DNFB on belly or dorsal skin as indicated. MDI1228 (0.5% or 1%), Hydrocortisone (1%) or blank hydrogel was topically applied on dorsal skin twice a day from 12 hrs to 48 hrs post-elicitation. Dorsal skin was collected at 60 hrs post-elicitation for analyses. AD-like skin inflammation was triggered by topical application of 100uM MC903 once a day from Day 0 to Day 10 on dorsal skin. MDI1228 (0.5% or 1%), Hydrocortisone (1%) or blank hydrogel was topically applied on dorsal skin once a day from Day 4 to Day 9. Dorsal skin was collected at Day 10 for analyses. **(B-E)** Representative dorsal skin images **(B)**, EASI scores **(C)**, H&E staining **(D)**, and the cell density of dermis or dWAT area **(E)** for each group at 60 hrs after ACD elicitation (n=4~5 or 12~15/group). **(F–I)** Representative dorsal skin images **(F)**, SCORAD index **(G)**, H&E staining **(H)**, and the cell density of dermis or dWAT area **(I)** for each group at Day 10 (n=4 or 12/group). All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

In the AD model, both MDI1228 and hydrocortisone effectively improved MC903-induced erythema, wrinkling, and angiogenesis (**Figures 2F, G**). Histologically, MDI1228 and hydrocortisone showed comparable efficacy in reducing inflammatory infiltration in the dermis and dWAT, as well as in decreasing epidermal, dermal and dWAT thickness (**Figures 2H, I**; **Supplementary Figures 2F, G**). Notably, hydrocortisone- but not MDI1228-treated mice exhibited significantly reduced body weight and spleen weight compared to the control (**Supplementary Figures 2H–J**), indicating systemic immunosuppressive effects of hydrocortisone under the same treatment regimen.

In summary, MDI1228 significantly alleviated ACD-like inflammation, outperforming hydrocortisone, while both agents showed comparable efficacy in ameliorating AD-like dermatitis.

### 3.3 MDI1228 directly suppresses pathogenic T cell responses *in vitro* and *in vivo*

While T cells drive the pathogenesis of both ACD and AD, the underlying mechanisms differ. ACD is primarily mediated by CD8^+^ cytotoxic T (Tc) cells (6, 9). In the ACD model, MDI1228 but not hydrocortisone significantly reduced the infiltration of CD8^+^ T cells, STAT1 phosphorylation, IFNγ secretion, and the expression of *Ifng*, *Il4*, and *Il17a* (**Figures 3A–C**). Recent studies have defined ACD as a mixed inflammatory condition involving Th1, Th2 and Th17 responses (1, 6, 26). Consistently, MDI1228, as a pan JAK inhibitor, exhibited broad spectrum anti-inflammatory activity by suppressing multiple cytokine pathways. Additionally, MDI1228 treatment reduced the expression of the natural killer (NK) cell marker *Gzma* (27), a finding of particular relevance as NK cells have also been identified as a major source of IFNγ in ACD (6, 28).

**Figure 3:**
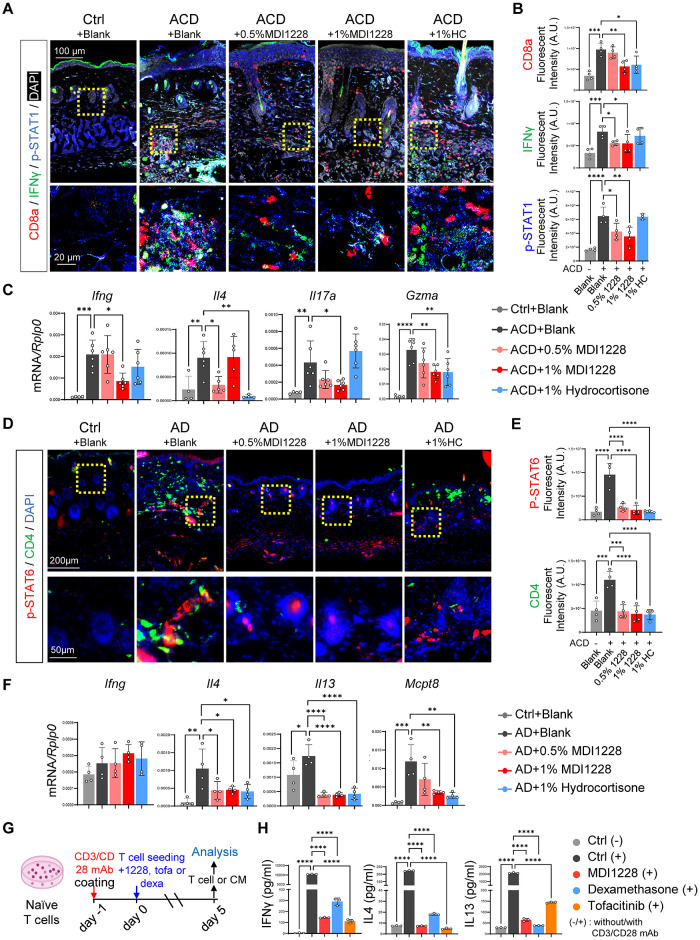
MDI1228 directly suppresses pathogenic T cell responses *in vitro* and *in vivo.* **(A, B)** Immunostaining **(A)** and the quantified fluorescent intensity **(B)** of ACD skin sections with anti-CD8a (red), anti-IFNγ (green) and anti-pSTAT1 (blue) antibodies, and nuclei were counter stained by DAPI (white). Zoom-in images were shown in the lower panel (n=4/group). **(C)** qRT-PCR analysis of the mRNA expression levels of indicated genes (ratios to HK gene *Rplp0* were shown, n=4~6/group). **(D, E)** Immunostaining **(D)** and the quantified fluorescent intensity **(E)** of AD skin sections with anti-pSTAT6 (red) and anti-CD4 (green) antibodies, and nuclei were counter stained by DAPI (blue). Zoom-in images were shown in the lower panel (n=4/group). **(F)** qRT-PCR analysis of the mRNA expression levels of indicated genes (ratios to HK gene *Rplp0* were shown, n=4/group). **(G)** Overview of the experimental setting. Naïve T lymphocytes stimulated with CD3/CD28 mAb were treated with 1 μM MDI1228, dexamethasone or tofacitinib for 5 days, and then supernatants were collected for analysis. **(H)** ELISA analysis of the expression levels of indicated proteins in T cell supernatants (n=3/group). All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

In contrast, AD is primarily triggered by Th2 and mast cell activation (29). Both MDI1228 and hydrocortisone significantly suppressed the infiltration of CD4*^+^* T cells, STAT6 phosphorylation, and IL4/IL13 secretion in AD skin, as shown by immunofluorescence staining (**Figures 3D, E**; **Supplementary Figures 3A**, **B**) and qRT-PCR analyses (**Figure 3F**). MDI1228 also downregulated the expression of *Mcpt8*, the marker of basophils, which are also critical producers of IL4 and IL13 in both AD and ACD (6, 30, 31).

To determine if MDI1228 acts directly on T cells, we assessed its effects on T cell differentiation and activation *in vitro* (**Figure 3G**). ELISA and flow cytometry demonstrated that in mouse T cells, MDI1228 suppressed the differentiation of CD8a^+^IFNγ^+^ Tc1 and CD4^+^IL4/IL13^+^ Th2 cells as well as the production of IFNγ, IL4, and IL13 with comparable efficacy to tofacitinib, and both JAK inhibitors were more effective than dexamethasone (**Figure 3H**; **Supplementary Figures 3C**–**E**). Similar effects were observed in human T cells (**Supplementary Figures 3F, G**). Moreover, both MDI1228 and tofacitinib inhibited the expression of the proliferation marker *MKI67* in human T cells (**Supplementary Figure 3G**).

In summary, these findings demonstrate that MDI1228 alleviates type I/II inflammation by directly impeding the activation, differentiation, and cytokine production of key pathogenic T cell subsets.

### 3.4 Transcriptomic profiling identifies dFB-derived CXCL9/10 and CCL2 as potential targets of MDI1228 in ACD and AD

To comprehensively investigate differences in the potential targets of MDI1228 and hydrocortisone, we performed bulk RNA-seq on lesional or non-lesional skin samples from mouse ACD and AD models, followed by KEGG pathway analysis of genes downregulated by each treatment. In ACD, MDI1228 treatment specifically downregulated genes associated with the JAK-STAT pathway, whereas hydrocortisone preferentially inhibited keratinocyte markers (e.g., *Krt16*, *Defb3*, *Defb4*) and antigen presentation genes (e.g., *H2-Aa*, *H2-Ab1*; **Figure 4A**; **Supplementary Figure 4A**). In AD, a substantial overlap of downregulated genes was observed between the two treatments (1,098 out of 2,591 genes; **Figure 4B**). Both MDI1228 and hydrocortisone suppressed JAK-STAT pathway-related genes. IL17 signaling pathway was also enriched among genes downregulated by both MDI1228 and hydrocortisone, including *Il6, Cxcl5, Mmp3 and Mmp13*. Although IL17 has also been reported to participate in AD disease pathogenesis (32–34), these pleiotropic genes are regulated by multiple inflammatory cascades, and their downregulation likely reflects broad-spectrum anti-inflammatory activity rather than specific Th17 inhibition. Moreover, MDI1228 specifically downregulated inflammation-associated fibroblast markers (e.g., *Saa3*, *Prg4*, *Fabp3*) (35–38), while hydrocortisone exhibited broader inhibition of *Tnc*, *Tslp*, *Krt16*, and *Krt17*, all of which are associated with epidermal keratinocyte activation and Th2 inflammation in AD (**Supplementary Figure 4B**) (39–42).

**Figure 4:**
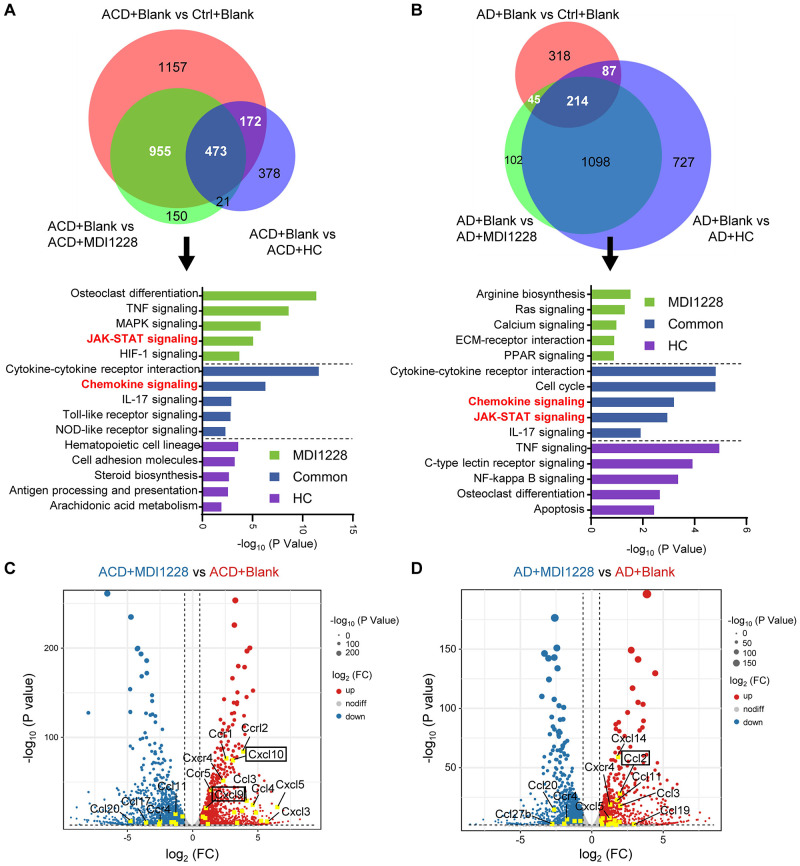
Transcriptomic profiling reveals molecular targets of MDI1228. **(A, B)** Venn diagram and KEGG pathway enrichment of down-regulated genes in the blank, MDI1228, or hydrocortisone-treated skin samples compared to the ACD **(A)** or AD **(B)** model skin samples analyzed by bulk RNA-seq. **(C, D)** Volcano plot of differentially expressed genes between MDI1228-treated group and ACD **(C)** or AD **(D)** group. Red dots indicate genes significantly upregulated in the ACD/AD group and blue dots indicate genes significantly downregulated in the ACD/AD group. The chemokine signatures are highlighted in yellow. Genes with |fold change| > 1.5 and p value < 0.05 are considered significant.

Beyond these distinct effects, both MDI1228 and hydrocortisone commonly suppressed genes involved in cytokine-cytokine receptor interaction and chemokine signaling pathways. Previous reports indicate that in ACD, IFNγ potently induces CXCL9/10/11 expression, which not only recruit type I T cells to inflamed tissues but also promotes naive T cell polarization toward a type I phenotype (6, 43). Conversely, in AD, CCL11, CCL17, and CCL22 are well-characterized Th2-type chemokines (44), and fibroblasts, keratinocytes, as well as various immune cells have been implicated in CCL2-mediated recruitment of Th2 cells and amplification of type II inflammation (45, 46). Notably, CCL2, CCL17, and CCL22 have each been reported to possess the capacity to directly induce Th2 generation or polarization (47, 48).

Volcano plots showed that MDI1228 treatment significantly inhibited CXCL9/10 in ACD and CCL2 in AD (**Figures 4C, D**). Single-cell transcriptomic analysis identified dFBs and macrophages as the principal cellular sources of CXCL9/10 in ACD and of CCL2 in AD (**Figures 5A–D**). In contrast, CCL17 and CCL22 were barely expressed in either condition and were not the major chemokines suppressed by MDI1228 in AD (**Figures 4D**, **5D**). 

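Dorsal skin of the AD model was profiled by single-cell RNA-seq in 1 Ctrl library and 1 AD library. The AD mice received 45 µL of 100 µM MC903, or 4.5 nmol per application, and both libraries were taken on day 10. MC903 is an analogue of vitamin D that induces AD-like dermatitis. Each condition has a single library and no replicates. No test was therefore made between the conditions, and every interval below is a 95% interval that covers counting error only, exact Poisson for summed UMIs and exact Clopper-Pearson for shares. The authors deposited the number of UMIs, or distinct transcript molecules, that Cell Ranger counted for each gene and each cell barcode with 10x 3′ chemistry, without normalization. The Ctrl library held 125184653 UMIs in 12598 barcodes and the AD library held 76106062 UMIs in 8778 barcodes, over 33904 genes. The paper states its sequencing depth as reads per cell, whereas all values here rest on UMIs. The filter of the methods keeps cells with 200 to 6000 genes and at most 10% mitochondrial UMIs. It removed 1199 Ctrl barcodes (9.52%) and 599 AD barcodes (6.82%). The 11399 Ctrl cells that remained had a median of 7813 UMIs and 2814 genes, and the 8179 AD cells had a median of 6330 UMIs and 2334 genes. Cells of both libraries were clustered together without batch correction, by the Leiden algorithm at a resolution of 1, on 2000 variable genes chosen after 62 genes, among them Ccl2 and its receptor, had been left out. Genes named only from rankings or as leading genes of clusters were not left out. The cell names of the study were not used here, so clusters were named again from lists of marker genes, and a difference from the study may come from these rebuilt names. The naming rule went through 5 versions while the marker tables of the clusters were in view. An earlier version left the largest AD cluster with dFB markers unnamed, and it was dropped with the knowledge that this cluster was high in Ccl2, so the naming was not blind to the result. Rebuilt dFBs numbered 5226 in Ctrl and 5474 in AD, macrophages 874 and 326, T cells 679 and 389, KCs 2262 and 412, and mast cells 138 and 46. Cluster 7, with dFB markers, and cluster 15, with T cell markers, stayed unnamed because their leading genes included markers of other types. Cluster 7 held 6.43% of the Ctrl cells and 0.0122% of the AD cells, and cluster 15 held 2.47% and 2.86%. Levels are given as CPM, the UMIs of a gene summed over the cells of a class and scaled by all UMIs of the same cells.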

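Ccl2 (ENSMUSG00000035385) lies on chromosome 11 from 82035571 to 82037453 in GENCODE M21 on GRCm38, the build that the methods name. The deposited gene list holds 1429 identifiers that this release lacks, so its own annotation is a different version. In dFBs, Ccl2 stood at 502 CPM in Ctrl (24719 UMIs, 496 to 509) and at 1805 CPM in AD (70217 UMIs, 1791 to 1818). The log2 ratio of AD over Ctrl was 1.85 (1.82 to 1.87). In macrophages, it stood at 568 CPM in Ctrl (547 to 589) and 1393 CPM in AD (1347 to 1439), a log2 ratio of 1.30 (1.22 to 1.37). Within AD, the level in dFBs was above that in macrophages by 0.37 on the log2 scale (0.32 to 0.42). This order reversed to −0.07 when each cell's own CPM was averaged over cells. It was also −0.07 with all deposited barcodes, where an AD cluster of 2304 cells with dFB markers stayed unnamed. Counting unnamed clusters with dFB markers as dFBs there, a choice made after seeing the data, gave 0.62. With the largest AD dFB cluster left unnamed, as under the dropped version of the naming rule, the order of dFBs over macrophages reversed to −0.39. The log2 ratio of AD over Ctrl in dFBs was then 1.09, and dFBs held 34.0% of the Ccl2 UMIs of AD. At least 1 Ccl2 UMI was found in 39.9% of Ctrl dFBs and 61.6% of AD dFBs, at median depths of 8785 and 6455 UMIs. The shares were 37.8% and 56.4% in macrophages, at 5022.5 and 6202.5 UMIs. T cells, which served as background, had shares of 10.5% and 20.1% at 2950 and 6189 UMIs. With every cell thinned to 1000 UMIs in 1 random draw, the shares were 17.1% and 35.7% in dFBs, 20.8% and 38.4% in macrophages, and 2.72% and 3.38% in T cells. Cells too shallow for the draw were left out, namely 92 and 325 dFBs, 53 and 32 macrophages, and 17 and 4 T cells. Of all Ccl2 UMIs in AD, 89.7% (89.5 to 90.0) lay in dFBs and 4.53% (4.39 to 4.68) in macrophages. These parts also depend on how many cells of each type were captured, since dFBs made up 66.9% of the AD cells. The alternative that moved the dFB ratio of AD over Ctrl most was clustering each library alone, which gave 3.71. There, clusters with dFB markers stayed unnamed, and counting them as dFBs, a choice made after seeing the data, gave 2.02. The dFB sub-clusters hardly mixed between the libraries, and the 3 sub-clusters with at least 20 cells in both held 2.56% of Ctrl dFBs and 12.9% of AD dFBs. Weighted by their shares in Ctrl, these 3 gave a log2 ratio of 1.07, but they moved both ways. From Ctrl to AD, Ccl2 fell from 2517 to 1415 CPM in sub-cluster 9 and rose from 57.7 to 562 CPM in sub-cluster 12 and from 169 to 3131 CPM in sub-cluster 16, which held 20 and 29 cells and was led by erythroid genes. Without sub-cluster 16, a choice made after seeing the data, the ratio was 0.17.

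**Figure D1:**
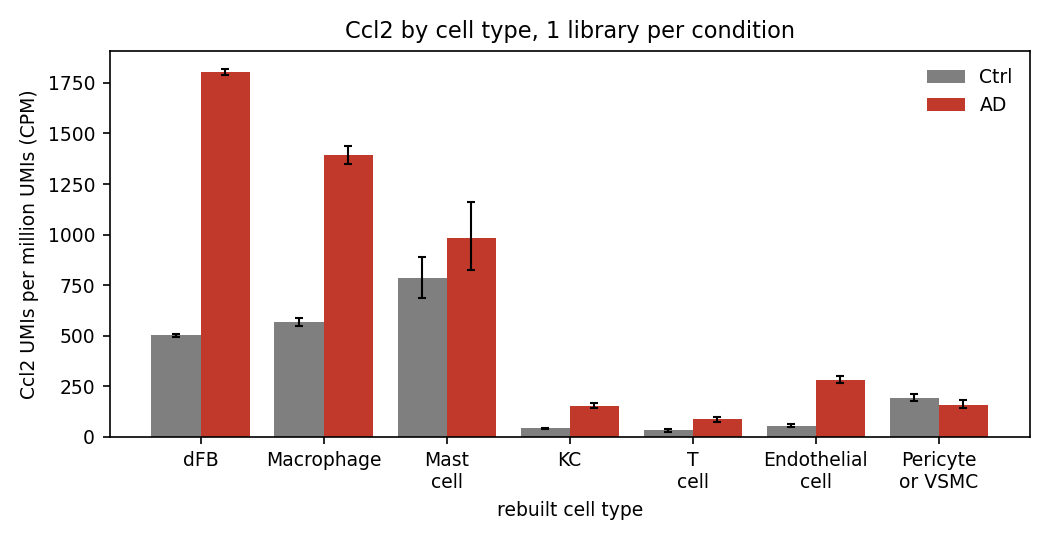
Ccl2 level (CPM, vertical axis) in 7 rebuilt cell types (horizontal axis) of the Ctrl library (grey) and the AD library (red), with exact Poisson 95% intervals that cover counting error only. The AD bar reaches 1805 CPM in dFBs and 1393 CPM in macrophages.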

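In AD macrophages, 32 of 326 cells (9.82%, 6.81 to 13.6) held a Ccl17 (ENSMUSG00000031780) UMI, against 11 of 874 (1.26%, 0.630 to 2.24) in Ctrl. Background shares in T cells were 0.771% and 0.147%. Thinning to 1000 UMIs moved the AD macrophage share most among the alternatives, to 3.06%, against 0.731% in Ctrl macrophages. The level in macrophages was 102 CPM in AD and 15.9 CPM in Ctrl, a log2 ratio of 2.69 (2.32 to 3.07). Rebuilt dendritic cells, 30 in Ctrl and 31 in AD, had a Ccl17 UMI in 33.3% and 77.4% of cells, or 10.3% and 22.6% after thinning. They held 54.9% of the Ccl17 UMIs of AD, and macrophages held 41.2%. Macrophage cluster 9, with 235 AD cells, shared the leading genes Cd74, H2-Aa and H2-Eb1 with the dendritic cell cluster. No cluster was named for Langerhans cells. Whether such cells or dendritic cells lie within the macrophage class was not tested. In dFBs, 0.292% of AD cells and 0.0765% of Ctrl cells had a Ccl17 UMI, below the T cell background. Ccl22 (ENSMUSG00000031779) lay mostly in the same dendritic cells, which held 89.7% (87.6 to 91.6) of its UMIs in AD. Its level there was 4040 CPM in Ctrl (3787 to 4305) and 1669 CPM in AD (1556 to 1787), a log2 ratio of −1.28 (−1.41 to −1.14). In macrophages, Ccl22 rose from 8.44 CPM (6.08 to 11.4) to 25.1 CPM (19.4 to 32.1), a log2 ratio of 1.57 (0.99 to 2.17), and it was found in 2.52% of Ctrl cells and 3.37% of AD cells, with overlapping intervals of 1.58 to 3.79 and 1.70 to 5.96, and in 0.487% and 1.36% after thinning. T cells gave 0 of 679 in Ctrl, which allows a share of up to 0.442%, and 1.03% in AD.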

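CellChat was not run here. Beside Ccl2, the dFBs of the AD library carried most UMIs of several other CC chemokine ligands. Ccl7 rose in dFBs from 573 CPM in Ctrl to 1938 CPM in AD, and dFBs held 91.8% (91.6 to 92.0) of the Ccl7 UMIs of AD. Ccl11 rose from 222 to 451 CPM, with 92.0% (91.6 to 92.4) of its AD UMIs in dFBs. Ccl19 moved the other way, from 369 CPM in Ctrl to 88.5 CPM in AD. Ccl8 was lower in AD dFBs as well, at 21.9 CPM against 41.0 CPM in Ctrl, and 55.8% of its AD UMIs lay in macrophages.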

Intercellular interaction analysis of individual gene sets confirmed that dFBs represent the primary cell cluster that sends chemotactic signals to T cells via the “CXCL” axis in ACD and the “CCL” axis in AD (**Supplementary Figures 4C, D**). Moreover, CellChat analysis and immunofluorescence staining further demonstrated that dFBs interact with T cells through the *Cxcl9/10-Cxcr3* axis in ACD or the *Ccl2-Ccr2* axis in AD (**Figures 5E, F**), with T cell infiltration observed around dFBs (**Figure 5G**). These findings suggest that, beyond conventional keratinocytes or immune cells such as macrophages, dFBs also contribute critically to T cell recruitment into skin lesions. 

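Ccr2 (ENSMUSG00000049103), the receptor of Ccl2, stood in T cells at 185 CPM in Ctrl (474 UMIs, 168 to 202) and 50.3 CPM in AD (139 UMIs, 42.3 to 59.4). The log2 ratio of AD over Ctrl was −1.88 (−2.16 to −1.60). A Ccr2 UMI was found in 29.0% of Ctrl T cells (25.6 to 32.6) and 18.0% of AD T cells (14.3 to 22.2), although the AD T cells were deeper. The dFBs, which served as background, had shares of 0.823% and 0.0913%. Thinning to 1000 UMIs gave 13.8% and 5.19% in T cells, and 0.0779% and 0% in dFBs. That 0 rests on 5149 dFBs. The alternative that moved the T cell ratio most, to −1.31, was clustering each library alone with unnamed clusters of T cell markers counted as T cells, a choice made after seeing the data. Cluster 15 had 10 T cell markers, Cd3e and Trdc among them, and Il17a among its leading genes. It stayed unnamed because Il7r and Icos, from the marker list of type 2 innate lymphoid cells, were also there. Its Ccr2 level was 280 CPM in Ctrl and 141 CPM in AD. Counting it as T cells, a choice made after seeing the data, gave a T cell ratio of −1.46. Macrophages had Ccr2 at 225 CPM in Ctrl (212 to 239) and 94.2 CPM in AD (82.7 to 107), a log2 ratio of −1.26 (−1.46 to −1.06). Ccr4 (ENSMUSG00000047898), a receptor of Ccl17 and Ccl22, stood in T cells at 31.9 CPM in Ctrl (25.4 to 39.6) and 73.4 CPM in AD (63.7 to 84.3), a log2 ratio of 1.20 (0.82 to 1.59). A Ccr4 UMI was found in 9.57% of Ctrl T cells (7.47 to 12.0) and 27.8% of AD T cells (23.4 to 32.5), which were deeper. After thinning to 1000 UMIs, the shares were 3.32% (2.09 to 4.99) and 6.49% (4.25 to 9.44), with intervals that overlap. In cluster 15, Ccr4 was lower in AD, at 22.8 CPM in Ctrl and 12.5 CPM in AD, with intervals that overlap.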

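KCs had Ccl2 at 41.2 CPM in Ctrl (39.1 to 43.5) and 154 CPM in AD (144 to 165), and held 1.12% (1.05 to 1.20) of the Ccl2 UMIs of AD. The dFB RNA in the droplets of AD KCs, estimated from dFB markers, would carry 53.4 CPM. Mast cells, with few cells, had 783 CPM in Ctrl (687 to 889) and 983 CPM in AD (825 to 1162). The log2 ratio in mast cells was 0.33 (0.01 to 0.64). Endothelial cells went from 55.0 to 283 CPM, a log2 ratio of 2.36 (2.12 to 2.61), where dFB RNA would carry 177 CPM in AD. That estimate is wide, from 4.27% to 24.3% of the dFB level, and its upper end would exceed the level measured. Skeletal muscle cells, 67 in Ctrl and 78 in AD, had 99.0 CPM (65.2 to 144) and 648 CPM (555 to 754). A Ccl2 UMI was found in 41.0% of these AD cells, or 24.0% after thinning to 1000 UMIs, and their dFB RNA was not estimated. In pericytes and vascular smooth muscle cells, the log2 ratio was −0.29 (−0.52 to −0.06), and it became 0.27 when cells called doublets were left out. The dFB RNA in these AD cells would carry 279 CPM, above the 159 CPM measured, so the ratio says little about the cells themselves. Rebuilt AD neutrophils had 1531 CPM, where dFB RNA would carry 187 CPM, but the UMIs came from 12 of 49 cells (24.5%, 13.3 to 38.9), or 14.3% after thinning to 1000 UMIs, so this level rests on few cells. The paper draws on the sources of Ccl2, the dFB to T cell interactions inferred for AD, and staining that showed T cells around dFBs. From these, it proposes that dFBs contribute to T cell recruitment into skin lesions, beside KCs and immune cells such as macrophages.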

Importantly, MDI1228 treatment reduced the transcriptional expression of *Cxcl9/10* and *Cxcr3* in ACD, as well as *Ccl2* and *Ccr2* in AD (**Figures 5H, I**).

**Figure 5:**
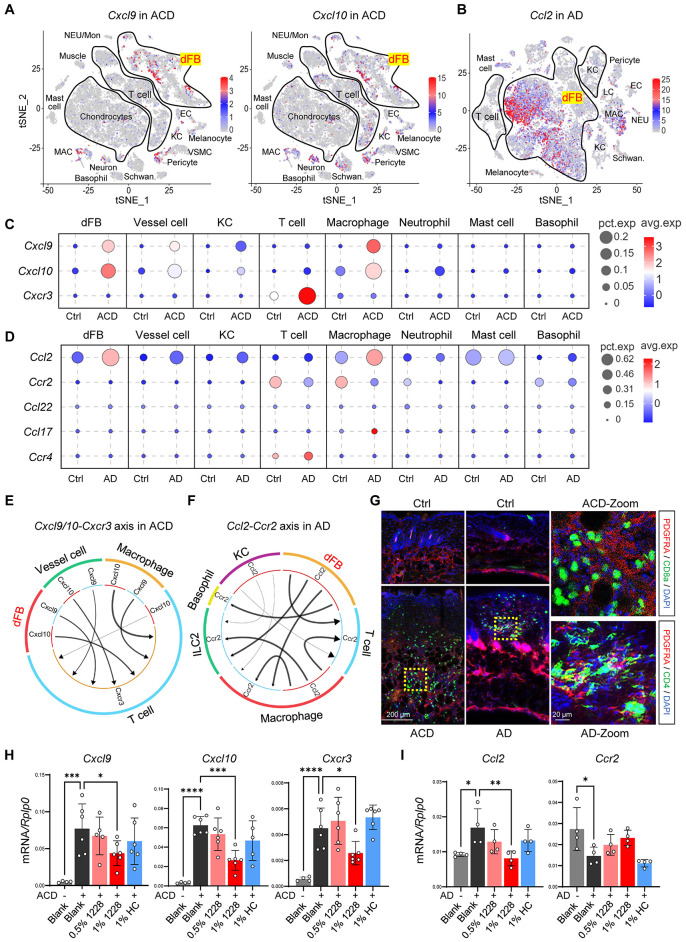
Single−cell transcriptomic analysis reveals the dFB−T cell interactions via chemokine axes in ACD and AD. **(A, B)** tSNE plots showing cell distribution or the expression of *Cxcl9/Cxcl10* in ACD skin **(A)** or *Ccl2* in AD skin **(B)**. **(C, D)** Bubble plots showing the expression of indicated genes for each cell cluster in ACD **(C)** or AD **(D)** skin. **(E, F)** Circle plot from cell-chat analysis showing the inferred intercellular communication network for *Cxcl9/Cxcl10-Cxcr3* signaling in the ACD skin **(E)** and *Ccl2-Ccr2* signaling in the AD skin **(F)**. Only interactions with probability > 1×10^-5^ and p value < 0.05 are shown. Line thickness indicates ligand expression level. The size of the dot at the line terminus indicates receptor expression level. **(G)** Immunostaining of the ACD or AD skin sections with anti-PDGFRA (red) and anti-CD8/CD4 (green) antibodies, and nuclei were counter stained by DAPI (blue). Zoom-in images were shown in the right panel (n=4/group). **(H, I)** qRT-PCR analysis of the mRNA expression levels of indicated genes in ACD **(H)** or AD skin (I, ratios to HK gene *Rplp0* were shown, n=4~6/group). All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *dFB*, dermal fibroblast; *MAC*, macrophage; *NEU*, neutrophil; *Mon*, monocytes; *VSMC*, vascular smooth muscle cell; *KC*, keratinocyte; *EC*, endothelial cell; *Schwan.*, Schwann cell.

Collectively, our transcriptomic analyses demonstrate that MDI1228 suppresses the production of CXCL9/10 in ACD and CCL2 in AD, thereby blocking dFB-T cell crosstalk in skin lesions. These findings highlight dFB-derived chemokine signaling as a potential therapeutic target for MDI1228 in both ACD and AD.

### 3.5 Single-cell dissection identifies distinct chemokine-producing fibroblast subsets in ACD and AD

Recent studies have established that dFBs are highly heterogeneous and comprise functionally distinct subsets in inflamed skin (45, 49, 50). 

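The dFBs of the Ctrl and AD libraries were clustered again together, from the cells of the clusters named dFB rather than from a cutoff on Pdgfra, with the same parameters as before. Sub-clusters were named from the paper's marker genes for the AD subsets and from short lists for each lineage, and the names below carry the suffix "like" because they are rebuilt. A marker counted when at least 10% of the cells of a sub-cluster had a UMI of it and its level, with 10 CPM added, was at least 2 times the lower quartile of the sub-clusters. At least 3 markers of a subset were required. This rule was the last of 4 versions, chosen from marker tables while Ccl2 was already known to lead an AD dFB cluster and the paper's claim was known. The 10% in place of 25% was chosen after working out that it would name the largest AD sub-cluster. Of 18 sub-clusters, 15 were named.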

To define the specific dFB subpopulations responsible for pathogenic chemokine production in ACD and AD, we performed unbiased sub-clustering of *Pdgfra^+^* dFBs in ACD and AD. Based on previously established dFB and adipocyte-lineage marker gene profiles (51–56), the dFB sub-clusters in ACD were defined as *Trps1^+^Lrig1^+^* papillary dFBs (PAP, r0), *Cyp4b1^+^Lrig1^hi^* reticular or papillary dFBs (RET/PAP, r1), *Ly6a^+^Icam1^+^* pre-adipocytes (pAd, r2), *Mfap5^+^Col14a1^+^* hypodermal interstitium adipocyte progenitors (HI-AP, r3), *Prdm1^hi^Trps1^hi^* peri-follicular dFBs (p.F, r4), *Fmo2^+^Mgp^+^* adipose regulatory cells (Areg, r5), and *Ly6a^+^Icam1^+^Ccl19^+^* inflammatory pre-adipocytes (inf. pAd, r6; **Figure 6A**; **Supplementary Figures 5A, B**). Among these, inf. pAd-r6 exhibited enrichment of *Cxcl9 and Cxcl10*, *Ifngr2*, and *Stat1* expression (**Figure 6B**; **Supplementary Figure 5C**). Steele et al. recently identified a conserved disease-adapted CCL19^+^CD74^+^HLA-DRA^+^ fibroblastic reticular cell (FRC)-like fibroblast subtype in human skin that highly expressed *CXCL9* during tissue injury and inflammation (49). Notably, inf. pAd-r6 in ACD similarly exhibited high expression of *Ccl19, Cd74*, and MHC-I-related genes such as *H2-K1* (**Supplementary Figures 5A, 5D**). Comparison of differentially upregulated genes between human CCL19^+^ FRC-like fibroblasts and inf. pAd-r6 in ACD revealed that both cell types shared similar IFNγ-downstream gene expression (e.g. *Cxcl9, Irf1, Ifitm3, and Psme2*) (57–59), as well as antigen presentation pathway-related genes (e.g. *B2m, H2-D1, H2-K1*, and *H2-Q4*; **Figure 6C**) (60). These findings defined inf. pAd-r6 as the principal dFB source of CXCL9/10 in ACD and identify this subset as the murine counterpart of a conserved pathogenic fibroblast population in human inflammatory skin diseases.

**Figure 6:**
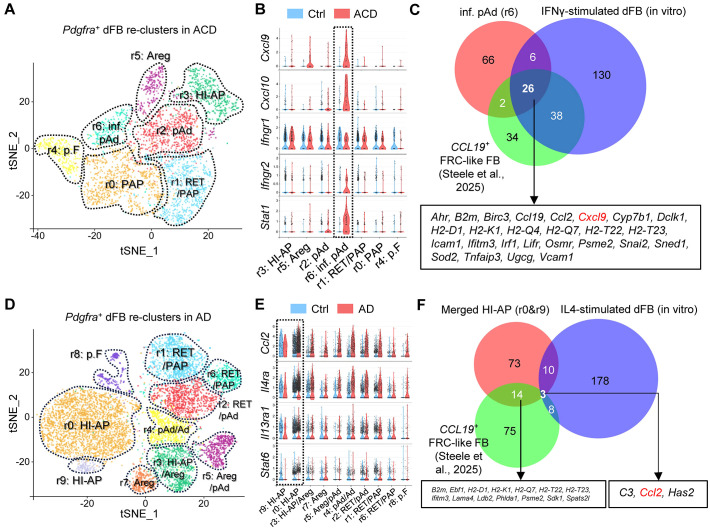
*Pdgfra^+^* dermal fibroblast reclustering reveals the primary sources of pathogenic chemokines in ACD and AD. **(A)** tSNE plots showing cell distribution of the *Pdgfra^+^* dermal fibroblasts after re-clustering in ACD. **(B)** Violin plots showing the expression of indicated genes across various dFB sub-populations in control and ACD samples. **(C)** Venn diagram comparing the top 100 differential expressed genes upregulated in *CCL19*^+^*CD74*^+^*HLA-DRA*^+^fibroblastic reticular cell-like fibroblasts (Steele et al., 2025), the top 100 genes enriched in r6: inflammatory pre-adipocytes in ACD, and the top 200 IFNγ-inducible genes in primary dFBs (*in vitro*). **(D)** tSNE plots showing cell distribution of the *Pdgfra^+^* dermal fibroblasts after re-clustering in AD. **(E)** Violin plots showing the expression of indicated genes across various dFB sub-populations in control and AD samples. **(F)** Venn diagram comparing the differential expressed genes upregulated in *CCL19*^+^*CD74*^+^*HLA-DRA*^+^fibroblastic reticular cell-like fibroblasts (Steele et al., 2025), the top 100 genes enriched in merged HI-AP cluster of r0 and r9 in AD, and the top 200 IL4-inducible genes in primary dFBs (*in vitro*). *HI-AP*, hypodermal interstitium adipocyte progenitor; *Areg*, adipogenesis-regulatory cell; *pAd*, pre-adipocyte; *inf. pAd*, inflammatory pre-adipocyte; *RET/PAP*, reticular and/or papillary dFB; *p.F*, peri-follicular dFB.

Similarly, we performed dFBs re-clustering in AD and identified multiple subsets, including *Mfap5^+^Col14a1^+^* HI-APs (r0/r9), *Cyp4b1^+^Lrig1^+^* RET/PAPs (r1/r6), *Cyp4b1^+^Icam1^+^* RET/pAds (r2), *Mfap5^+^Mgp^+^* HI-AP/Aregs (r3), *Icam1^+^Lpl1^hi^Pparg^hi^* pAd/Ads (r4), *Mgp^+^Apoe^+^* Areg/pAds (r5), *Fmo2^+^Mgp^+^* Aregs (r7), and *Prdm1^hi^Trps1^hi^* peri-follicular dFBs (r8; **Figure 6D**; **Supplementary Figures 5E, F**). 

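In the AD library, 2283 dFBs (41.7%, 40.4 to 43.0) were HI-AP-like, 1507 (27.5%) Areg-like and 977 (17.8%) peri-follicular-like, and 707 (12.9%) stayed unnamed. No AD dFB fell in a RET/PAP-like sub-cluster, but this depended on the setting, with 780 AD dFBs there with at least 500 genes and 1000 UMIs, 648 with all deposited barcodes, 643 at a resolution of 2.0 and 341 with each library clustered alone. The numbers of Areg-like and peri-follicular-like AD dFBs also depended on the setting. Among alternatives set in advance that clustered the cells anew, Areg-like ones went from 9 (a resolution of 0.5) to 1559 (doublets left out). Peri-follicular-like ones went from 159 (at least 500 genes and 1000 UMIs) to 995 (a resolution of 2.0). A pAd-like subset, absent under the reported settings, held 639 AD dFBs with doublets left out and 841 at a resolution of 0.5. It held 604 with the left-out genes put back. Under the reported settings, the unnamed AD dFBs lay mainly in sub-cluster 7 (669 cells), which passed for no subset. The HI-AP-like share rests on sub-cluster 0, with 1436 AD cells. It passed for Col14a1, Dpp4 and Sfrp4 but not for Mfap5, which the paper uses with Col14a1 to mark HI-APs. When a marker had to be found in 25% of the cells, an alternative chosen after seeing the data, sub-clusters 0 and 10 (425 AD cells) lost their names, the share was 7.71% and 271 AD dFBs were RET/PAP-like. Among alternatives set in advance, the share lay between 25.8% at a resolution of 2.0 and 47.6% with Ccl2 and the other genes left out before clustering put back among the variable genes. The leading genes of sub-cluster 0 included Cxcl13 and Cxcl10, and those of the HI-AP-like sub-cluster 11 included Ptgs2, Cxcl13 and Cxcl1, which are genes of inflammation as well as of lineage. The small HI-AP-like sub-cluster 17, with 28 Ctrl and 5 AD cells, had Cd52 and Ptprc, genes of immune cells, among its leading genes, after Plac8, Smpd3 and Cxcl13. The subset shares of the libraries were not compared, since the markers that define the subsets differ between the libraries.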

*Ccl2*, *Il4ra*, *Il13ra1*, and *Stat6* transcripts were enriched in HI-AP-r0 (**Figure 6E**; **Supplementary Figure 5G**). 

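In AD, HI-AP-like dFBs had Ccl2 at 3035 CPM (3006 to 3064) and all other dFBs at 1139 CPM (1126 to 1152), a log2 ratio of 1.41 (1.39 to 1.44). A Ccl2 UMI was found in 69.8% of HI-AP-like and 55.8% of other AD dFBs, at median depths of 6247 and 6768 UMIs. The ratio stayed above 0 under every alternative that gave it, from 0.49 with all deposited barcodes, the one that moved it most, to 2.01 with each library clustered alone. With all deposited barcodes, an AD cluster of 2304 cells with dFB markers stayed unnamed, so it was not among the dFBs compared. Within the HI-AP-like dFBs of AD, the level was 5617 CPM (5534 to 5700) in sub-cluster 11, 2412 CPM in sub-cluster 0 and 740 CPM in sub-cluster 10, whose cells had a median of 1208 UMIs. The Areg-like sub-clusters 3 and 9, at 1845 and 1415 CPM, stood between sub-clusters 0 and 10. The unnamed sub-cluster 16, with 29 AD cells, stood above sub-cluster 0, at 3131 CPM. In Ctrl, HI-AP-like dFBs had 971 CPM (958 to 984) and the others 143 CPM (139 to 148). Il4ra (ENSMUSG00000030748) stood at 229 CPM in HI-AP-like and 196 CPM in other AD dFBs, a log2 ratio of 0.23 (0.16 to 0.29). Its level was higher in the Areg-like sub-cluster 3, at 305 CPM (292 to 318), than in the HI-AP-like sub-clusters 11, at 273 CPM (255 to 292), and 0, at 226 CPM (216 to 235). Il13ra1 (ENSMUSG00000017057) stood at 82.9 and 74.5 CPM, a log2 ratio of 0.15 (0.05 to 0.26), and at 91.2 CPM in the unnamed dFBs. Stat6 (ENSMUSG00000002147) stood at 38.5 and 35.7 CPM, a log2 ratio of 0.11 (−0.05 to 0.26) that includes 0. Between the libraries, Il4ra rose in dFBs with a log2 ratio of 0.99 (0.93 to 1.04), whereas Il13ra1 differed by less than counting error and Stat6 was lower in AD, at −0.16 (−0.26 to −0.06).

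**Figure D2:**
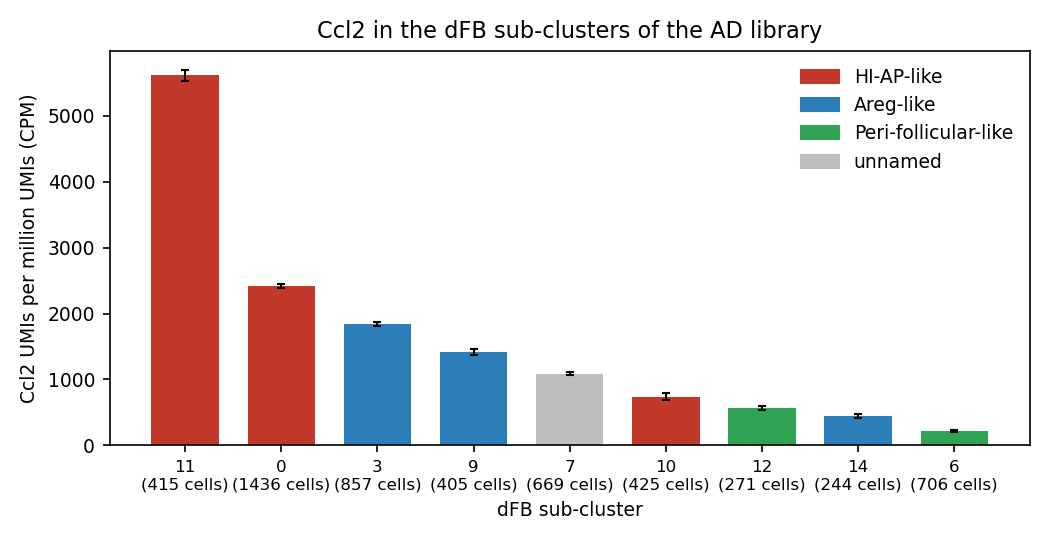
Ccl2 level (CPM, vertical axis) in the dFB sub-clusters with at least 100 cells in AD (horizontal axis, with the number of AD cells), coloured by rebuilt subset, with exact Poisson 95% intervals that cover counting error only. The HI-AP-like sub-clusters 11, 0 and 10 stand at 5617, 2412 and 740 CPM.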

In human AD skin, COL6A5^+^COL18A1^+^ fibroblasts have been reported as major producers of CCL2 (45). Interestingly, in mouse AD, only HI-AP-r9 exhibited a *Col6a5^+^Col18a1^+^* transcriptional signature (**Supplementary Figure 5H**). 

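Col6a5 (ENSMUSG00000091345) was rare in AD dFBs, with 10 UMIs in 5474 cells. Of these, 7 lay in HI-AP-like and 3 in other dFBs, a log2 ratio of CPM of 2.11 (−0.02 to 4.69) that includes 0. Col18a1 (ENSMUSG00000001435) was lower in HI-AP-like than in other AD dFBs, at 4.83 CPM against 16.7 CPM, a log2 ratio of −1.79 (−2.18 to −1.41). No counterpart of the paper's HI-AP-r9 was identified among the sub-clusters, so these pooled values do not speak to that cluster alone. Both transcripts were found together in 0 of 2283 HI-AP-like AD dFBs, where 0.142 cells would be found if the transcripts were independent, so that 0 follows from their rarity and says nothing about shared expression. They were found together in 2 of the 5474 AD dFBs, with 0.594 under independence, and these 2 cells lay in the Areg-like sub-cluster 9 and in the unnamed sub-cluster 7. In Ctrl, 18 of 5226 dFBs had both, with 18.7 under independence, and 10 of them lay in the HI-AP-like sub-cluster 1. Between the libraries, the log2 ratio of AD over Ctrl in dFBs was −2.25 (−3.38 to −1.27) for Col6a5 and −2.71 (−2.85 to −2.57) for Col18a1.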

We therefore merged HI-AP-r0 and r9 and compared their differentially upregulated genes with those of CCL19^+^ FRC-like FBs. This analysis revealed that only a limited set of IL4-inducible genes, including *Ccl2*, were commonly upregulated in both FB populations, while both subsets also shared high expression of antigen presentation genes (e.g. *B2m, H2-D1, H2-K1, H2-Q7, H2-T22*, and *H2-T23*; **Figure 6F**). These observations suggest that the pathogenic phenotype of key fibroblast subsets in mouse and human AD may depend on additional pro-inflammatory signals beyond IL4.

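Of the 6 antigen presentation genes named here, 3 were higher in HI-AP-like than in other AD dFBs by more than counting error. B2m stood at 937 and 651 CPM, a log2 ratio of 0.52 (0.49 to 0.56), H2-K1 at 468 and 368 CPM, a ratio of 0.35 (0.30 to 0.39), and H2-T23 had a ratio of 0.50 (0.40 to 0.59). H2-D1, at 634 and 623 CPM, had a ratio of 0.02 (−0.01 to 0.06), and H2-Q7 had 0.20 with an interval that includes 0. H2-T22 was lower, at −0.52 (−0.71 to −0.33). With all deposited barcodes, B2m reversed to −0.35, H2-K1 to −0.36 and H2-T23 to −0.01, and with each library clustered alone, H2-K1 reversed to −0.11 (−0.16 to −0.05) and H2-T23 to −0.04 (−0.15 to 0.07). In both settings, large AD clusters with dFB markers stayed unnamed and were not among the dFBs compared. Among the 14 genes that Figure 6F places in both populations but outside the IL4-inducible set, 6 were higher, 4 were lower and 4 did not differ beyond counting error. Among the 3 IL4-inducible genes of that figure, Ccl2 and Has2 were higher, Has2 at 0.55 (0.45 to 0.65), and C3 was lower at −0.72 (−0.75 to −0.69). The list of CCL19+ FRC-like genes and the IL4-inducible genes of cultured dFBs come from other data, which were not used here.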

Together, our single-cell dissection identifies an IFNγ-responsive *Cxcl9/10^+^* inflammatory preadipocyte subset in ACD and an IL4-responsive *Ccl2^+^* HI-AP population in AD as the principal dFB sources of key T cell chemokines, both of which mirror conserved pathogenic fibroblast subsets reported in human inflammatory skin diseases.

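HI-AP-like dFBs held 53.0% (52.6 to 53.4) of all Ccl2 UMIs of the AD library, Areg-like dFBs 22.2% (21.9 to 22.5), unnamed dFBs 12.1% (11.9 to 12.3) and peri-follicular-like dFBs 2.41% (2.31 to 2.52). Sub-clusters 0 and 11 alone held 29.6% and 22.5%. These parts follow the rebuilt names, and the naming rule was set after the marker tables had been seen. In Ctrl, HI-AP-like dFBs held 67.9% (67.3 to 68.4) of the Ccl2 UMIs.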

### 3.6 MDI1228 suppresses dermal fibroblast-derived chemokines to block pathogenic T cell polarization

To determine whether MDI1228 inhibits type I or type II cytokine-induced chemokine expression, we treated human or mouse primary dFBs with 0.1-10 μM MDI1228, dexamethasone, or tofacitinib following IFNγ or IL4 stimulation. At the transcriptional level, MDI1228 more effectively inhibited IFNγ-induced *CXCL9* and *CXCL10* expression in human dFBs than tofacitinib or dexamethasone, particularly at lower concentrations (0.01 µM and 0.1 µM; **Figure 7A**). However, no significant differences between MDI1228 and tofacitinib were observed in suppressing IL4-induced *CCL2* expression (**Figure 7B**). In mouse dFBs, 1 μM MDI1228 suppressed IFNγ-induced *Cxcl9* and *Cxcl10* expression by over 90%, respectively. In contrast, only10 μM tofacitinib achieved over 90% inhibition of *Cxcl10* but showed no obvious inhibition of *Cxcl9* (**Figure 7C**). The two drugs exhibited comparable inhibition of IL4-induced *Ccl2* expression (**Figure 7D**). The differential drug potency between mouse and human cells may be attributable to species variations in JAK protein sequences and conformational changes (15).

**Figure 7:**
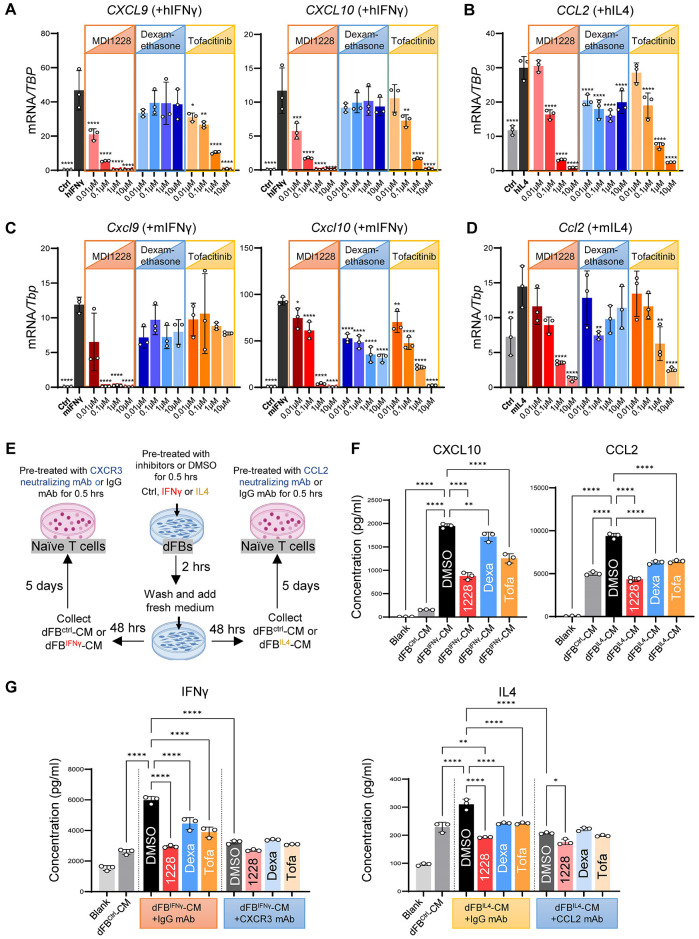
MDI1228 disrupts fibroblast-T cell crosstalk via chemokine signaling *in vitro.* **(A, B)** Human dFBs were pre-treated with MDI1228, tofacitinib or dexamethasone (0.01 μM, 0.1 μM, 1 μM, or 10 μM) for 30 min and then treated with hIFNγ **(A)** or hIL4 **(B)** for 24 hrs. Control or cytokine-treated samples were subjected to qRT-PCR analysis of indicated gene mRNA expression (n=3/group). **(C, D)** Mouse dFBs were pre-treated with MDI1228tofacitinib or dexamethasone (0.01 μM, 0.1 μM, 1 μM, or 10 μM) for 30 mins and then treated with mIFNγ **(C)** or mIL4 **(D)** for 24 hrs. Control or cytokine-treated samples were subjected to qRT-PCR analysis of indicated gene mRNA expression (n=3/group). **(E)** Experiment scheme for collection of IFNγ or IL4-primed dFB conditioned medium (dFB^IFNγ^-CM or dFB^IL4^-CM) or control dFB^ctrl^-CM to stimulate naïve T cells. Primary dFBs were pre-treated with 1% DMSO, MDI1228, dexamethasone and tofacitinib for 30 mins and then treated with IFNγ or PBS control for 2 hrs. Cells were washed twice with PBS then replenished with fresh medium without IFNγ or IL4 for additional 48 hrs, and CM was collected for the 5-day-co-culture with T cells pre-treated by CXCR3 or CCL2 neutralizing antibody for 30 mins. **(F)** ELISA analysis of CXCL10 or CCL11 expression levels in dFB^ctrl^-CM, dFB^IFNγ^-CM or dFB^IL4^-CM (n=3/group). **(G)** Naïve T lymphocytes pre-treated with CXCR3 or CCL2 neutralizing antibody were stimulated with dFB^ctrl^-CM, dFB^IFNγ^-CM or dFB^IL4^-CM, and cell supernatants were collected for ELISA analysis of IFNγ or IL4 protein expression (n=3/group). All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Next, to determine if MDI1228 impairs T cell pro-inflammatory polarization by inhibiting dFB-derived chemokines, we collected conditioned medium from mouse dFBs pre-treated with drugs and stimulated with IFNγ or IL4 (dFB^IFNγ^-CM or dFB^IL4^-CM) for co-culture with naïve T cells that had been pre-incubated with neutralizing antibodies against CXCR3 or CCL2 (**Figure 7E**). ELISA analysis showed that MDI1228 uniquely reduced both CXCL10 in dFB^IFNγ^-CM and CCL2 in dFB^IL4^-CM (**Figure 7F**), and these CMs contained no detectable IFNγ or IL4 that could interfere with T cell differentiation (**Supplementary Figure 6A**). Subsequently, compared with dFB^Ctrl^-CM, dFB^IFNγ^-CM and dFB^IL4^-CM significantly enhanced T cell production of IFNγ and IL4, respectively, and these effects were effectively blocked by pre-treating dFBs with MDI1228 or pre-treating T cells with neutralizing antibodies against CXCR3 or CCL2 (**Figure 7G**). In co-culture assays using human dFB-derived CM, hdFB^IFNγ^-CM similarly promoted the expression of *TBX21* (a key type I T cell transcription factor) and *IFNγ*, whereas dFB^IL4^-CM failed to induce consistent Th2 activation (**Supplementary Figures 6B, C**), likely due to the high basal expression of CCL2 in unstimulated human dFBs.

Delgocitinib is an established topical pan-JAK inhibitor approved for the treatment of atopic dermatitis and chronic hand eczema (61, 62). We therefore compared the anti-inflammatory activity of MDI1228 and delgocitinib in mouse dFBs. qRT-PCR analysis showed that at the same concentration, MDI1228 was more effective than delgocitinib in suppressing IFNγ-induced *Cxcl9* and *Cxcl10.* For example, at 1 μM, MDI1228 achieved 93.8% inhibition of *Cxcl9* compared to 63.8% for delgocitinib, whereas both drugs comparably inhibited IL4-induced *Ccl2* (**Supplementary Figures 6D, E**). Consistent with these transcriptional data, ELISA of drug-treated dFB-CM revealed that MDI1228 reduced CXCL10 in dFB^IFNγ^-CM to a slightly lower level than delgocitinib, while CCL2 levels in dFB^IL4^-CM were comparable between the two drugs (**Supplementary Figures 6F, G**). Functionally, the co-culture assays further demonstrated that both MDI1228 and delgocitinib blocked T cell production of IFNγ or IL4 through the CXCR3 and CCL2 pathways (**Supplementary Figure 6H**). To further exclude the possibility that residual drug carryover could directly influence T cells, we also performed a drug-only wash control. Cell-free wells were supplemented with MDI1228 or delgocitinib and subjected to the same washing and medium-exchange procedure (**Supplementary Figure 6F**). The resulting control media did not affect T cell production of IFNγ or IL4 (**Supplementary Figure 6H**), confirming that the observed effects were mediated by dFB-conditioned medium rather than residual drug carryover.

These results demonstrate that beyond directly targeting T cells, MDI1228 inhibits IFNγ-induced CXCL10 secretion in ACD and IL4-induced CCL2 secretion in AD from dFBs, thereby blocking the polarization of pathogenic T cells.

### 3.7 Repeated topical MDI1228 administration for 14 days exhibits minimal systemic adverse effects

Prolonged use of topical glucocorticoids is associated with local and systemic adverse effects, including skin atrophy, telangiectasia, and immunosuppression (63). Although long-term safety data for topical JAK inhibitors are limited, current evidence indicates a relatively favorable safety profile (64). To evaluate the systemic safety of MDI1228, we applied 1% MDI1228 hydrogel or hydrocortisone ointment topically to mouse dorsal skin for 14 consecutive days (**Figure 8A**). Phenotypic analysis revealed that hydrocortisone induced systemic toxicity, evidenced by reduced weight of spleen and lymph nodes, thinning of leg bones, dWAT atrophy, and excessive collagen deposition (**Figures 8B–G**). In contrast, MDI1228 treatment did not produce these adverse effects under the same regimen. Transcriptomic and qRT-PCR analyses further showed that hydrocortisone significantly downregulated genes involved in immune responses, adipocyte differentiation, WNT/TGFβ signaling, and ECM/fibrosis, whereas repeated MDI1228 application showed minimal impact on these pathways (**Figures 8H, I**; **Supplementary Figure 7A**).

**Figure 8:**
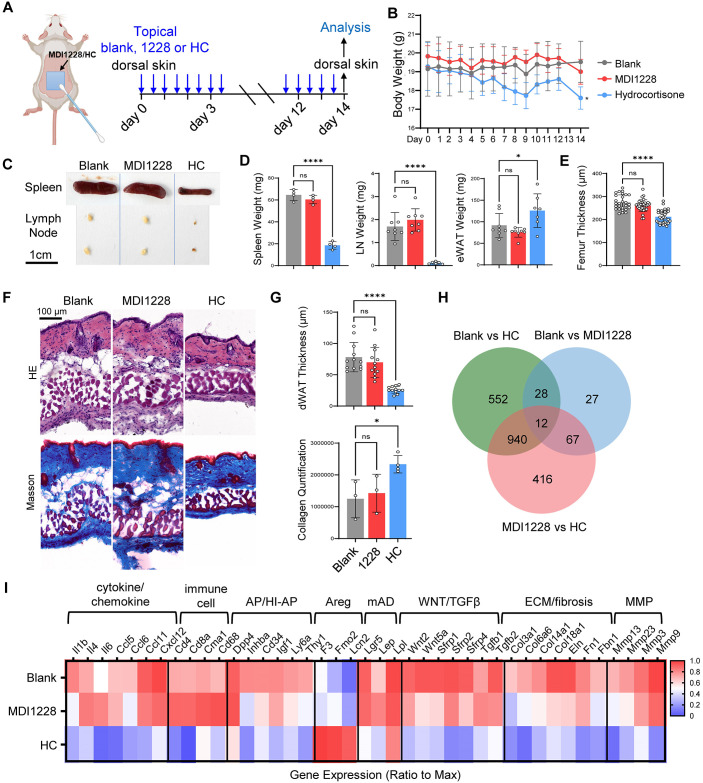
Repeated topical MDI1228 administration for 14 days demonstrates a favorable safety profile. **(A)** Overview of the experimental setting. 1% MDI1228, hydrocortisone or blank hydrogel was topically applied on dorsal skin twice a day for 2 weeks. Dorsal skin and immune organs were collected at day 14 for analyses. **(B)** Body weight of the mice for each group from day 0 to day 14 (n=4/group). Comparisons were performed between blank group and each other group via two-way analysis of variance. **(C-E)** Representative images **(C)**, quantified results showing weight **(D)** of spleens, lymph nodes or eWATs and femur thickness **(E)** for each group at day 14 (n=4, 8 or 36/group). **(F-G)** H&E staining and masson staining **(F)** of skin sections for each group at day 14. Quantified results **(G)** showing the dWAT layer thickness (n=12/group) and the collagen expression (n=3~4/group) mouse skin. **(H)** Mouse skin for each group was subjected to RNA-seq analysis. Venn diagram comparing differential genes in Ctrl vs HC, Ctrl vs 1228 or MDI1228 vs HC groups. **(I)** Heat map of indicated gene expressions in mouse skin for each group by RNA-seq analysis. All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Collectively, these results indicate that topical application of MDI1228 for 14 consecutive days does not elicit systemic immunosuppression or tissue atrophy, supporting its favorable safety profile.

## 4 Discussion

In this study, we developed MDI1228, a novel topical pan-JAK inhibitor, and demonstrated its therapeutic efficacy in both ACD-like and AD-like dermatitis mouse models. Mechanistically, MDI1228 exerts dual actions by directly suppressing pathogenic T cell differentiation and activation and by indirectly disrupting dFB-T cell crosstalk through the inhibition of dFB-derived chemokine production, specifically CXCL9/10 in the Tc1 -driven ACD and CCL2 in the Th2-driven AD. MDI1228 also exhibited a favorable local safety profile with minimal systemic adverse effects after 2-week topical administration, although direct evidence for a ‘soft drug’ mechanism is currently lacking. These findings position dFB-derived chemokine axes as a therapeutic target across these two distinct autoimmune skin inflammations and highlight the potential of MDI1228 as a safe and effective treatment option.

Traditionally viewed as passive structural components, dFBs are now recognized as dynamic immunomodulators that actively shape the inflammatory microenvironment. Upon activation by IFNγ or IL4/IL13, dFBs secrete chemokines and cytokines that recruit and retain pathogenic immune cells, amplifying inflammation in psoriasis, vitiligo, and lupus (5–7, 10, 35, 50, 65–67). Our findings demonstrate that MDI1228 potently suppresses JAK-STAT signaling in dFBs, inhibiting the production of CXCL10 in IFNγ-stimulated cells and CCL2 in IL4-stimulated cells. This dual blockade is particularly significant given that single-cell studies identify dFBs as the primary source of these chemokines in inflammatory skin diseases (5, 6, 50). These findings have led to the proposal that targeting aberrantly activated dFBs could be a promising therapeutic strategy for treating inflammatory and autoimmune dermatitis.

A key finding of our study is the role of disease-specific chemokine pathways in promoting T-cell polarization. The CXCL9/CXCL10-CXCR3 axis critically regulates Type I immune recruitment and activation (68–71). In ACD, IFNγ-activated dFBs drive CD8^+^ Tc1 polarization via CXCL10, creating positive feedback loops that amplify tissue damage (6), which aligns with reports implicating this axis in vitiligo and contact dermatitis pathogenesis (50, 69). In contrast, the chemokine landscape in AD is distinct, with CCL2 emerging as a dominant mediator in our model. CCL2 has been shown to directly induce Th2 polarization of CD4^+^ T cells, promoting the secretion of IL2, IL4 and IL5 while inhibiting IFNγ production (72, 73). However, accumulating evidence indicates that CCL2 can also drive Th1 and CD8^+^ T cell responses under other inflammatory conditions. Neutralization of CCL2 or genetic ablation of its receptor CCR2 has been shown to impair Th1 immunity in models of viral myocarditis and pulmonary fungal infection (74, 75). Additionally, during viral infection, CCL2 is required for CD8^+^ T cell recruitment and activation (76). These observations highlight how the function of a single chemokine can be reshaped by the prevailing cytokine environment, emphasizing the importance of targeting disease-specific chemokine axes therapeutically.

It is important to note that MDI1228 is a non-selective pan-JAK inhibitor. It’s *in vivo* efficacy likely reflects combined effects on multiple skin-resident cells. In addition to dFBs, JAK inhibition also attenuates chemokine production in keratinocytes, endothelial cells, and immune cells, which contribute to inflammatory signaling in skin lesions. For instance, ruxolitinib and tofacitinib have been reported to suppress CCL2 and CXCL9/10/11 expression in macrophages from rheumatoid arthritis or IFNβ stimulation (77, 78). Additionally, delgocitinib alleviates AD by inhibiting the production of CCL26 and CXCL6 in IL4/IL13-triggered keratinocytes (79). Thus, the therapeutic effects of MDI1228 may involve coordinated suppression across multiple cell types. Nevertheless, our single-cell analyses consistently identify dFBs as the predominant source of CXCL9, CXCL10, and CCL2 in ACD and AD, supporting a primary role for stromal cells in orchestrating T cell recruitment and polarization. 

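In the Ctrl library of the AD experiment, 80.9% (80.5 to 81.4) of the Ccl2 UMIs lay in dFBs, 9.25% (8.92 to 9.58) in macrophages and 4.62% (4.39 to 4.86) in KCs. The dFB part in AD depended on the naming of clusters, and 3 alternatives set in advance gave 32.9% (all deposited barcodes), 69.5% (a resolution of 2.0) and 79.2% (each library clustered alone) of the Ccl2 UMIs. In all 3, large AD clusters with dFB markers stayed unnamed. The largest, with 2304, 764 and 919 AD cells, had a marker of Schwann cells among their leading genes, and at a resolution of 2.0 others with 592 and 137 AD cells had genes of erythroid cells and of type 2 innate lymphoid cells there. With all unnamed clusters of dFB markers counted as dFBs, chosen after seeing the data, the parts were 87.5%, 90.4% and 89.9%.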

We cannot exclude indirect effects on T cells via macrophages or other antigen-presenting cells, a question that warrants future cell-type-specific deletion studies.

Although MDI1228 is designed as a pan-JAK inhibitor, we cannot exclude potential off-target effects. Several JAK inhibitors are known to interact with kinases beyond the JAK family (80). For instance, tofacitinib has been reported to inhibit TRPM6 and PKN2 in addition to its primary JAK targets (81), while ruxolitinib still inhibits at least 12 kinases at ≥50% activity (82). AZD1480, originally a JAK2 inhibitor, also potently inhibits FGFR3 (83). Thus, off-target FGFR inhibition is not uncommon among JAK-targeted compounds. Although often considered an undesirable liability, concurrent inhibition of FGFR and JAK-STAT may confer benefits in prostate cancer and colorectal cancer (84, 85). These observations raise the possibility that simultaneous FGFR and JAK inhibition is being actively pursued as a rational therapeutic strategy. Nevertheless, the transcriptional profiles identified in this study indicate that topical application of MDI1228 does not significantly modulate the FGFR signaling pathway in mouse skin. Additionally, LTK is unlikely to contribute significantly, as its expression in dFBs is minimal. Therefore, while acknowledging the multi-target nature of MDI1228, our data support JAK pathway inhibition in dFBs as the dominant mechanism in ACD and AD.

Systemic JAK inhibitors, while highly efficacious, carry boxed warnings for serious infections, herpes zoster reactivation, venous thromboembolism, malignancies, and major adverse cardiovascular events (86). In contrast, topical JAK inhibitors such as ruxolitinib and delgocitinib offer targeted therapy with substantially reduced systemic side effects. Clinical trials consistently report primarily mild application-site reactions (e.g., acne, erythema, folliculitis), with systemic events such as upper respiratory tract infections occurring at rates comparable to placebo (87). In our rat toxicokinetic study, topical MDI1228 demonstrated a favorable safety profile. Noticeable drug accumulation occurred only at 120 mg/kg/day (corresponds to a human equivalent topical dose of ~19.4 mg/kg/day), with no drug-related changes in hematological parameters, organ weights, or local skin reactions. For clinical context, 1.5% ruxolitinib applied to ≤20% BSA (~1.84 mg/kg/day) produces a geometric mean steady-state plasma concentration of 14.2 nM (~14.4 ng/mL) (25). Using the FDA-recommended body surface area conversion factor (mouse to human: 12.3) (19), the therapeutic mouse doses of 25–50 mg/kg/day correspond to human equivalent topical doses of ~1.0-4.1 mg/kg/day, at which the systemic exposure of MDI1228 (C_max_=1.04~3.2 nM) is expected to be comparable to that of ruxolitinib (C_max_=3.98 ± 3.5 nM) (87). Critically, marked accumulation occurred only at 120 mg/kg/day, accompanied by a supra−proportional exposure increase from 40 to 120 mg/kg/day (26.6−fold AUC increase for a 3−fold dose increase in males) and a skin/plasma ratio exceeding 1,300−fold, indicating a skin depot−driven mechanism rather than systemic clearance saturation. Thus, the accumulation is a dose−specific phenomenon rather than a general concern for repeated application. Collectively, MDI1228 exhibits a safety profile consistent with that of approved topical JAK inhibitors at clinically relevant doses, combining effective local targeting with no detectable toxicity.

Our study has several limitations. First, our findings are derived primarily from murine ACD and AD models, which may not fully recapitulate human disease. Human cell validation was limited to cultured dFBs and T cells, and clinical evidence for JAK inhibitors in ACD remains sparse compared to AD. Second, while single-cell and spatial analyses support dFB-T cell crosstalk, definitive causal relationships and the *in vivo* contribution of CXCL9/10-CXCR3 and CCL2-CCR2 signaling require cell type-specific genetic approaches or chemokine receptor blockade studies. Third, the specific contribution of individual JAK isoforms to the therapeutic effects of MDI1228 remains to be determined. Fourth, MDI1228 likely acts on multiple JAK-expressing cell types *in vivo*; without conditional knockouts or targeted delivery, we cannot definitively attribute its efficacy solely to T cells and dFBs. Fifth, toxicokinetic evaluation was performed in rats whereas pharmacodynamic efficacy was assessed in mice, creating a species mismatch. Although rats are standard for dermal absorption (88, 89), future studies should quantify MDI1228 concentrations in mouse skin to directly correlate local exposure with efficacy. Sixth, treatment for ACD was initiated 12 hrs. after elicitation. ACD is a classic delayed−type hypersensitivity reaction in which inflammation typically peaks at 48~96 hrs. post−elicitation in both mice and humans (90–92). Thus, our treatment window preceded the peak inflammatory response, making this an early−intervention rather than a true therapeutic model. Future studies should include later treatment initiation of MDI1228 and employ alternative sensitizers to better mimic clinical settings. Finally, our acute inflammation models do not address chronic relapsing disease or potential tachyphylaxis.

## 5 Conclusion

In conclusion, this study identifies dFBs as central regulators of chemokine-mediated T cell polarization in autoimmune dermatitis and demonstrates that selective inhibition of dFB-derived chemokine signaling represents an effective therapeutic strategy. By delineating distinct chemokine axes in ACD (CXCL9/10-CXCR3) and AD (CCL2-CCR2), and revealing their sensitivity to JAK inhibition, we establish MDI1228 as a potent and safe topical pan-JAK inhibitor. Single-cell dissection identified the IFNγ-responsive *Cxcl9/10^+^* inflammatory preadipocytes in ACD and the IL4-responsive *Ccl2^+^* HI-APs in AD as the principal dFB sources of pathogenic chemokines, and these dFB subpopulations are conserved in human inflammatory skin diseases. MDI1228 effectively suppresses JAK-STAT signaling in both T cells and dFBs, thereby disrupting pathogenic dFB-T cell crosstalk while preserving tissue homeostasis and avoiding the adverse effects associated with prolonged glucocorticoid use. The broad applicability of JAK-STAT blockade in fibroblast activation suggests potential utility extending beyond ACD and AD to other autoimmune conditions including psoriasis, lupus erythematosus, and chronic urticaria, where similar cytokine-driven stromal-immune interactions drive pathology.

## Data Availability

The data presented in the study are deposited in the GEO database, accession number GSE224848 and GSE308391.

# Supplementary material for: MDI1228, a topical pan-JAK inhibitor, disrupts dermal fibroblast-T cell chemokine crosstalk to resolve allergic contact and atopic dermatitis
**Source:** Front Immunol. 2026 Jul 20;17:1875876. doi: 10.3389/fimmu.2026.1875876
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

**
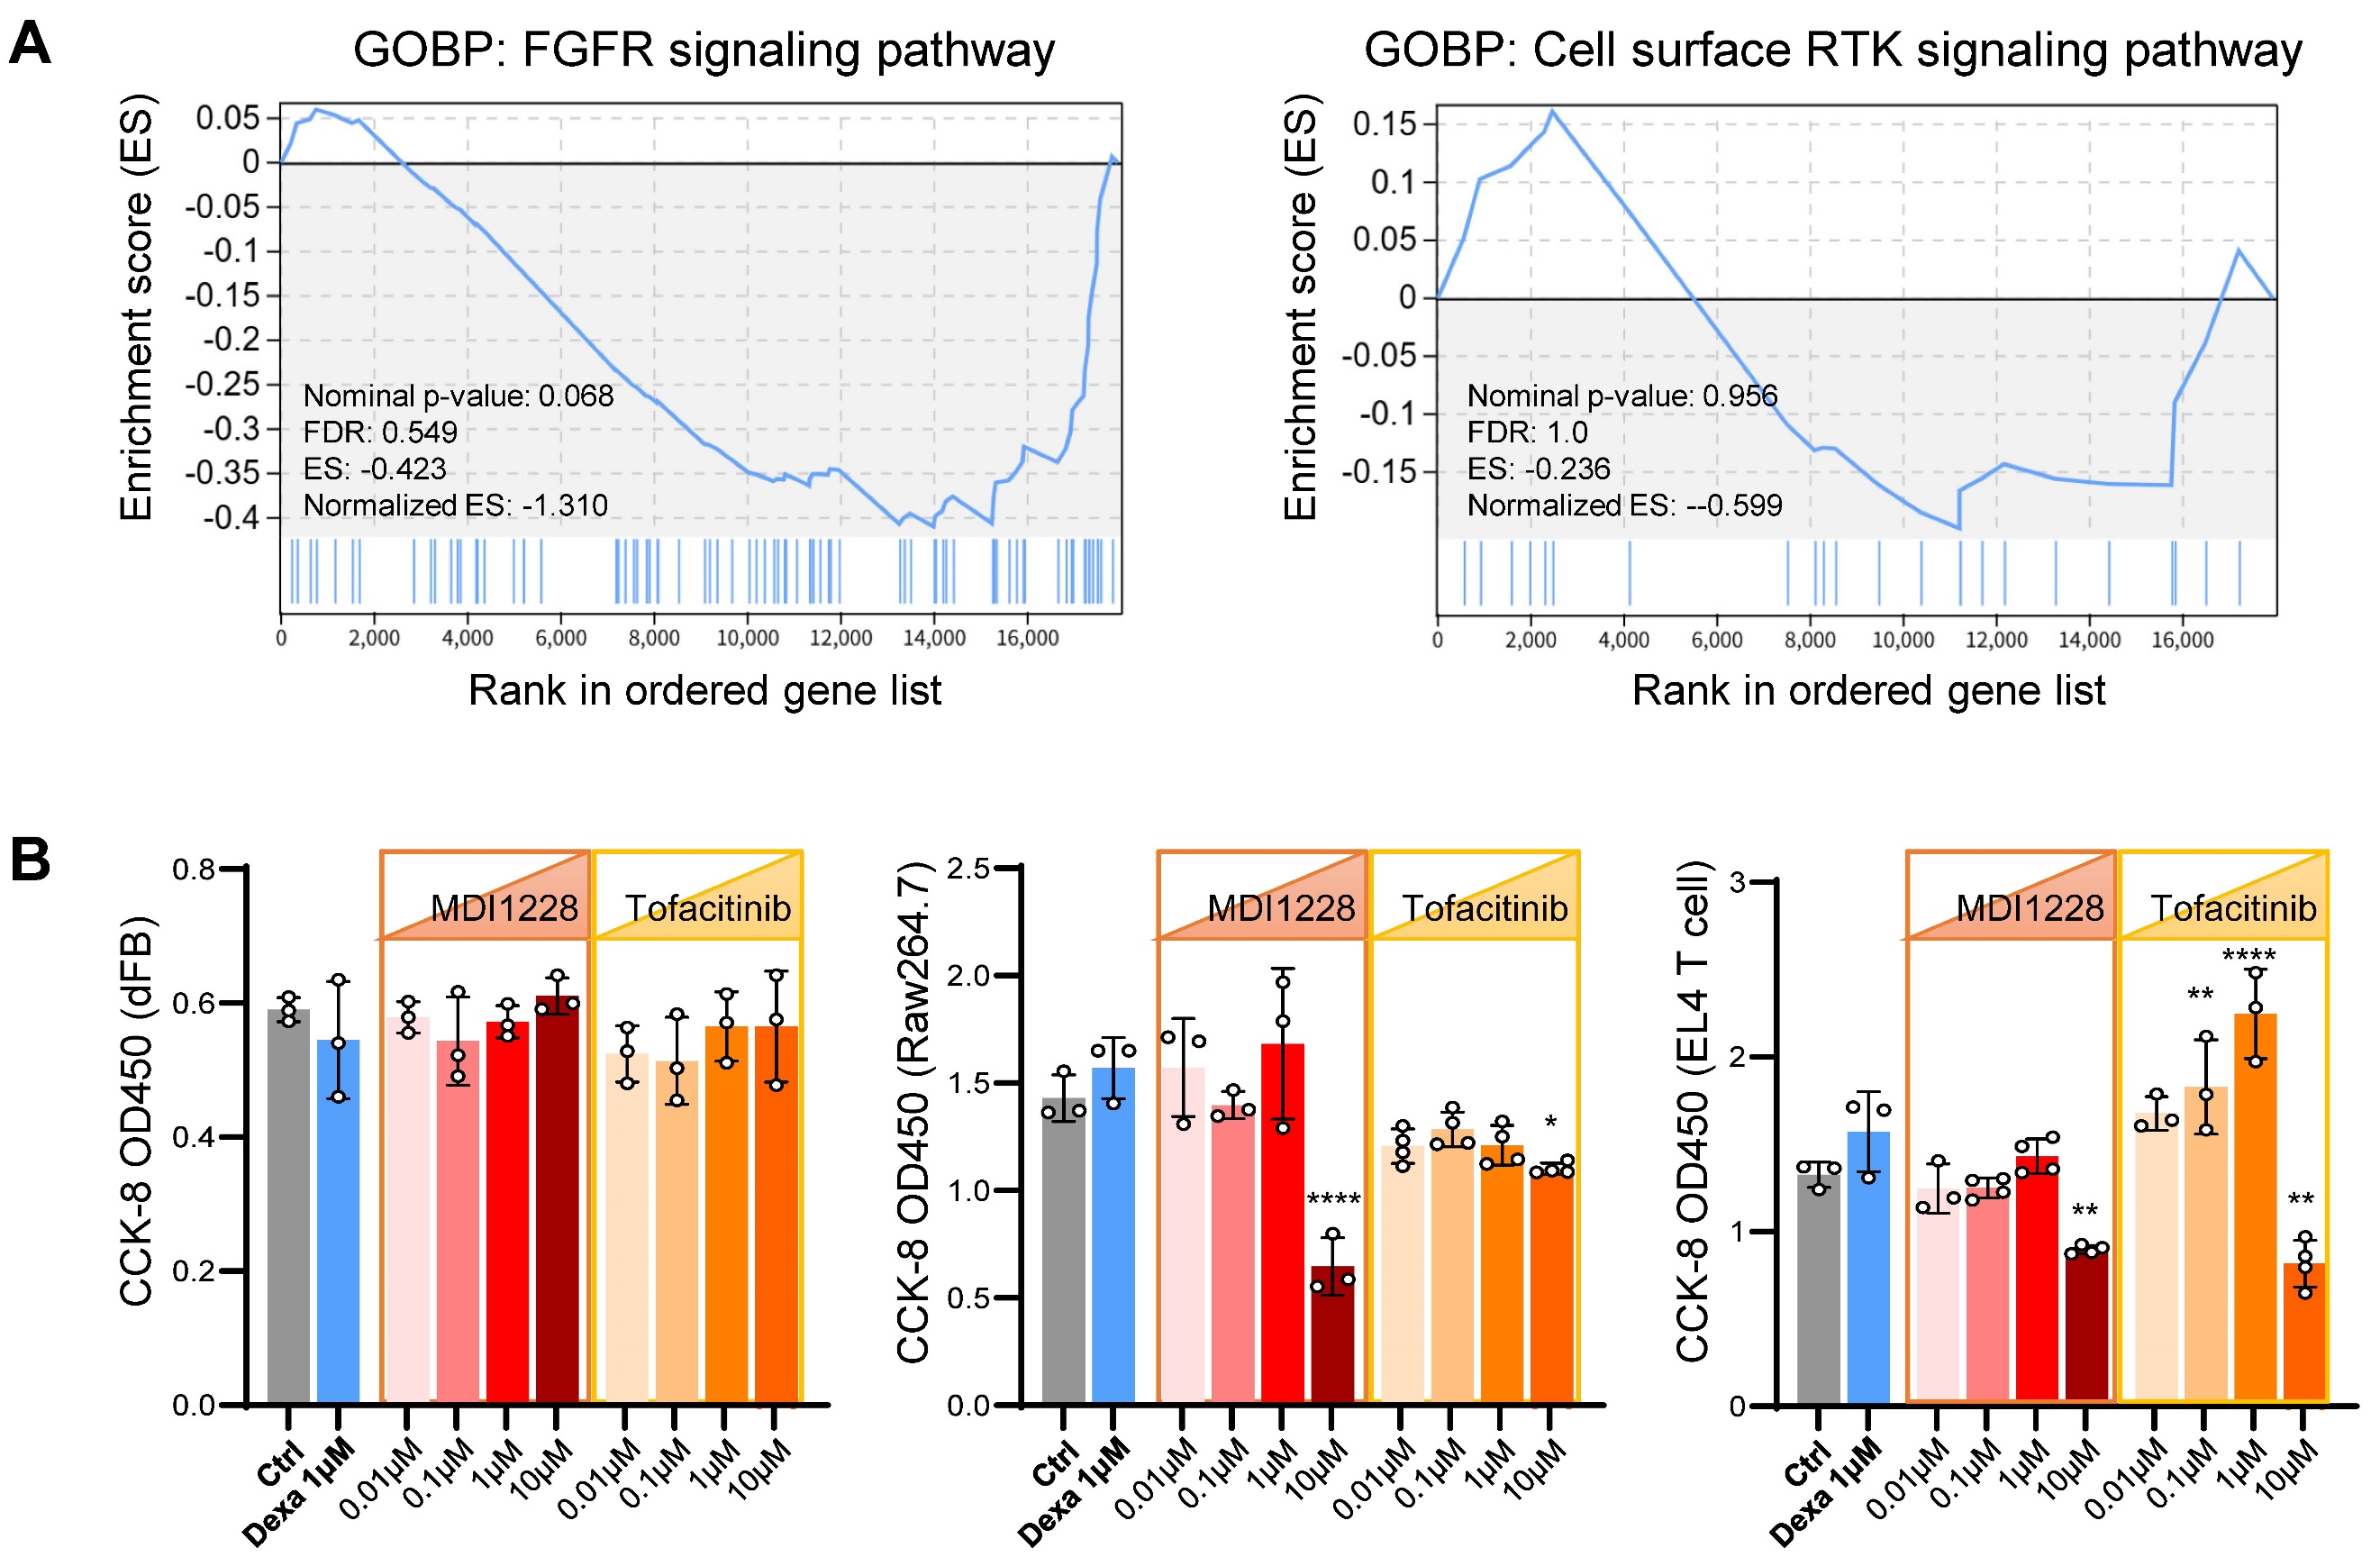
**

**Figure S1. Evaluation of pharmacological activity and in vitro toxicity of MDI1228**

(**A**) Gene Set Enrichment Analysis (GSEA) of GO Biological Process terms reveals activation of FGFR and cell surface RTK signaling pathways by MDI1228 in mouse skin after 14‑day topical treatment. Differentially expressed genes between MDI1228‑treated and blank vehicle‑treated mouse skin (n=4/group) were ranked by signal‑to‑noise ratio.

(**B**) CCK-8 assay of MDI1228 in dFBs, Raw264.7 macrophages or EL4 T cells. dFBs, Raw264.7 or EL4 cells were treated by MDI1228, tofacitinib (0.01 μM, 0.1 μM, 1 μM or 10 μM) or dexamethasone (1 μM) at a cell density of 80%, and OD450 was measured at 24 hrs post-treatment. Comparisons were performed between control and each group via one-way analysis of variance.

All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

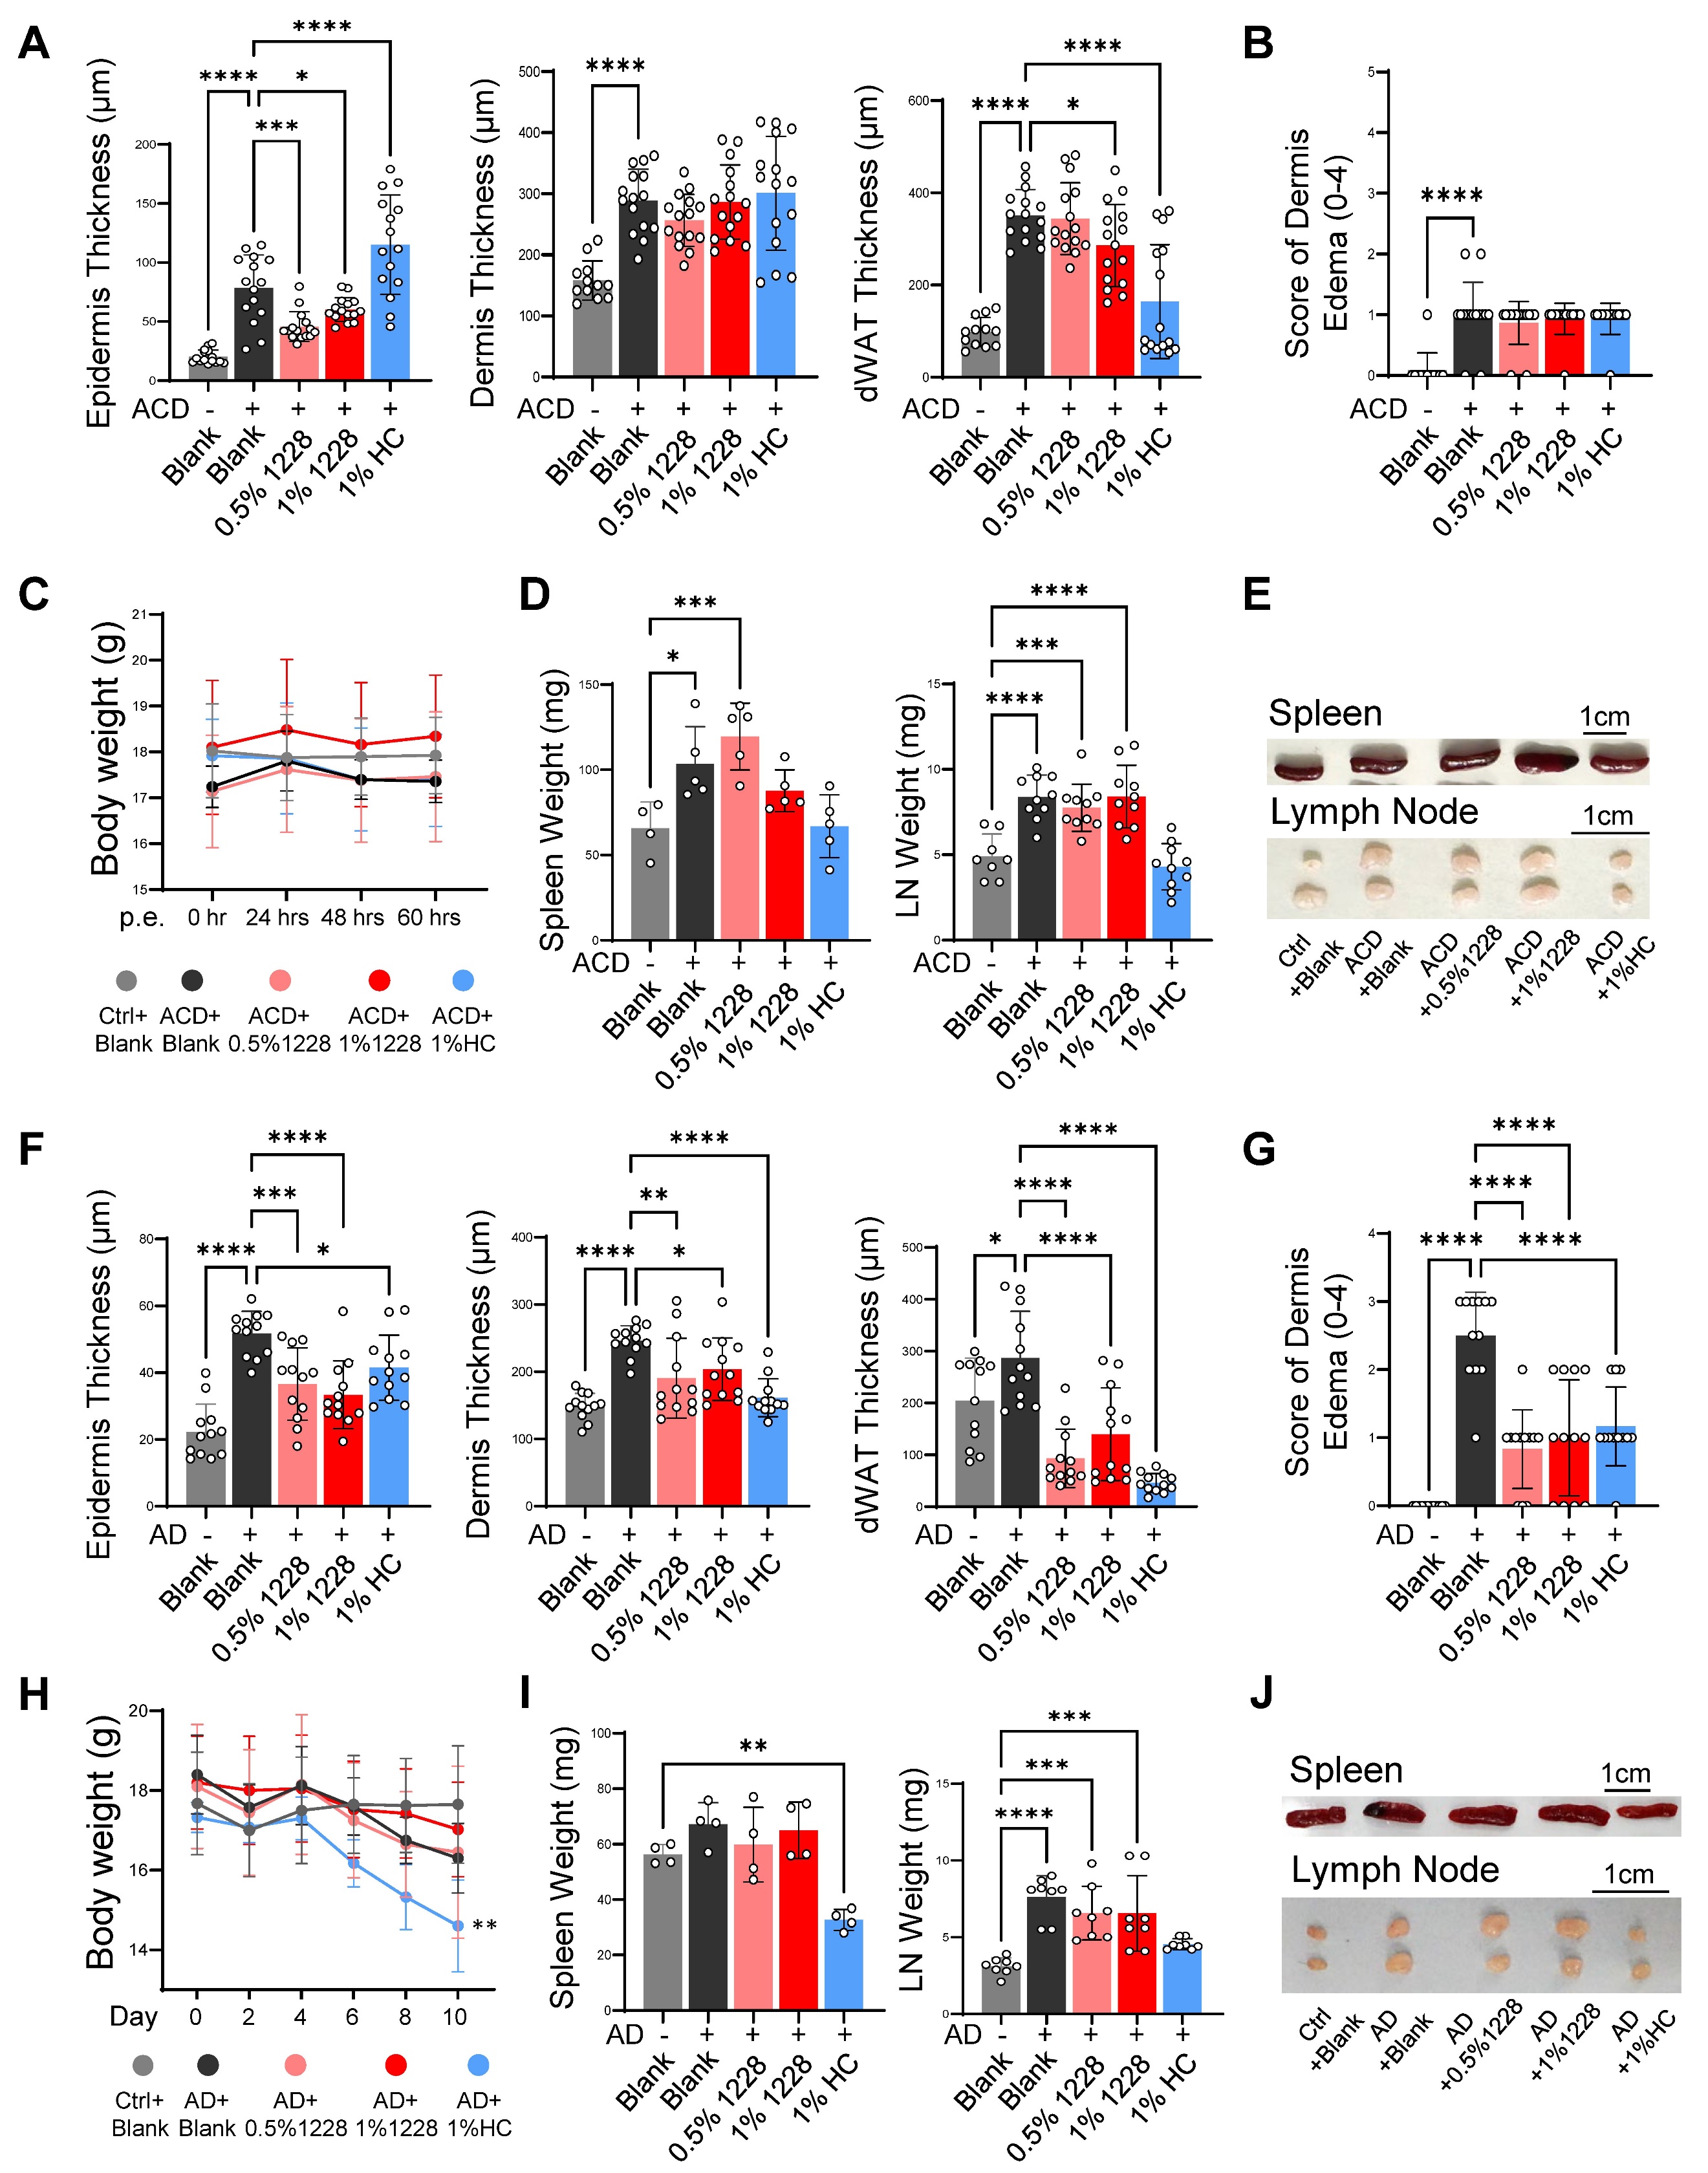

**Figure S2. Systemic and skin histomorphometric parameters of MDI1228 in ACD and AD**

(**A-B**) Quantification of the thickness of epidermis, dermis and dWAT (A) and score of dermis edema (**B**) in ACD skin sections for each group at 60 hrs after elicitation (n=12~15/group).

(**C**) Body weight of the mice for each group from 0 hr to 60 hrs post-elicitation (n=4~5/group).

(**D-E**) Weight (**D**) and representative images (**E**) of mouse spleens and lymph nodes for each group at 60 hrs post-elicitation (n=4~5 or 8~10/group).

(**F-G**) Quantification of the thickness of epidermis, dermis and dWAT (**F**) and score of dermis edema (**G**) in AD skin sections for each group at Day 10 (n=12/group).

(**H**) Body weight of the mice for each group from day 0 to day 10 after MC903 stimulation (n=4/group).

(**I-J**) Weight (**I**) and representative images (**J**) of mouse spleens and lymph nodes for each group at Day 10 (n=4 or 8/group).

All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**
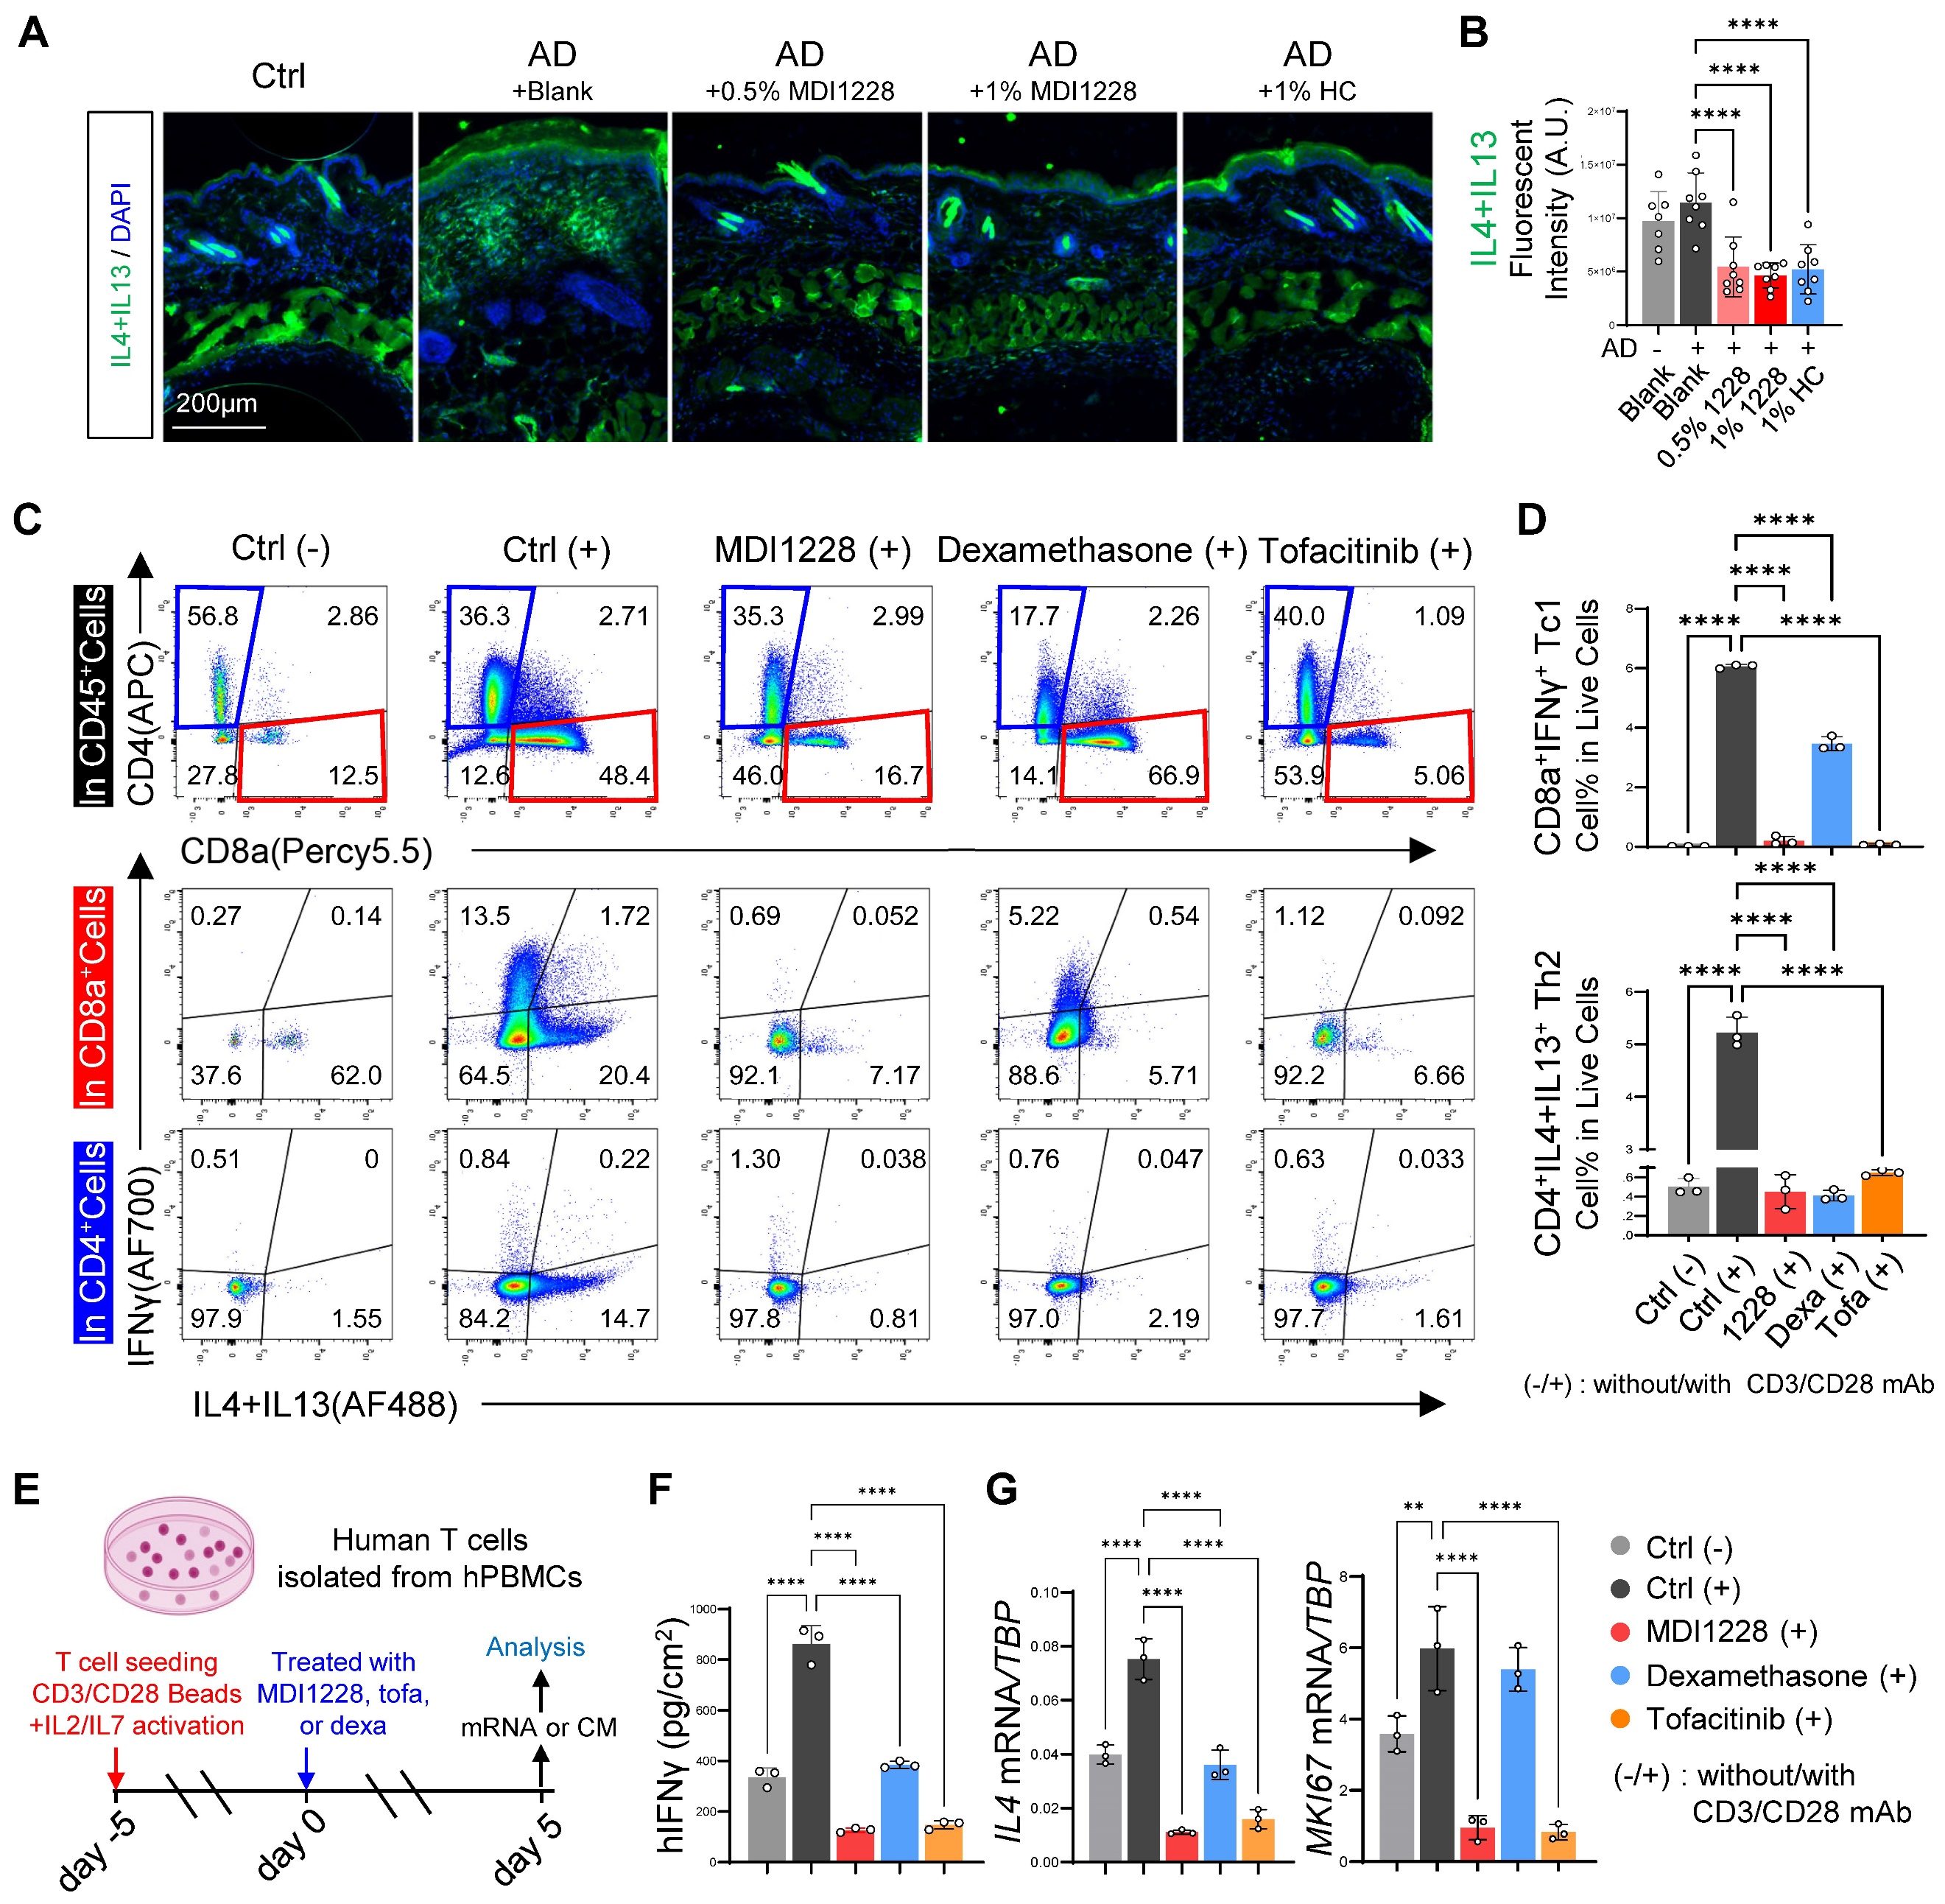
**

**Figure S3. MDI1228 suppresses T cell responses in vitro and in vivo**

(**A-B**) Immunostaining (**A**) and quantified results (**B**) of AD skin sections with anti-IL4+IL13 antibodies (green) and DAPI (blue, n=6/group).

(**C-D**) T cell samples were collected as shown in figure 3G. FACS plots (**C**) and quantified bar graphs (**D**) showing the percentage of CD4+ or CD8+ T cells (up panel), or the percentage of IFNγ+IL4/13- or IFNγ-IL4/13+ in CD4+ (middle panel) and CD8a+ (right panel) T cells in control (without CD3/CD28 mAb), control (with CD3/CD28 mAb), MDI1228, dexamethasone or tofacitinib-treated samples (n=3/group).

(**E**) Overview of the experimental setting. Human T cells were stimulated by IL2 and IL7 with or without CD3/CD28 beads for 5 days, and then were treated with MDI1228, dexamethasone or tofacitinib (1 μM). After 5 days, mRNAs and supernatants were collected for analysis.

(**F-G**) ELISA (**F**) or qRT-PCR (**G**) analysis of the indicated protein/gene expressions in human T cell mRNA/supernatants (n=3/group).

All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**
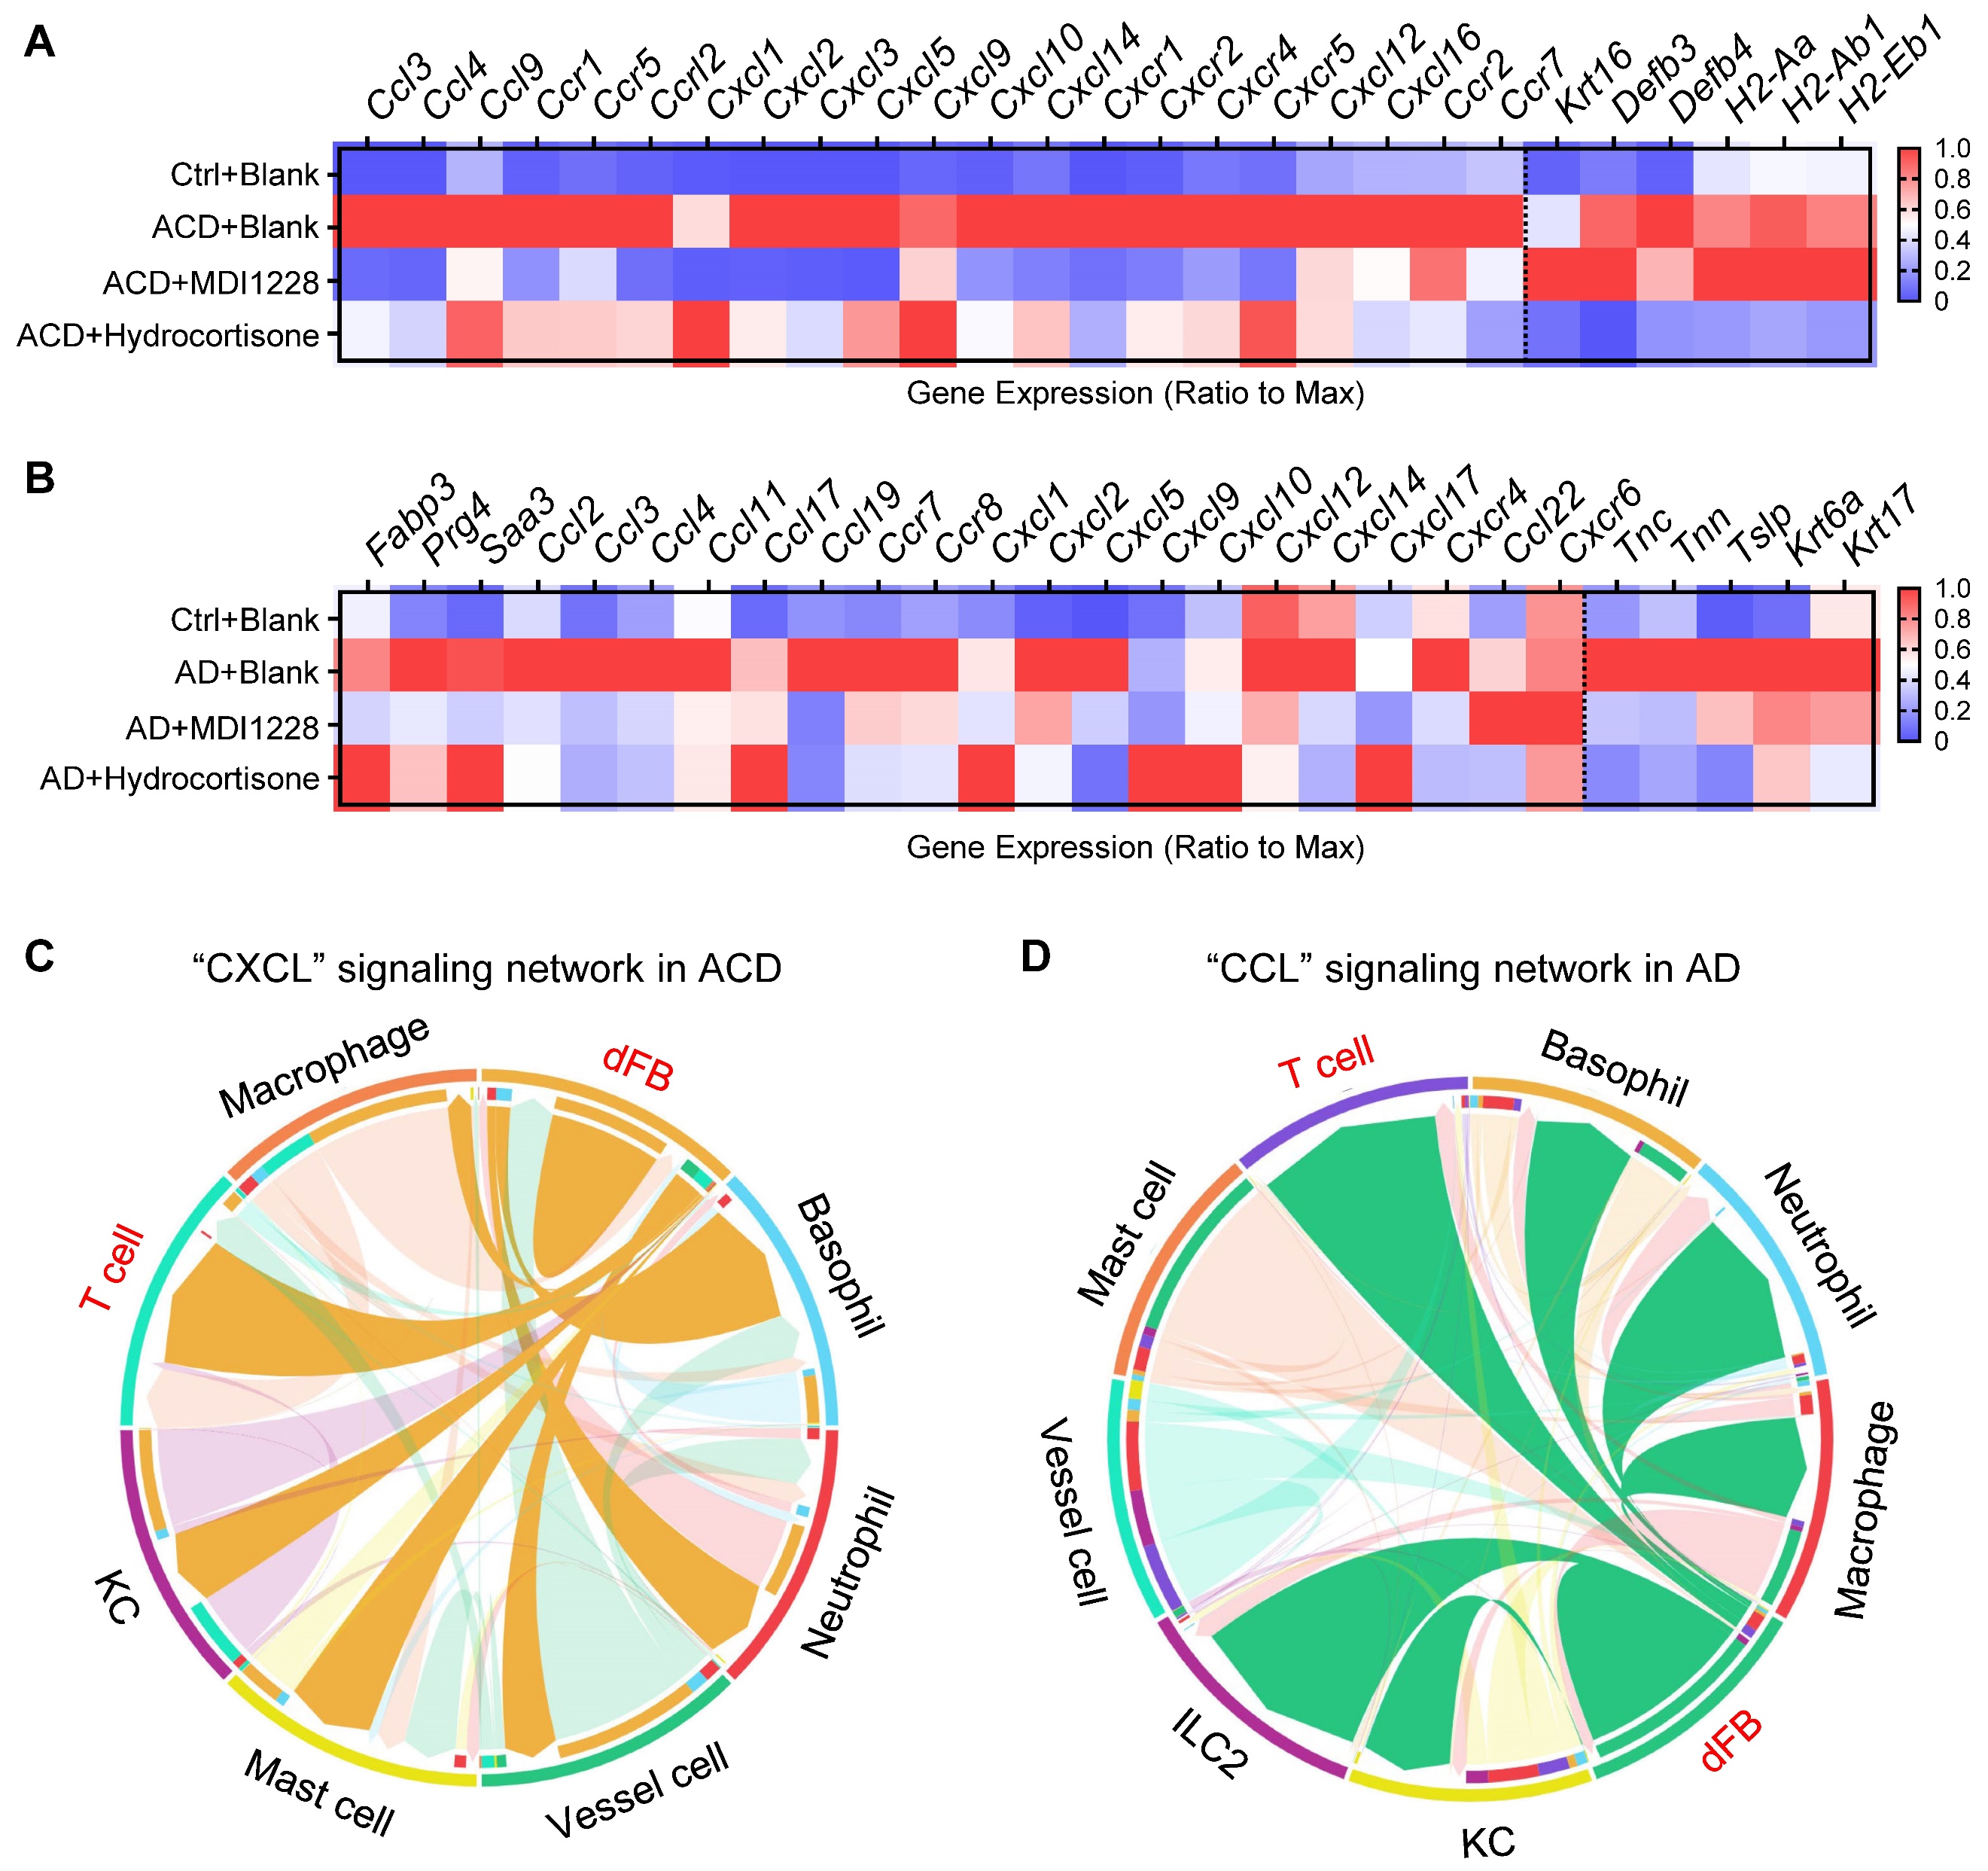
**

**Figure S4. Single‑cell transcriptomic analysis of dFB‑T cell interactions via chemokine signaling axes in ACD and AD**

(**A-B**) Heat maps of selected differentially expressed genes from bulk RNA-seq, showing comparisons of ACD (**A**) or AD (**B**) groups versus other groups.

(**C-D**) Chord diagram showing cell‑pair communication signals mediated solely by a CXCL gene set in ACD skin (**C**) and CCL gene set in AD skin (**D**). Chord width is proportional to the relative interaction strength (p value < 0.05).

**
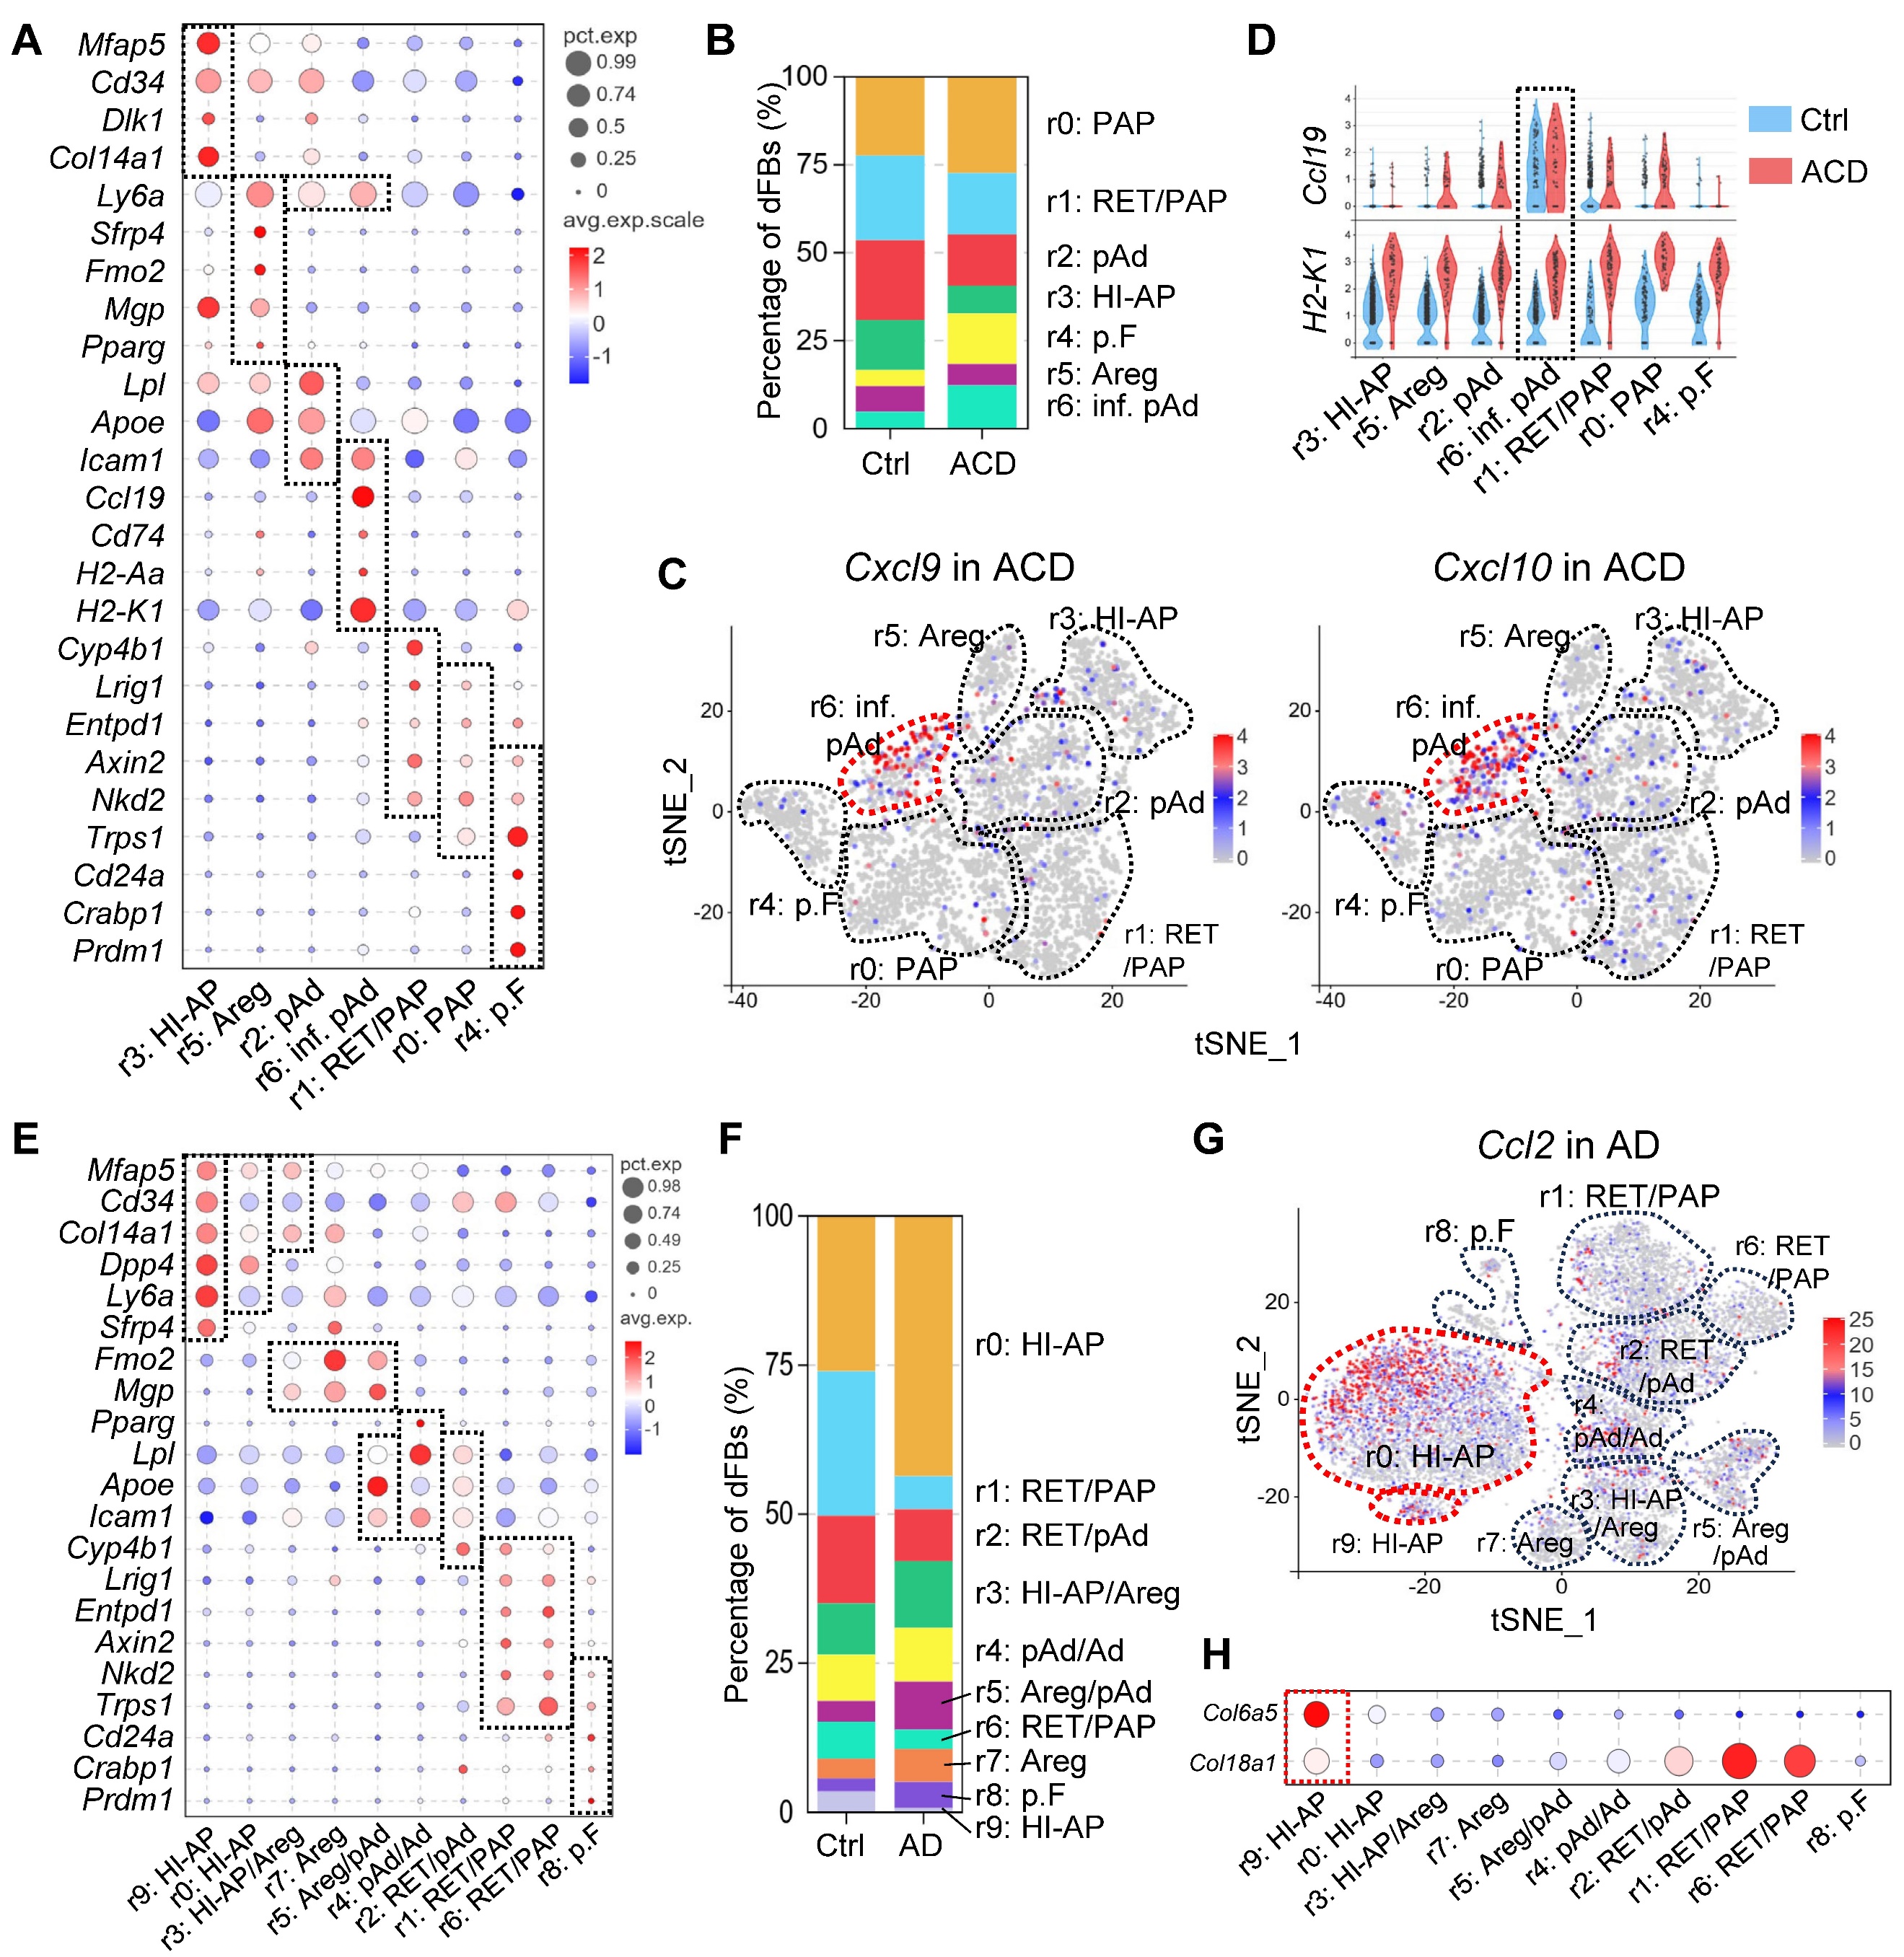
**

**Figure S5. *Pdgfra⁺* dermal fibroblast reclustering reveals the primary sources of pathogenic chemokines in ACD and AD.**

(**A**) tSNE plots showing cell distribution of the *Pdgfra^+^*dermal fibroblasts after re-clustering in ACD.

(**B**) Violin plots showing the expression of indicated genes across various dFB sub-populations in control and ACD samples.

(**C**) Venn diagram comparing the top 100 differential expressed genes upregulated in *CCL19*^+^*CD74*^+^*HLA-DRA*^+^fibroblastic reticular cell-like fibroblasts (Steele et al., 2025), the top 100 genes enriched in r6: inflammatory pre-adipocytes in ACD, and the top 200 IFNγ-inducible genes in primary dFBs (in vitro).

(**D**) tSNE plots showing cell distribution of the *Pdgfra^+^*dermal fibroblasts after re-clustering in AD.

(**E**) Violin plots showing the expression of indicated genes across various dFB sub-populations in control and AD samples.

(**F**) Venn diagram comparing the differential expressed genes upregulated in *CCL19*^+^*CD74*^+^*HLA-DRA*^+^fibroblastic reticular cell-like fibroblasts (Steele et al., 2025), the top 100 genes enriched in merged HI-AP cluster of r0 and r9 in AD, and the top 200 IL4-inducible genes in primary dFBs (in vitro).

Abbreviations: *HI-AP*, hypodermal interstitium adipocyte progenitor; *Areg*, adipogenesis-regulatory cell; *pAd*, pre-adipocyte; *inf. pAd*, inflammatory pre-adipocyte; *RET/PAP*, reticular and/or papillary dFB; *p.F*, peri-follicular dFB.

**
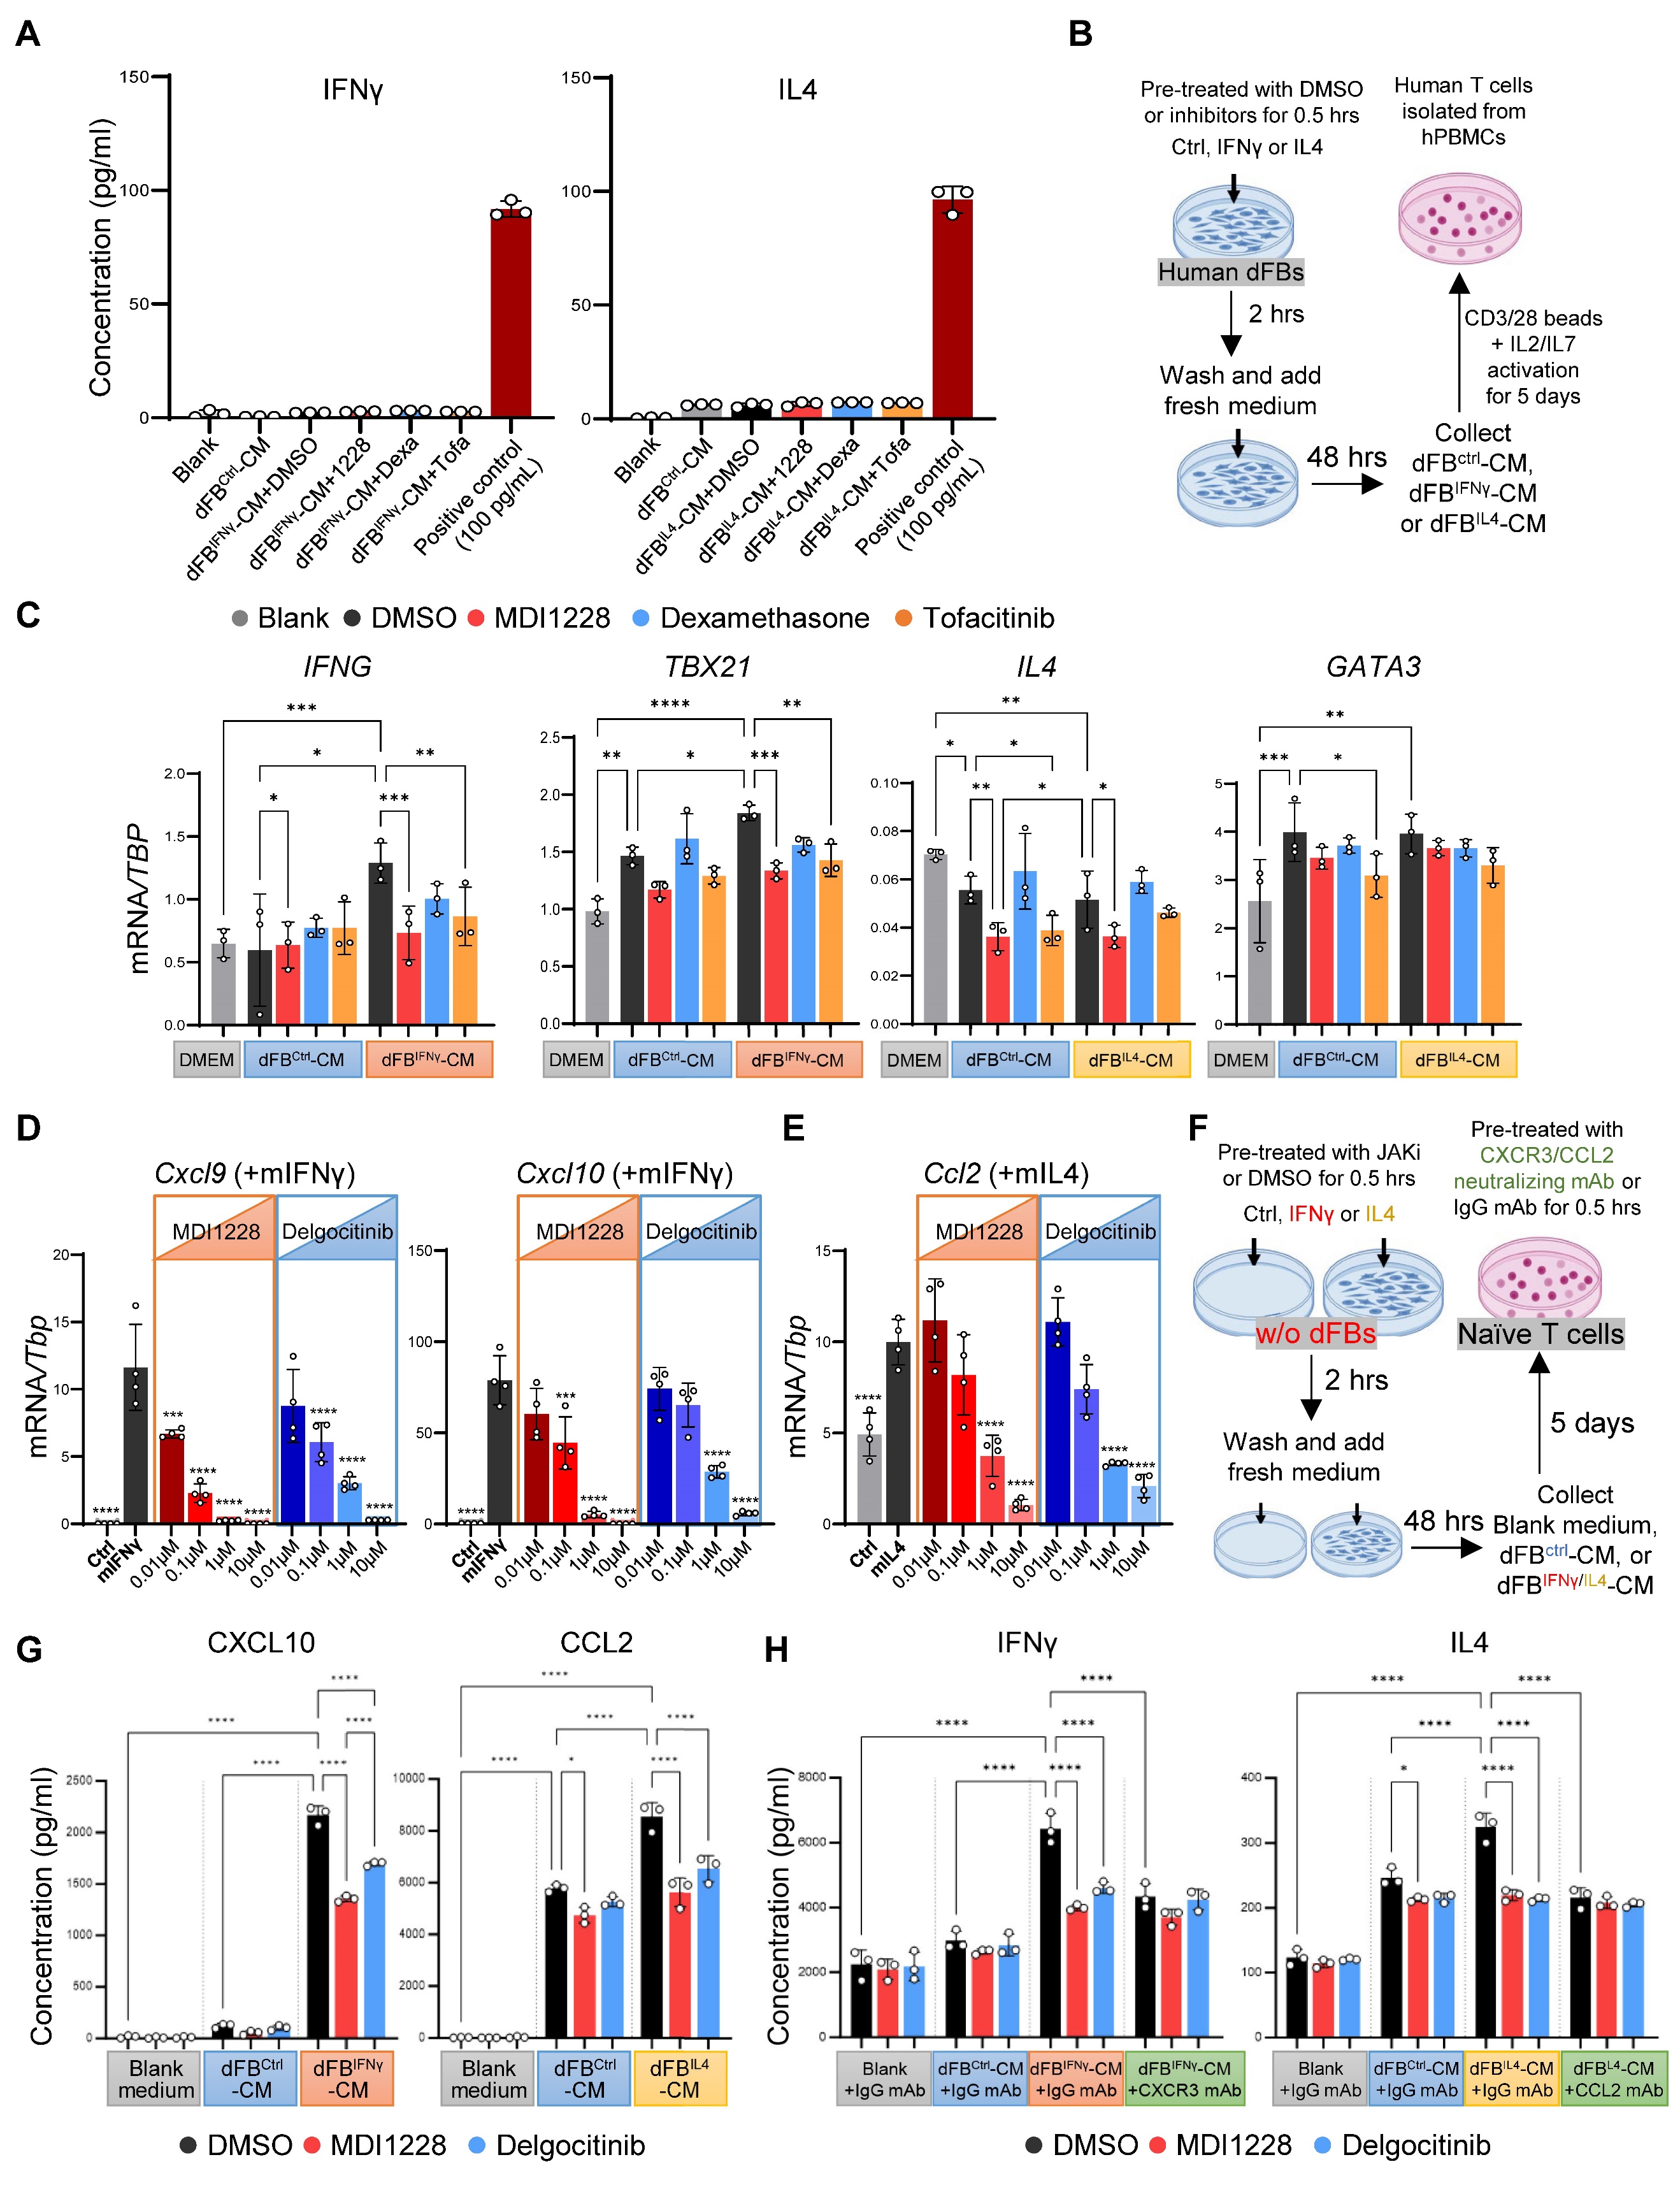
**

**Figure S6. MDI1228 suppresses dFB-derived chemokines to block T cell polarization in vitro**

(**A**) ELISA analysis of IFNγ or IL4 expression levels in dFBCtrl, IFNγ or IL4-CM collected as figure 5D (n=3/group, 100 pg/mL IFNγ or IL4 as positive control).

(**B**) Experiment scheme for collection of IFNγ or IL4-primed hdFB conditioned medium (dFBIFNγ or IL4-CM) or control dFBctrl-CM to stimulate human T cells. HdFBs were pre-treated with 1 μM DMSO, MDI1228, dexamethasone and tofacitinib for 30 mins and then treated with hIFNγ, hIL4 or PBS control for 2 hrs. Cells were washed twice with PBS then replenished with fresh medium without IFNγ or IL4 for additional 48 hours, and CM was collected for the 5-day-co-culture with T cells (n=3/group).

(**C**) qRT-PCR analysis of the indicated protein/gene expressions in human T cell mRNA (n=3/group).

(**D-E**) Mouse dFBs were pre-treated with MDI1228 or delgocitinib (0.01μM, 0.1μM, 1μM, or 10μM) for 30 mins and then treated with mIFNγ (**D**) or mIL4 (**E**) for 24 hrs. Control or cytokine-treated samples were subjected to qRT-PCR analysis of indicated gene mRNA expression (n=4/group). Comparisons were performed between cytokine-stimulated group and each other group via one-way analysis of variance.

(**F**) Experiment scheme for collection of IFNγ or IL4-primed dFB conditioned medium (dFB^IFNγ or IL4^-CM) or control dFB^ctrl^-CM to stimulate naïve T cells. Primary dFBs were pre-treated with 5μM DMSO, MDI1228, or delgocitinib for 30 mins and then treated with IFNγ or PBS control for 2 hrs. Cells were washed twice with PBS then replenished with fresh medium without IFNγ or IL4 for additional 48 hrs. As a drug-only washing control, cell-free wells were supplemented with DMSO, MDI1228, or delgocitinib and subjected to the same washing and medium change steps. Finally, cell-free blank control or dFB-CMs were collected for the 5-day-co-culture with T cells (n=3/group).

(**G**) ELISA analysis of CXCL10 or CCL11 expression levels in blank controls or dFB^Ctrl, IFNγ or IL4^-CMs (n=3/group).

(**H**) Naïve T lymphocytes stimulated with CD3/28-Ab were treated with blank control, dFB^ctrl^-CM, dFB^IFNγ^-CM or dFB^IL4^-CM, and cell supernatants were collected for ELISA analysis of IFNγ or IL4 protein expression (n=3/group).

All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**
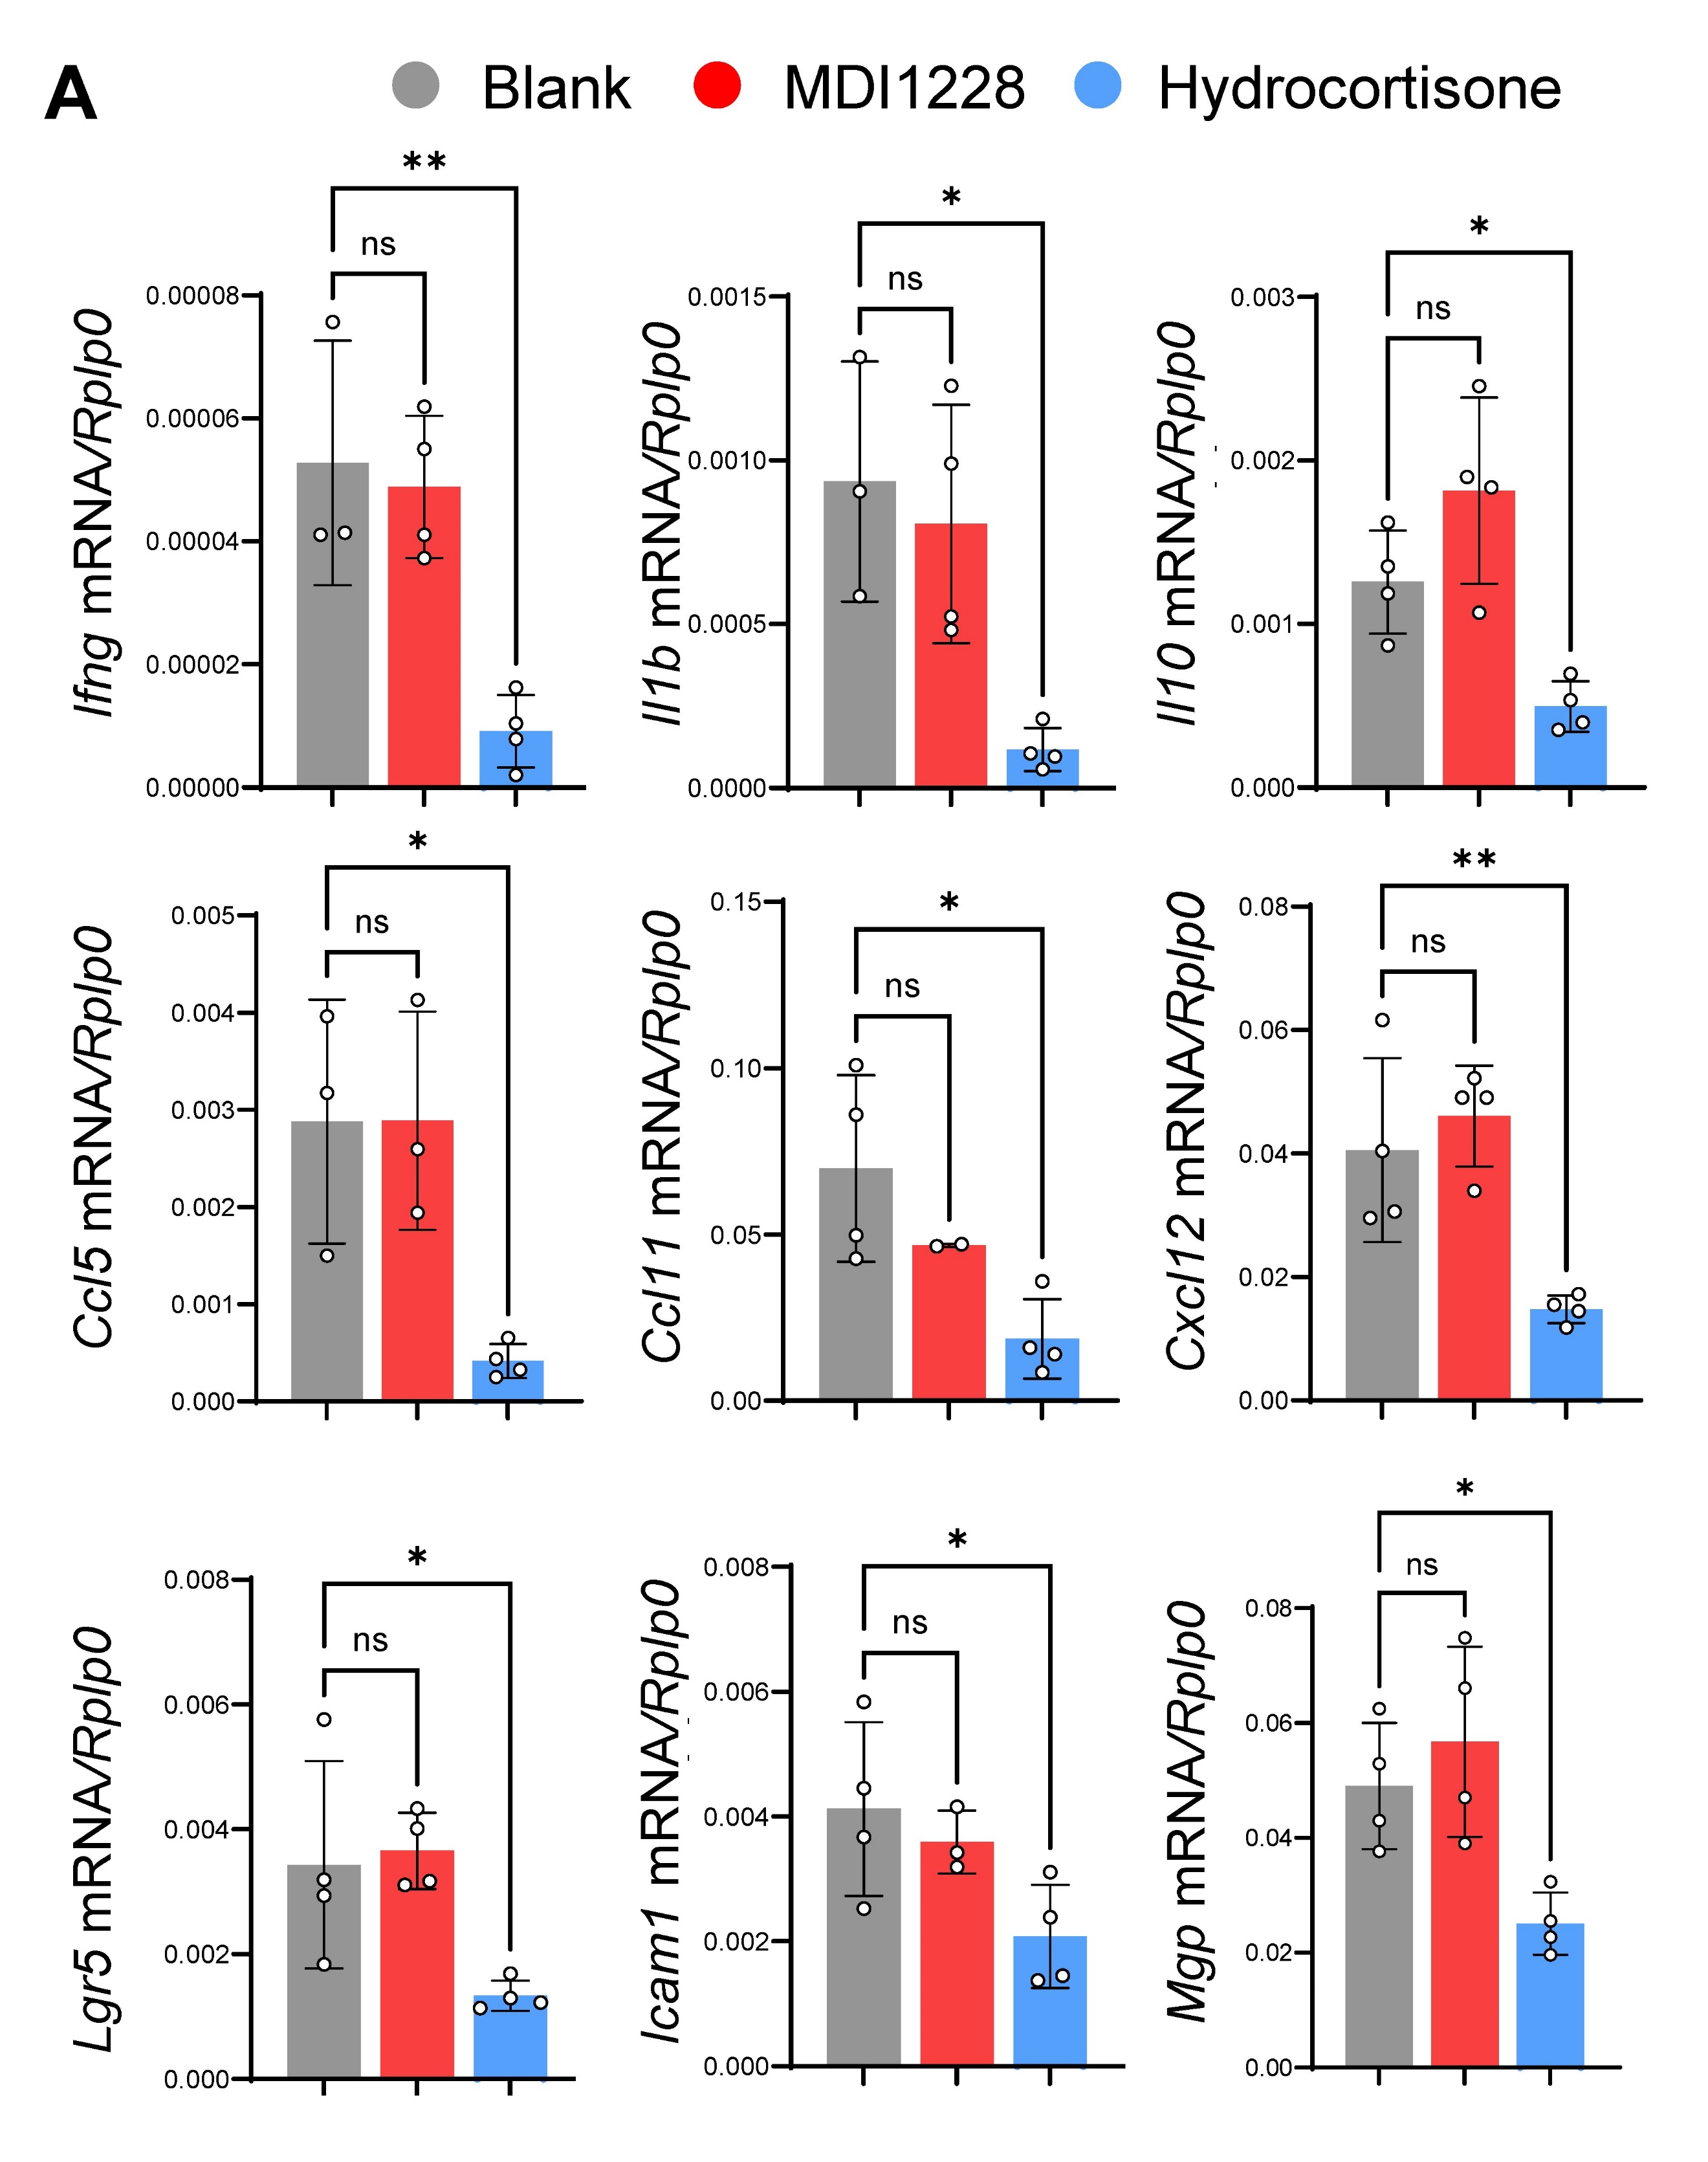
**

**Figure S7. Repeated topical MDI1228 administration for 14 days demonstrates superior safety compared to glucocorticoids**

(**A**) qRT-PCR analysis of the indicated mRNA expression levels of mouse skin for each group (n=3~4/group).

All error bars indicate mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

# Supplementary Tables

**Supplementary table 1. List of primers used for qRT-PCR of mouse genes.**

**Supplementary table 2. Kinase inhibition profile of 0.2 μM MDI1228.**

**Supplementary table 3. Body weight, hematology and liver function parameters in rats after 14-day repeated topical application of MDI1228.**

| **Dose (mg/kg/day)** | **Sex** | **Body weight Day 1 (g)** | **Body weight Day 14 (g)** | **Body weight gain (g)** | **WBC (×10^9/L)** | **ALT (U/L)** | **AST (U/L)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 0 (Control) | Male | 290.8 ± 10.9 | 338.4 ± 10.0 | 47.6 ± 11.5 | 12.37 ± 0.43 | 37.0 ± 4.7 | 97.4 ± 4.8 |
|  | Female | 215.0 ± 9.5 | 243.6 ± 17.0 | 28.6 ± 10.0 | 11.13 ± 5.25 | 29.4 ± 4.0 | 97.2 ± 14.2 |
| 20 | Male | 295.7 ± 14.7 | 344.5 ± 35.2 | 48.8 ± 23.4 | 14.62 ± 2.04 | 40.6 ± 7.4 | 105.4 ± 10.2 |
|  | Female | 213.9 ± 8.5 | 236.7 ± 16.3 | 22.8 ± 10.8 | 15.32 ± 4.41 | 30.8 ± 3.8 | 107.4 ± 20.3 |
| 40 | Male | 291.8 ± 7.5 | 339.0 ± 18.2 | 47.2 ± 11.3 | 13.70 ± 4.84 | 35.6 ± 5.3 | 98.8 ± 3.8 |
|  | Female | 215.4 ± 10.5 | 234.6 ± 11.5 | 19.2 ± 2.4 | 11.62 ± 3.52 | 38.2 ± 2.9 | 101.2 ± 9.7 |
| 120 | Male | 294.5 ± 11.5 | 350.2 ± 20.8 | 55.6 ± 12.4 | 13.60 ± 3.12 | 41.0 ± 6.3 | 108.4 ± 13.1 |
|  | Female | 216.3 ± 12.5 | 238.4 ± 7.1 | 22.0 ± 14.9 | 11.61 ± 3.04 | 40.4 ± 10.1 | 115.4 ± 19.3 |

Data are presented as mean ± SD. BW, body weight; Body weight gain, calculated as (Body weight on Day 14) - (Body weight on Day 1); WBC, white blood cell count; ALT, alanine aminotransferase; AST, aspartate aminotransferase.

**Supplementary table 4. Absolute and relative organ weights in rats after 14-day repeated topical application of MDI1228 (Day 15).**

| **Dose (mg/kg/day)** | **Sex** | **Heart (g)** | **Heart/**  **BW (%)** | **Liver (g)** | **Liver/**  **BW (%)** | **Spleen (g)** | **Spleen/BW (%)** | **Kidney (g)** | **Kidney/BW (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 0 (Control) | Male | 1.374  ± 0.156 | 0.438  ± 0.042 | 9.699  ± 0.487 | 3.092  ± 0.084 | 0.722  ± 0.109 | 0.230  ± 0.034 | 2.549  ± 0.145 | 0.813  ± 0.034 |
|  | Female | 0.980  ± 0.040 | 0.445  ± 0.022 | 7.507  ± 0.694 | 3.402  ± 0.178 | 0.548  ± 0.090 | 0.248  ± 0.030 | 1.924  ± 0.126 | 0.875  ± 0.081 |
| 20 | Male | 1.356  ± 0.127 | 0.426  ± 0.019 | 9.798  ± 1.734 | 3.058  ± 0.231 | 0.685  ± 0.155 | 0.215  ± 0.039 | 2.574  ± 0.460 | 0.803  ± 0.063 |
|  | Female | 0.965  ± 0.058 | 0.450  ± 0.038 | 7.157  ± 0.471 | 3.332  ± 0.164 | 0.496  ± 0.073 | 0.231  ± 0.033 | 1.771  ± 0.236 | 0.824  ± 0.092 |
| 40 | Male | 1.312  ± 0.108 | 0.419  ± 0.025 | 9.793  ± 0.692 | 3.127  ± 0.188 | 0.684  ± 0.138 | 0.218  ± 0.041 | 2.526  ± 0.154 | 0.806  ± 0.013 |
|  | Female | 0.994  ± 0.140 | 0.466  ± 0.052 | 7.061  ± 0.666 | 3.313  ± 0.179 | 0.485  ± 0.038 | 0.228  ± 0.018 | 1.756  ± 0.087 | 0.826  ± 0.042 |
| 120 | Male | 1.341  ± 0.169 | 0.412  ± 0.031 | 10.466  ± 0.738 | 3.228  ± 0.184 | 0.718  ± 0.122 | 0.221  ± 0.032 | 2.698  ± 0.233 | 0.831  ± 0.048 |
|  | Female | 0.941  ± 0.103 | 0.437  ± 0.060 | 7.009  ± 0.342 | 3.251  ± 0.249 | 0.438  ± 0.019* | 0.203  ± 0.007* | 1.760  ± 0.107 | 0.817  ± 0.077 |

Data are presented as mean ± SD. BW, body weight (g) measured on Day 15 before necropsy; Heart/BW (%) = (Heart weight (g) / Body weight (g)) × 100, similarly for Liver/BW (%), Spleen/BW (%), Kidney/BW (%).

**Supplementary table 5. Local skin reactions and histopathological parameters in rats after 14-day repeated topical application of MDI1228.**

| **Dose (mg/kg/day)** | **Erythema/edema (Draize score 0-4)** | **Gross necropsy findings** | **Histopathology (H&E of application site)** |
| --- | --- | --- | --- |
| 0 | None (score 0) | No abnormalities | Not performed (not required for control) |
| 20 | None (score 0) | One male had focal yellow discoloration of epididymis (incidental, not drug-related) | Not performed (no gross lesions) |
| 40 | None (score 0) | No abnormalities | Not performed |
| 120 | None (score 0) | One female had bladder calculus and mucosal thickening (incidental, not drug-related) | Not performed |

Erythema/edema, assessed by Draize scoring system (0 = no reaction, 4 = severe); Gross necropsy findings, macroscopic examination of all major organs; Histopathology (H&E of application site), hematoxylin and eosin staining of skin at the application site.

**Supplementary table 6. List of Abbreviations.**

How the deposited data were processed for this re-analysis (not part of the article)

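Single-cell RNA-seq of dorsal skin from the AD model was analysed in 1 Ctrl library and 1 AD library, the latter after topical MC903, both taken on day 10. The paper's text does not name the number of mice behind a library. The data on ACD, the bulk RNA-seq and the drug-treated groups were not analysed here, so the passages do not touch claims about them. For each library, the authors deposited a count matrix, in which each value is the number of UMIs (distinct transcript molecules) that Cell Ranger counted for 1 gene and 1 barcode from 10x 3′ libraries, without normalization or batch correction. The header of the matrices names an earlier version of Cell Ranger than the methods do. The matrices hold barcodes already called as cells, and each has at least 501 UMIs. The filter of the methods had not been applied to them, since barcodes with fewer than 200 genes (179 in Ctrl, 76 in AD), with over 6000 genes (396 and 229) and with over 10% mitochondrial UMIs (690 and 315) were present. Of 33904 gene identifiers, 32475 are in GENCODE release 21 for mouse (GRCm38) and 1429 are not, so coordinates are given for Ccl2 alone and with that limit. UMIs were analysed by identifier, and 38 symbols occur more than once.

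Cells were kept with 200 to 6000 genes and at most 10% mitochondrial UMIs (13 mitochondrial genes). The kept cells hold 105195951 UMIs in Ctrl and 61645227 UMIs in AD. Cells of both libraries were analysed together with scanpy 1.11.5, on Python 3.11.15 with anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and leidenalg 0.10.2, and figures were drawn with matplotlib 3.10.9. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen after 62 genes had been left out (genes the paper names whose levels are compared, and the Ccl genes; genes named only from the rankings, as markers or as leading genes were not left out), values were scaled and capped at 10, and 30 principal components and 20 neighbours were used, with seed 0. Leiden clusters were taken at a resolution of 1. The study used Seurat and its own cell names, and neither was used here.

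Clusters were named from lists of marker genes. A marker counted when at least 10% of the cells of a cluster had a UMI of it and when its CPM, with 10 added, was at least 2 times the lower quartile (25%) over the clusters. At least 3 markers of a type were required, and a cluster was left unnamed when its 10 leading genes held more markers of another type than of its own. The dFBs were then clustered again with the same parameters, and sub-clusters were named from the paper's markers of the dFB subsets in the same way, except that folds were taken within the library that holds most of a sub-cluster. Where several lists had enough markers, the one with the largest sum of log2 folds gave the name. The marker lists were written in advance, but the rule that applies them was not. It went through 5 versions for cell types and 4 for dFB subsets, judged by marker tables and by which clusters came out named, with the paper's claims known. This was not blind to the results. An earlier version for cell types left the largest AD cluster with dFB markers unnamed, this cluster was known to be high in Ccl2, and leaving it out was among the reasons to drop that version. The required share of cells was lowered from 25% to 10% after working out that this would give the name HI-AP-like to the largest AD sub-cluster. Values under both discarded choices are reported as alternatives. The numbers added to the CPM before the fold, 10 among them, were compared after the outcomes had been seen, and 50 is reported as an alternative.

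Levels are CPM, the UMIs of a gene summed over the cells of a class, scaled by all UMIs of those cells. Ratios are on the log2 scale. For the ranking of genes between libraries, 1 CPM was added and only genes with at least 100 CPM in either library were ranked. With 1 library per condition, no test and no p-value can be had from cells, no genes were called changed, and 95% intervals (exact Poisson for sums, exact Clopper-Pearson for shares) cover counting error only. A share of 0 is given with the limit that 3 counts allow for Ccl22 in Ctrl T cells and for Ltk in AD dFBs, and without it elsewhere. Shares of cells with a UMI were also computed after 1 random draw of 1000 UMIs per cell. The depth differs between the libraries, with medians of 7813 UMIs in Ctrl and 6330 in AD. The ratios were tested on simulated data, in which 200 of 1666 genes were changed, and the estimates for all 200 fell within 0.25 of the true log2 ratio, with a largest error of 0.102. The simulation drew Poisson counts for dFBs pooled by library, so it checked the calculation alone. It held no differences between cells, no RNA of other cell types, no naming of clusters and no library effect.

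Genes are named by a rule set in advance. It takes every gene the paper names for these data, and in dFBs, macrophages, T cells, KCs and vessel cells the 5 genes with the highest and the 5 with the lowest ratio of AD over Ctrl. It also takes the kinases that the paper names as inhibited by MDI1228, the other Ccl genes, and the cytokines and fibroblast genes the paper names elsewhere. The leading genes of clusters are named only to describe the clusters.

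The alternatives took all deposited barcodes, a minimum of 500 genes and 1000 UMIs, doublets left out, resolutions of 0.5 and 2.0, the 62 genes among the variable genes, each library clustered alone, the mean over cells of each cell's CPM, CPM without mitochondrial and ribosomal genes (100 ribosomal genes), shares after thinning to 1000 or 2000 UMIs, dFBs with a Pdgfra UMI, dFBs with few UMIs of dissociation-induced genes, and dFB sub-clusters weighted by their shares in Ctrl. Scrublet's automatic threshold called 395 Ctrl cells and 0 AD cells doublets, so the Ctrl threshold of 0.193 was applied to both libraries after this was seen, which called 395 (3.47%) and 194 (2.37%). Alternatives added after seeing the data counted unnamed clusters with dFB or T cell markers in, left the largest AD dFB cluster unnamed, required a marker in 25% of the cells, added 50 CPM in naming, and weighted the dFB subsets, or the named subsets or sub-clusters alone, by their shares in Ctrl. A comparison of the HI-AP-like share of dFBs between the libraries had been planned and is left out, because the genes that define the subsets differ between the libraries. CellChat was not run. Gene sets from human skin and from cultured dFBs were not used here.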

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

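All tests in this part were chosen only after the results were seen. In each of 5 cell types, the gene with the highest ratio of AD over Ctrl among the genes that the paper does not name was taken for a closer look, as a signal outside the genes the paper discusses. There is 1 library per condition, so the mice, the preparation and the sequencing of a library cannot be told apart from its condition, and these explanations stay open for every gene below. In each case, the test asks whether RNA of another cell type in the same droplets could carry the level, using the type whose RNA would carry the most, and all 5 values fell short of the level measured, from 0.0251 CPM for Arg1 to 10.5 CPM for Ifitm1.

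In KCs, Cyp24a1 stood at 0.585 CPM in Ctrl (0.357 to 0.903) and 1145 CPM in AD (1117 to 1173), a log2 ratio of 9.50. A UMI was found in 0.486% of 2262 Ctrl KCs and 57.5% of 412 AD KCs, and in 0% and 30.4% after thinning to 1000 UMIs. RNA of dendritic cells in AD KC droplets would carry 8.78 CPM, far below the measured level. Cyp24a1 encodes a vitamin D hydroxylase, and MC903 is a vitamin D analogue, so a response to the drug itself rather than to the inflammation is a candidate explanation. If MC903 acts on dFBs as well, Cyp24a1 should also rise there beyond what KC RNA brings. It stood at 93.2 CPM in AD dFBs (90.2 to 96.2), where KC RNA would carry 5.61 CPM, and at 0 UMIs in 5226 Ctrl dFBs. It was found in 9.01% of AD dFBs. The values are consistent with an effect of MC903 on both cell types, as a hypothesis only, since MC903 and the inflammation come together in the AD library. Adipocytes of the AD library had 461 CPM, dendritic cells 321, macrophages 67.5, endothelial cells 10.2 and T cells 3.62.

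In dFBs, Chchd10 stood at 3.90 CPM in Ctrl (3.37 to 4.49) and 220 CPM in AD (215 to 225), a log2 ratio of 5.49. A UMI was found in 2.85% of Ctrl and 50.1% of AD dFBs, and in 0.273% and 17.1% after thinning, so depth does not carry the difference. RNA of adipocytes in AD dFB droplets would carry 2.84 CPM. The dFB sub-clusters hardly mix between the libraries, so a change within dFBs and a change in which dFBs were captured both stay open.

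In macrophages, Arg1 stood at 0.201 CPM in Ctrl (1 UMI, 0.00509 to 1.12) and 139 CPM in AD (353 UMIs, 125 to 154), a log2 ratio of 6.86. The AD signal came from 14 of 326 macrophages (4.29%, 2.37 to 7.10), so it rests on few cells. RNA of dFBs in these droplets would carry 0.0251 CPM.

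In T cells, Ifitm1 stood at 7.40 CPM in Ctrl (4.45 to 11.6) and 154 CPM in AD (140 to 169), a log2 ratio of 4.21. A UMI was found in 2.21% of Ctrl and 15.4% of AD T cells, and in 0.755% and 6.23% after thinning. RNA of dFBs, which had 165 CPM in AD, would carry 10.5 CPM in AD T cells. The T cell clusters take different shares of their cells from the libraries, and this was not separated for Ifitm1.

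In vessel cells, which join endothelial cells with pericytes and vascular smooth muscle cells, Hp stood at 2.58 CPM in Ctrl (1.37 to 4.41) and 435 CPM in AD (418 to 452), a log2 ratio of 6.93. A UMI was found in 3 of 778 Ctrl cells and 92 of 678 AD cells (13.6%, 11.1 to 16.4), and in 0.272% and 4.32% after thinning. RNA of dFBs would carry 4.22 CPM. For Chchd10, Arg1, Ifitm1 and Hp, the design names the AD model as a biological explanation, and the data give no further test of it.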

How the results depend on the processing

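The first group of alternatives below was set before the data were examined, and the choices in the last paragraph were made after the data had been seen. Within the first group, the doublet threshold for AD is an exception, chosen after the automatic one had called 0 AD cells. With 1 library per condition, a value counts as moved when it left the 95% counting interval of the reported value, and the cause was not tested unless it is named. No paired analysis was possible because each condition has a single library and nothing links mice across libraries. The log2 ratio of Ccl2 between AD and Ctrl dFBs stayed above 0 in all alternatives that gave it, the ratio of Ccr2 in T cells stayed below 0 in all that gave it, and Ccl2 stayed higher in HI-AP-like than in other AD dFBs in all that gave this ratio. The share of AD macrophages with a Ccl17 UMI stayed within 9.82% to 10.8% except after thinning, which shows that depth limits it, with 3.06% at 1000 UMIs and 3.47% at 2000 UMIs.

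With all deposited barcodes, an AD cluster of 2304 cells with dFB markers stayed unnamed, which lowered the Ccl2 ratio in dFBs to 0.93, the dFB part of the Ccl2 UMIs of AD to 32.9% and the ratio of dFBs over macrophages to −0.0704. The HI-AP-like share of AD dFBs was 47.3%, the Ccl2 ratio of HI-AP-like over other dFBs 0.49, and the ratio of AD over Ctrl within HI-AP-like dFBs −0.0252. The ratios of HI-AP-like over other dFBs reversed for B2m (−0.35), H2-K1 (−0.36), H2-T23 (−0.00693), Lama4 (0.13), Phlda1 (0.95) and Spats2l (1.50). With at least 500 genes and 1000 UMIs, the Ccl2 ratio in dFBs was 1.65, that of dFBs over macrophages 0.54, the HI-AP-like share 44.4%, the Ccl2 ratio of HI-AP-like over other dFBs 1.32, and Phlda1 in dFBs reversed to −0.0734. With doublets left out, the dFB part was 92.3%, HI-AP-like over other dFBs 1.47, and Ccl2 in pericytes and vascular smooth muscle cells reversed to 0.27.

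At a resolution of 0.5, the Ccl2 ratio in dFBs was 1.56, the dFB part 90.0%, the HI-AP-like share 34.8%, HI-AP-like over other dFBs 1.57 and Phlda1 in dFBs −0.15. At a resolution of 2.0, AD clusters of 764 and 592 cells with dFB markers stayed unnamed, and these values were 1.71 for dFBs, 0.29 for dFBs over macrophages, 69.5% for the dFB part, −1.33 for Ccr2 in T cells, 25.8% for the HI-AP-like share, 1.89 for HI-AP-like over other dFBs and 0.0848 for Phlda1 in that comparison. With the 62 genes that had been left out among the variable genes, they were 1.63, 0.55, 89.4%, 47.6% and 1.27, Ccr2 aside, and Phlda1 in dFBs was −0.0855. With each library clustered alone, large clusters with dFB markers stayed unnamed in both, and they were 3.71, 0.54, 79.2%, 43.8% and 2.01. In dFBs, C3 (1.16), Has2 (0.19), H2-Q7 (0.12) and Sdk1 (0.70) reversed, as did H2-K1 (−0.11), H2-T23 (−0.0423) and Phlda1 (0.54) in HI-AP-like over other dFBs.

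The mean over cells of each cell's CPM gave −0.0721 for Ccl2 in dFBs over macrophages, a reversal, and 1.45 for HI-AP-like over other dFBs. CPM without mitochondrial and ribosomal genes gave 1.79 in dFBs, 0.27 over macrophages and 1.34 for HI-AP-like over other dFBs. In dFBs with a Pdgfra UMI, the ratio was 1.82 and the dFB part 89.2%, in dFBs with few dissociation-induced UMIs the ratio was 2.33, and with sub-clusters weighted by their shares in Ctrl it was 1.07, over 3 sub-clusters that moved both ways. A resolution of 0.5 gave no ratio of Ccr2, since the larger T cell cluster (868 Ctrl and 577 AD cells) stayed unnamed and the named one (85 and 48 cells) had no Ccr2 UMI, and all deposited barcodes gave none for Col6a5 between HI-AP-like and other dFBs.

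Leaving the largest AD dFB cluster unnamed, as under a dropped version of the naming rule, lowered the values of Ccl2 in dFBs by construction, since this cluster is high in Ccl2. The ratio of Ccl2 in dFBs was 1.09, the dFB part 34.0%, and dFBs over macrophages reversed to −0.388. Unnamed clusters with dFB or T cell markers were counted in as further alternatives. This gave 1.98 for Ccl2 in dFBs and −1.46 for Ccr2 in T cells under the reported settings. With all deposited barcodes, it gave 2.18 in dFBs, 0.62 over macrophages, a dFB part of 87.5% and −1.51 for Ccr2. It gave 1.97, 90.0% and −1.50 at a resolution of 0.5 and 1.94, 90.4% and −1.49 at 2.0, for the ratio, the dFB part and Ccr2. With each library alone, it gave 2.02, 0.45 over macrophages and −1.31 for Ccr2. Weighting gave a ratio in dFBs of 1.72 over the 3 named subsets alone and 0.168 over the 2 named sub-clusters shared by the libraries. Requiring a marker in 25% of the cells left sub-clusters 0 and 10 unnamed and gave an HI-AP-like share of 7.71%, a Ccl2 ratio of HI-AP-like over other dFBs of 1.91, and reversals of Ldb2 (−0.45) and Phlda1 (0.14) there. Adding 50 CPM in naming gave 1.96 in dFBs, 0.48 over macrophages, 88.9%, −2.19 for Ccr2, 24.7% and 1.65, with reversals of Ldb2 (−0.20) and Phlda1 (0.10). For 76 other results, 1069 values were computed, of which 599 stayed within the counting interval, 447 moved without a reversal and 23 reversed.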

Differences from the paper's values

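The paper's Figure 5D colours Ccl2 deeper for macrophages than for dFBs in AD, read by eye. Here, the level in AD dFBs was above that in AD macrophages by 0.37 on the log2 scale (0.32 to 0.42). Of the alternatives set before the data were examined, the mean over cells of each cell's CPM and all deposited barcodes gave macrophages above dFBs, at −0.07 each, and the others that gave a value did not. With all deposited barcodes, an AD cluster of 2304 cells with dFB markers stayed unnamed. Counting unnamed clusters with dFB markers as dFBs there, chosen after seeing the values, gave 0.62. Leaving the largest AD dFB cluster unnamed, chosen after seeing the values, gave −0.39.

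The paper describes hardly any expression of Ccl17 and Ccl22 in its skin models. In macrophages and dFBs, few cells had a UMI here, but Ccl22 was found in 26 of 30 Ctrl and 30 of 31 AD cells of the rebuilt dendritic cell cluster, and Ccl17 in 24 of the 31 AD cells. Dendritic cells have no group of their own in Figure 5D.

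Of the 4 transcripts that the paper names as enriched in an HI-AP cluster, Ccl2, Il4ra and Il13ra1 were higher in HI-AP-like than in other AD dFBs beyond counting error, and Stat6 was not (0.11, −0.05 to 0.26). A resolution of 2.0 gave 0.22 for Stat6 with an interval above 0, as did a marker in 25% of the cells (0.42) and 50 CPM added in naming (0.26), the latter 2 chosen after seeing the values. Il4ra was higher in an Areg-like sub-cluster of AD (305 CPM) than in the largest HI-AP-like one (226 CPM).

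The paper describes 1 HI-AP cluster of AD as carrying Col6a5 and Col18a1. No counterpart of that cluster was identified here, so values pooled over HI-AP-like dFBs cannot decide this description. Col18a1 was lower in HI-AP-like than in other AD dFBs (−1.79, −2.18 to −1.41) under all alternatives that gave this ratio. In the HI-AP-like sub-clusters 0, 10 and 11 of AD, it stood at 4.37, 6.97 and 1.91 CPM. Col6a5 had 10 UMIs in all AD dFBs, and its ratio had an interval that includes 0. The interval lay above 0 with at least 500 genes and 1000 UMIs, at a resolution of 0.5 and in dFBs with a Pdgfra UMI.

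Of the 6 antigen presentation genes that the paper names as high in HI-AP cells, 3 were higher in HI-AP-like than in other AD dFBs beyond counting error, 2 did not differ and H2-T22 was lower (−0.52, −0.71 to −0.33). The 3 higher genes depended on the setting. With all deposited barcodes, B2m (−0.35) and H2-K1 (−0.36) were lower and H2-T23 (−0.01) did not differ, and with each library clustered alone, H2-K1 was lower (−0.11) and H2-T23 did not differ (−0.04). In both settings, large AD clusters with dFB markers stayed unnamed and were not among the dFBs compared. No alternative gave a higher H2-T22. H2-D1 was higher with doublets left out and at a resolution of 2.0, and H2-Q7 with at least 500 genes and 1000 UMIs, with doublets left out and at a resolution of 0.5. Over the 14 genes that Figure 6F places outside the IL4-inducible set, 6 were higher, 4 did not differ and 4 were lower, and of the IL4-inducible ones C3 was lower (−0.72, −0.75 to −0.69). Among these, Phlda1 was higher with all deposited barcodes, at a resolution of 2.0 and with each library clustered alone, and Ifitm3 under the same 3. Spats2l was higher with all deposited barcodes. With 25% of the cells for a marker, chosen after seeing the values, Ifitm3 and Phlda1 were higher, and with 50 CPM added in naming, also chosen after, Phlda1 was.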

Other observations

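The tests on hair follicle genes, the weightings by dFB subsets and by named sub-clusters and the dFB background of Igfbp3 and Cxcl13 were chosen only after the results were seen. The other tests in this part were written down first. Ccl2 is induced by the dissociation of tissue, so a higher stress in the AD library was 1 technical explanation of its level in dFBs. Among dFBs with few UMIs of dissociation-induced genes, the log2 ratio of AD over Ctrl was 2.33, at 403 CPM in Ctrl and 2024 CPM in AD, and it was 1.34 among dFBs with many. The median share of such UMIs was 2.65% in Ctrl and 3.55% in AD. The higher stress of the AD library therefore does not carry the ratio.

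Another technical explanation is a change in which dFBs were captured. Weighting 3 named subsets and the unnamed dFBs by their shares in Ctrl gave a log2 ratio of 1.86, and the 3 named subsets alone gave 1.72. RET/PAP-like dFBs, 29.2% of Ctrl dFBs, had no AD cells and were left out, and the other subsets hold different sub-clusters in each library. Over the 3 sub-clusters with at least 20 cells in both libraries, which hold 134 Ctrl dFBs, the ratio was 1.07. It was 0.17 without the unnamed one of them, sub-cluster 16, which is led by erythroid genes, and Ccl2 fell in sub-cluster 9 and rose in sub-cluster 12. A rise of Ccl2 within dFBs and the appearance of other dFBs cannot be told apart here, because so few Ctrl dFBs share a sub-cluster with AD dFBs.

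RNA of dFBs in other droplets may account for part of Ccl2 elsewhere. It would carry 160 CPM in AD macrophages, against 1393 CPM measured. In AD mast cells it would carry 209 CPM, against 983 CPM, and in Ctrl mast cells 70.2 CPM, against 783 CPM. Neither level is reached by dFB RNA. In T cells it would carry 115 CPM in AD, against 86.1 CPM measured, so the Ccl2 UMIs of T cells can be read as background.

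The fall of Ccr2 in T cells could come from another make-up of T cell clusters. Weighted by the shares of the clusters in Ctrl, the log2 ratio of AD over Ctrl was −1.80, so the make-up of the 3 clusters does not carry it. Cluster 12 fell by 2.41 (2.78 to 2.05), and cluster 19 had −1.08 (−1.54 to −0.64). Cluster 28 had 0 Ccr2 UMIs in 85 Ctrl and 48 AD cells. A change of state, of trafficking or of the mice stays open, as untested.

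Basophils were proposed in advance as the main source of Il4 in AD. Rebuilt basophils, 65 AD cells or 0.795% of the library, held 736 Il4 UMIs, or 68.7% (65.8 to 71.4), T cells 17.0% and mast cells 5.32%. In Ctrl, mast cells held 72.2% of the Il4 UMIs. Basophils also held 73.4% of the Il13 UMIs of AD.

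Some clusters were read from their leading genes as hair follicle matrix (530 Ctrl and 0 AD cells, and 423 and 2). Another (733 and 1), led by Vcan, Wif1 and Hhip, was read as dermal papilla or sheath. These readings were not tested. All of these clusters held cells of the Ctrl library almost alone. The dFB clusters 1, 3, 4 and 11 did so too, with 2275 and 1, 1299 and 2, 861 and 5, and 668 and 5 cells. Cluster 4 was led by Lrrc15, Col11a1 and Acta2, and whether it belongs to the follicle was not tested. Going by clusters 1, 3 and 11, the lack of AD cells was not special to the follicle clusters. The summed CPM of hair shaft and matrix genes within KCs had a log2 ratio of AD over Ctrl of −1.83 (−1.97 to −1.69), and that of dermal papilla and sheath genes in cells other than KCs had −1.39 (−1.41 to −1.37). Both falls may follow from the lack of AD cells in the matrix clusters and the papilla or sheath cluster, which had been seen first. The sums were not taken without those clusters, so they decide nothing. A lower yield of all KCs alike would leave AD cells in the matrix clusters. It would also spare the papilla or sheath cluster, which has dFB markers. KCs numbered 2262 and 412, and dFBs 5226 and 5474. KC clusters 10, 13 and 21 kept 71, 199 and 136 AD cells, whereas clusters 29 and 30 kept 1 and 3. These values argue against an even loss of KCs as the explanation. A lower yield of follicle cells or of some KCs and different phases of the hair cycle stay open. So do a loss of follicle cells under MC903 and the part of the skin sampled. These cannot be told apart here, because each condition has a single library.

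Other genes that the paper names moved in dFBs as follows, from Ctrl to AD. Saa3 stood at 1.89 and 290 CPM, with a UMI in 444 of 5474 AD dFBs (8.11%), and Prg4 at 9.24 and 327 CPM. Il6 stood at 214 and 719 CPM, Tnc at 25.9 and 186 CPM, Fabp3 at 0.853 and 3.14 CPM and Cxcl5 at 0.792 and 4.96 CPM. In KCs, Tslp stood at 2.08 and 200 CPM, and the AD UMIs came from 23 of 412 cells. Of the kinases, Jak1 stood at 339 and 337 CPM, Jak2 at 59.7 and 128 CPM, Tyk2 at 10.9 and 8.25 CPM and Fgfr2 at 69.9 and 31.0 CPM, and Jak3 had 48 UMIs in each library. Ltk had 1 UMI in 5226 Ctrl dFBs and 0 in 5474 AD dFBs, which allows a share of up to 0.0548%.

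The genes with the highest log2 ratios of AD over Ctrl in dFBs, beside Saa3 (6.65), Chchd10 and Prg4 (5.00), were Ctla2a (4.41) and Igfbp3 (3.90), and the lowest were Lrrc15 (−6.35), Igfbp2 (−6.13), Col15a1 (−5.69), Mfap4 (−5.39) and Acta2 (−5.09). In macrophages, Saa3 (6.21), Cxcl3 (6.01), Il1a (5.72) and Chil3 (5.59) followed Arg1, and Cd209f (−4.68), Retnla (−4.59), Cd209g (−4.39), Col1a1 (−3.99) and Fcrls (−3.93) were lowest. Of these, Col1a1 is a dFB marker, so its fall can reflect dFB RNA in macrophage droplets. In T cells, Plaur (3.80), Sv2c (3.35), Ramp3 (3.04) and Igfbp3 (2.86) followed Ifitm1, but dFB RNA would carry 496 CPM of Igfbp3 in AD T cells, against 277 CPM measured, so it can be read as background. The lowest in T cells were the dFB transcripts Mfap4 (−5.71), Pi16 (−4.82), Sparc (−4.51), Col3a1 (−4.24) and Col1a2 (−4.23). In KCs, Tslp (6.03), Lcn2 (4.76), Slpi (4.76) and Krt6a (3.80) followed Cyp24a1, and Flg2 (−8.06), Flg (−8.02), Lce1m (−7.90), Lce1a1 (−6.88) and Mt4 (−6.85) were lowest. In vessel cells, Cxcl13 (4.07), Sele (3.63), Tmem252 (3.50) and Igfbp3 (3.50) followed Hp, and Pcp4 (−7.05), Bche (−4.57), Mybpc1 (−4.32), Actg2 (−3.72) and Sbspon (−3.69) were lowest. In AD vessel cells, dFB RNA would carry 939 CPM of Igfbp3, against 703 CPM measured, and 333 CPM of Cxcl13, against 236 CPM, so both can be read as background. These are rankings with 1 CPM added, not tests, and Flg2, Lce1m, Lce1a1 and Pcp4 were listed at 0 UMIs in AD. Flg was a leading gene of KC cluster 29, which held 109 Ctrl cells and 1 AD cell. Lrrc15, Igfbp2 and Acta2 were leading genes of dFB sub-cluster 4, with 781 Ctrl and 9 AD cells. Low ratios can therefore reflect which cells of a class were captured, and a fall within cells was not told apart from this.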
